# Functional transcriptome analysis of the postnatal brain of the Ts1Cje mouse model for Down syndrome reveals global disruption of interferon-related molecular networks

**DOI:** 10.1186/1471-2164-15-624

**Published:** 2014-07-22

**Authors:** King-Hwa Ling, Chelsee A Hewitt, Kai-Leng Tan, Pike-See Cheah, Sharmili Vidyadaran, Mei-I Lai, Han-Chung Lee, Ken Simpson, Lavinia Hyde, Melanie A Pritchard, Gordon K Smyth, Tim Thomas, Hamish S Scott

## Abstract

**Background:**

The Ts1Cje mouse model of Down syndrome (DS) has partial triplication of mouse chromosome 16 (MMU16), which is partially homologous to human chromosome 21. These mice develop various neuropathological features identified in DS individuals. We analysed the effect of partial triplication of the MMU16 segment on global gene expression in the cerebral cortex, cerebellum and hippocampus of Ts1Cje mice at 4 time-points: postnatal day (P)1, P15, P30 and P84.

**Results:**

Gene expression profiling identified a total of 317 differentially expressed genes (DEGs), selected from various spatiotemporal comparisons, between Ts1Cje and disomic mice. A total of 201 DEGs were identified from the cerebellum, 129 from the hippocampus and 40 from the cerebral cortex. Of these, only 18 DEGs were identified as common to all three brain regions and 15 were located in the triplicated segment. We validated 8 selected DEGs from the cerebral cortex (*Brwd1*, *Donson*, *Erdr1*, *Ifnar1*, *Itgb8*, *Itsn1*, *Mrps6* and *Tmem50b*), 18 DEGs from the cerebellum (*Atp5o*, *Brwd1*, *Donson*, *Dopey2*, *Erdr1*, *Hmgn1*, *Ifnar1*, *Ifnar2*, *Ifngr2*, *Itgb8*, *Itsn1*, *Mrps6*, *Paxbp1*, *Son*, *Stat1*, *Tbata, Tmem50b* and *Wrb*) and 11 DEGs from the hippocampus (*Atp5o*, *Brwd1*, *Cbr1*, *Donson*, *Erdr1*, *Itgb8*, *Itsn1*, *Morc3*, *Son*, *Tmem50b* and *Wrb*). Functional clustering analysis of the 317 DEGs identified interferon-related signal transduction as the most significantly dysregulated pathway in Ts1Cje postnatal brain development. RT-qPCR and western blotting analysis showed both Ifnar1 and Stat1 were over-expressed in P84 Ts1Cje cerebral cortex and cerebellum as compared to wild type littermates.

**Conclusions:**

These findings suggest over-expression of interferon receptor may lead to over-stimulation of Jak-Stat signaling pathway which may contribute to the neuropathology in Ts1Cje or DS brain. The role of interferon mediated activation or inhibition of signal transduction including Jak-Stat signaling pathway has been well characterized in various biological processes and disease models including DS but information pertaining to the role of this pathway in the development and function of the Ts1Cje or DS brain remains scarce and warrants further investigation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-624) contains supplementary material, which is available to authorized users.

## Background

Down Syndrome (DS) is a genetic disorder resulting from trisomy or partial trisomy of human chromosome 21 (HSA21). This syndrome is a non-heritable genetic disorder that occurs at a prevalence of approximately 1 in 750 live births [1]. DS has been associated with more than 80 clinical manifestations, including cognitive impairment or intellectual disability, craniofacial features, cardiac abnormalities, hypotonia and early onset Alzheimer’s disease [2, 3]. In terms of cognitive impairment, DS individuals have an average Intelligence Quotient (IQ) value of 50 [4] as well as learning impairment involving both long-term and short-term memory [5]. DS individuals also present with reduced brain size, brain weight, brain volume, neuronal density, and neuronal distribution with neurons that are characterized by shorter dendritic spines, reduced dendritic arborization and synaptic abnormalities [6–8].

There are various hypotheses that attempt to explain the genotype-phenotype relationship of DS. The gene dosage imbalance hypothesis states that an increased copy number of genes on HSA21 leads to an overall increase in gene and protein expression and a subset of these directly result in the traits associated with DS [1]. In contrast, the amplified developmental instability hypothesis suggests that the dosage imbalance of genes on HSA21 results in a general disruption of genomic regulation and expression of genes involved in development, which upsets normal homeostasis and results in many of the traits associated with DS [9]. A further proposed hypothesis is known as the critical region hypothesis and is based on genetic analyses performed on individuals with partial trisomy of HSA21. This line of thinking suggests that a small set of genes within the Down Syndrome Critical or Chromosomal Region (DSCR) are responsible for the development of common DS phenotypes [10]. However, this hypothesis is not supported by experiments on DS individuals, which demonstrated that the DSCR is more likely to be a susceptible region for DS phenotypes, rather than a single critical region causing all DS phenotypes [11–13]. In reality, it is unlikely that the DS traits are caused by one genetic mechanism but instead are due to a combination of mechanisms, with the added complexity of further genetic and epigenetic controls [14]. Some researchers have suggested that dosage imbalance of certain genes may not have any effect on the DS phenotype as they are “dosage compensated” under certain circumstances [1].

Significant genetic homology exists between HSA21 and mouse chromosome 16 (MMU16) [15], MMU17 and MMU10 [16], which has allowed the generation of mouse models of DS and testing of genotype-phenotype correlation hypotheses. There are a few strains of mice that are trisomic for segments of MMU16 that are homologous to HSA21 including Ts65Dn [mitochondrial ribosomal protein L39, (*Mrpl39*)-zinc finger protein 295, (*Znf295*)] [17], Ts1Yey [RNA binding motif protein 11, (*Rbm11*)-*Znf295*] [18], Ts1Cje [superoxide dismutase 1, soluble, (*Sod1*)-*Znf295*] [19] and Ts1Rhr [carbonyl reductase 1, (*Cbr1*)- myxovirus (influenza virus) resistance 2, (*Mx2*)] [12] strains. In addition, the Ts2Yey [protein arginine N-methyltransferase 2, (*Prmt2*)-pyridoxal (pyridoxine, vitamin B6) kinase, (*Pdxk*)] strain [20] is trisomic for MMU10 segments, whereas the Ts3Yey [ribosomal RNA processing 1 homolog B (S. cerevisiae), (*Rrp1b*)-ATP-binding cassette, sub-family G (WHITE), member 1, (*Abcg1*)] [20] and Ts1Yah [U2 small nuclear ribonucleoprotein auxiliary factor (U2AF) 1, (*U2af1*)-*Abcg1*] [21] strains are trisomic for segments of MMU17. Each of these mouse models was found to perform differently in cognitive and hippocampal long-term potentiation (LTP) or long-term depression (LTD) tests and exhibit differences in brain morphology and behavioural phenotypes as well as neuropathology [22]. As such, there is currently no perfect mouse model to study the DS brain. In 2010, Yu and colleagues [20] generated a mouse model [Dp(10)1Yey/+;Dp(16)1Yey/+;Dp(17)1Yey/+] with regions that are syntenic to all of HSA21. This mouse model is characterised by several DS-related neuropathological features including cognitive impairment and reduced hippocampal LTP. Unfortunately, the mice develop hydrocephalus, a phenotype that is rarely associated with DS, and 25% of these animals die between 8 to 10 weeks of age [20].

The Ts1Cje mouse model, also known as T(12;16)1Cje, was developed in 1998 and carries a partial trisomy of MMU16 resulting from a translocation of a segment of MMU16 spanning across the superoxide dismutase 1 (*Sod1*) gene to the zinc finger protein 295 (*Znf295*) gene onto MMU12 [19, 23]. This trisomic region is syntenic to HSA21. Recent literature reports a significant correlation between Ts1Cje mice phenotypes and DS individuals, including altered hippocampus-dependent learning and memory [24–26], craniofacial defects [27] and reduced cerebellar volume [23, 28]. This makes Ts1Cje a suitable model to study the neurobiology networks and mechanisms that contribute to the neuropathology in DS individuals. Olson and colleagues [28] reported that the Ts1Cje mouse is defective in both prenatal and postnatal neurogenesis. We have recently demonstrated that adult Ts1Cje mice start with a similar number of adult neural stem cells as their control littermates, but later develop fewer neuronal progenitors, neuroblasts and neurons [29]. In that study we also reported that differentiated Ts1Cje neurons harbour fewer neurites and have an increased number of astrocytes, which demonstrates that the Ts1Cje mouse has defective neurogenesis and neuronal development. Similar observations have been reported by different studies that showed impaired adult neurogenesis in the subventricular zone (SVZ) and impaired embryonic neurogenesis in Ts1Cje neocortices [30]. The Ts1Cje hippocampus also exhibits abnormal short- and long-term synaptic plasticity [26] as well as an impairment that is restricted to the spatially oriented domain, since short- and long-term novel object recognition memory is conserved [25].

Many genomic studies have been conducted on various tissues from mouse models of DS. To date, gene expression studies on Ts1Cje have mostly been done on the postnatal cerebellum up to day 30 [23, 31, 32]. Gene expression analyses on Ts1Cje whole brain at postnatal day 0 [33], and on neocortical neurospheres at embryonic day 14.5 [34] have also been reported. We have previously analysed the global gene expression in Ts1Cje adult neural stem cells (P84) [29]. All previous studies have been completed on specific brain regions or the whole brain and have not encompassed the entire postnatal brain development period. In addition, gender differences and hormonal influences may also be a confounding factor in some of these gene expression studies as not all reported the gender of their subjects and littermate controls. In order to understand the effect of segmental MMU16 trisomy on the postnatal Ts1Cje brain and the complex mechanisms that may result in neuropathology, we performed a comprehensive spatiotemporal gene expression profiling analysis of 3 brain regions (cerebral cortex, cerebellum and hippocampus) at 4 different time points (Postnatal day (P)1, P15, P30 and P84). These regions were selected for analysis as they are most commonly reported to be affected by neuropathology in DS and mouse models [35]. Furthermore, mice at postnatal day (P)1, P15, P30 and P84, correspond to postnatal brain development and function during the neonatal, juvenile, young adult and adult periods.

## Methods

### Ethics statement, animal breeding, handling and genotyping

Breeding procedures, husbandry and all experiments performed on mice used in this study were carried out according to protocols approved by the Walter and Eliza Hall Institute Animal Ethics Committee (Project numbers 2001.45, 2004.041 and 2007.007) and the Faculty of Medicine and Health Sciences, Universiti Putra Malaysia Animal Care and Use (ACU) committee (Approval reference: UPM/FPSK/PADS/BR-UUH/00416). All sex matched disomic and trisomic littermates involved in the study were generated by mating Ts1Cje males with C57BL/6 female mice. All mice were kept in a controlled environment with an equal light/dark cycle. Unlimited standard pellet diet and water were provided*.* Genomic DNA was extracted from mouse-tails and genotyped using multiplex PCR primers for neomycin (*neo*) and glutamate receptor, ionotropic, kainite 1 (*Grik1*) as an internal control as described previously [19] with substitution of gel electrophoresis with high resolution melting analysis.

### Tissue procurement, RNA extraction, quality control and microarray analysis

Procurement of the cerebral cortex, hippocampus and cerebellum were performed on 3 Ts1Cje and 3 disomic female littermates at 4 time points (P1.5, P15, P30 and P84) according to a method described previously [36]. Only female mice were utilized in the study to avoid the downstream effects of Y-linked genes on neural sexual differentiation [37]. Total RNA was purified from each tissue, with assessment of RNA quality and quantification of purified RNA performed according to methods described previously [29]. Each RNA sample was processed using the Two-Cycle Target Labeling Assay and hybridized onto Affymetrix Gene-Chip® Mouse Genome 430 2.0 arrays (Affymetrix, USA) according to the manufacturer’s protocols. Fluorescent signals were detected using a GeneChip® Scanner 3000 (Affymetrix, USA) and expression data were pre-processed and normalized using the gcRMA algorithm [38]. All datasets were normalized by comparing Ts1Cje trisomic mouse brains to their disomic littermates.

### Differentially expressed genes (DEGs), gene ontology and pathway analyses

The Empirical Bayes t-statistic [39] was used to analyse differential expression of genes between groups according to a method described previously [29]. Briefly, stringent criteria were employed to select differentially expressed genes (DEGs) from the analysis including *t-*statistic values of ≥ 4 or ≤ −4 and an adjusted *P*-value of ≤ 0.05. Selected DEGs were collectively analysed for functional ontologies using the Database for Annotation, Visualisation and Integrated Discovery (DAVID) [40]. High classification stringency was used to analyse the gene lists with the following settings; a kappa similarity threshold of 0.85, a minimum term overlap of three, two initial and final group membership with 0.50 multiple linkage threshold and a modified Fisher-exact *p-*value or enrichment thresholds of 0.05. All DEGs were analysed according to brain regions and/or time-points.

### Quantitative real time polymerase chain reaction (RT-qPCR)

RT-qPCR was performed to validate the expression of DEGs using cDNAs that were generated from the same RNAs used for microarray analysis. First strand cDNA was synthesized from 3000 ng total RNA using random hexamers and the SuperScript™III Reverse Transcriptase Kit (Invitrogen, USA) according to the manufacturer’s protocol. Primers were designed and probes selected using ProbeFinder version 2.34 (except for Stat1 where ProbeFinder version 2.45 was used) at the Universal ProbeLibrary Assay Design Center (Roche Applied Science http://lifescience.roche.com/). RT-qPCR was performed in triplicate using the LC480 Master Probe Mix (Roche Diagnostics, Switzerland) and Universal ProbeLibrary (UPL) probe (Roche Diagnostics, Australia) according to published methods [29, 36] (see Additional file 1 for a full list of primers and UPL probes used). Conditions for the RT-qPCR, calculation of quantification cycle for each signal, determination of PCR efficiencies, reproducibility (R^2^ values) and relative quantification of target gene expression in Ts1Cje and disomic samples were performed essentially according to methods described previously [36]. Successful assays were defined by a PCR efficiency of between 90-110% and an R^2^ values > 0.98.

### Western blotting

Cerebral cortices and cerebella were harvested from 3 adult (P84) Ts1Cje and 3 wild type mice. The samples were homogenised and lysates extracted in 1X radioimmunoprecipitation assay (RIPA) lysis buffer (Millipore, USA) containing protease inhibitor cocktail set III (Calbiochem, USA). Protein concentration was analysed using Coomassie Plus (Bradford) Assay reagent according to manufacturer’s protocol (Thermo Scientific, USA). Protein samples were then separated by 8% SDS-PAGE and Western blots were performed. For immunodetection, the following antibodies were used: anti-Stat1 (#9172; Cell Signaling Technology, USA; 1:200 dilution), anti-Ifnar1 (#127322; Biolegend, USA; 1:200 dilution), anti-Ifnar2 (sc-20218; Santa Cruz, USA; 1:200 dilution), and anti-β-actin (ab8227; Abcam, UK; 1:1000 dilution). Blots were incubated overnight at 4°C with primary antibodies followed by 1 hour incubation at room temperature with HRP-conjugated secondary antibodies. The following secondary antibodies were used: anti-goat (CGHL-50AX809015, ICL. Inc., USA), anti-mouse (sc-2005, Santa Cruz, USA) and anti-rabbit (#406401, Biolegend, USA) (all at 1:2500 dilution). Immunoreactivity was visualized using the WesternBright™ Quantum™ (Advansta Corp., USA) for β-actin and WesternBright™ Sirius™ (Advansta Corp., USA) for Stat1, Ifnar1 and Ifnar2. Pixelation analyses of bands were performed using ImageJ software according to the standard protocol published at http://rsb.info.nih.gov/ij.

## Results

### Microarray datasets and differentially expressed genes (DEGs)

To investigate the effect of partial trisomy on postnatal brain development and function in Ts1Cje mice, we performed 72 whole-genome expression analyses using GeneChip® Mouse Genome 430 2.0 Arrays (Affymetrix, Santa Clara, USA). The analyses encompassed comparison of three brain regions (cerebral cortex, cerebellum and hippocampus) at 4 different time points (Postnatal (P)1, P15, P30 and P84) in Ts1Cje and disomic female mice. These datasets are publicly accessible from the Gene Expression Omnibus website under the series accession number GSE49050 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE49050).

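Each of the 72 arrays held the RNA of 1 brain region of 1 mouse, and 4 ages, 3 regions and 2 genotypes gave 24 groups of 3 mice, so that 12 Ts1Cje arrays stood against 12 disomic arrays in each region. The 3 regions came from the same mice, and the youngest age is P1 in the results and in the sample labels and P1.5 in the methods. The values are the authors' log2 expression values made with gcRMA, which subtracts a background modelled from the base composition of each probe, normalizes the arrays to one another and summarises the probes of each probe set, and nothing was normalized again. Of the 45101 probe sets, 34958 carried the symbol of 1 gene in the annotation used, 932 of several genes and 9211 of none, and 34754 symbols were matched through gene identifiers. Differences between Ts1Cje and disomic mice were tested with limma, fitted to all arrays at once with a mean for each of the 24 groups and 1 estimate of the spread per probe set from 48 residual degrees of freedom. The DEG criteria were those of the methods, a moderated t of at least 4 or at most -4 and a Benjamini-Hochberg adjusted p of at most 0.05 over all probe sets of a comparison, and the average difference of a region over its 4 ages was tested in the same way. In simulated arrays modelled on the P84 hippocampus, 11 of 67 probe sets changed by 0.58 (log2) met the criteria, 32 of 67 changed by 1 and 57 of 66 changed by 2, with 7 false calls. Splits of the real arrays that cut across genotype called up to 1 probe set in the P84 hippocampus and up to 456 in the P1 cerebellum. The 7 false calls therefore do not give the error of other comparisons. Each array had its highest correlation with another array at 0.938 to 0.996, so none was a copy of another. The upper quartile of an array ran from 5.65 to 5.93 (log2) except on 3 dimmer disomic replicate 3 arrays, at 4.97 in the P1 cerebellum, 5.23 in the P84 cerebral cortex and 5.51 in the P84 hippocampus. On an axis from the hippocampal mean (0) to the cerebellar mean (1) of P15, the disomic replicate 3 array labelled cerebellum lay at 0.006 and the one labelled hippocampus at 1.01, while the 5 other arrays of each label lay at 0.977 to 1.00 and at -0.003 to 0.039. Xist, which is transcribed from the inactive X chromosome, lay below the Y-linked Eif2s3y on 69 of the 72 arrays, although the labels and the methods give every mouse as female. All arrays were kept as labelled, and comparisons without these 5 dimmer or displaced arrays were added after the data had been seen.

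**Figure D1:**
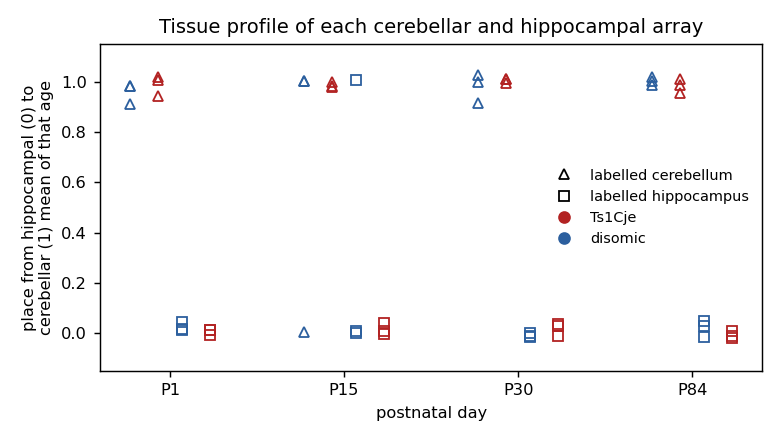
Place of each cerebellum and hippocampus array on the axis from the hippocampal mean (0) to the cerebellar mean (1) of its age, each point 1 array, by age, labelled region (triangles and squares) and genotype (colours). The P15 disomic replicate 3 arrays labelled cerebellum (0.006) and hippocampus (1.01) lie at the end of the other region.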

To investigate the overall characteristics of genes in the trisomic region, we plotted their log_2_ fold-change (*M*) for trisomic versus disomic mice versus the average log_2_ expression (*A*) (Figure 1). Probe-sets that were not expressed or showed no differences between the groups of mice were plotted near to 0. There was consistently a larger number of probe-sets located in the trisomic region with *M* values greater than 0.58, signifying their 1.5-fold upregulation in various brain regions and developmental stages compared to probe-sets located in disomic regions of the genome. Our observation therefore supports the gene dosage imbalance hypothesis, which specifies that an increased copy number of genes will lead to an overall increase in their expression by 50%.

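Genes of the triplicated MMU16 segment were more highly expressed in Ts1Cje mice in every region and at every age. Over the 38 triplicated genes with a mean of at least 5 (log2) over all arrays, every Ts1Cje array lay above every disomic array of its region and age, by a mean of 0.59 in the P15 cerebral cortex (8.12 ± 0.0268 against 7.53 ± 0.0994, SD, n = 3 mice each) to 0.88 in the P1 cerebellum (8.38 ± 0.00401 against 7.49 ± 0.366, SD, n = 3 each). *Psmg1*, which encodes a chaperone of proteasome assembly, was 1.76-fold higher in the cerebral cortex, 1.78-fold in the cerebellum and 1.82-fold in the hippocampus when the 4 ages were averaged (standard error of 0.0967 on the log2 scale, n = 12 mice against 12). *Gart*, an enzyme of purine synthesis, was higher by 0.82, 0.84 and 0.50 (log2) in the same order at 1 of its 4 probe sets, and by 0.36 (adjusted p = 0.124), 0.42 and 0.19 (adjusted p = 0.958) at another; the 0.50 missed the criteria without any 1 of the 6 replicate numbers (adjusted p = 0.0677 to 0.294), and the 0.42 without Ts1Cje replicate 1 or disomic replicate 3 (adjusted p = 0.489 and 0.359, in that order). The median log2 difference of the 38 genes lay between 0.60 in the P15 cerebral cortex, where 19 genes exceeded 0.58, and 0.88 in the P1 cerebellum, where 29 did. Of the 7716 other genes with such a mean, 0.0648% exceeded 0.58 in the P15 cerebral cortex and 13.2% in the P1 cerebellum, the comparison that holds the dimmest array. Without the 3 dim arrays, a setting added after the data had been seen, the median of the 38 genes fell. It was 0.71 in the P1 cerebellum, with 23 genes over 0.58. In the P84 cerebral cortex it was 0.70 in place of 0.81, with 23 genes in place of 30. In the P84 hippocampus it was 0.58 in place of 0.69, with 19 genes in place of 26. The per-array means were separated in each of the 12 comparisons (exact permutation test, two-sided p = 0.1, the smallest that 3 mice against 3 allow). Over all 71 triplicated genes measured, limma's camera gave an adjusted p of at most 6.9e-14 in every comparison (P1 cerebellum; adjusted p = 1.35e-06 there with an estimated correlation). Without the filter on the mean the medians lay between 0.38 in the P30 cerebellum and 0.71 in the P1 cerebellum.

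**Figure D2:**
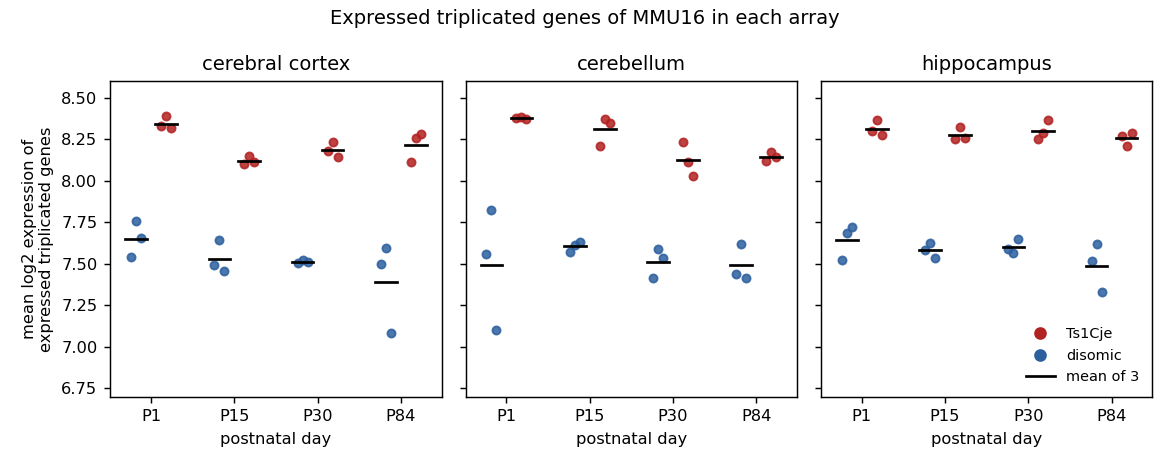
Mean log2 expression of the 38 expressed triplicated genes in each array, by region, age and genotype, each point 1 mouse and each line the mean of 3. Ts1Cje arrays lie above disomic arrays in each of the 12 comparisons.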

**Figure 1:**
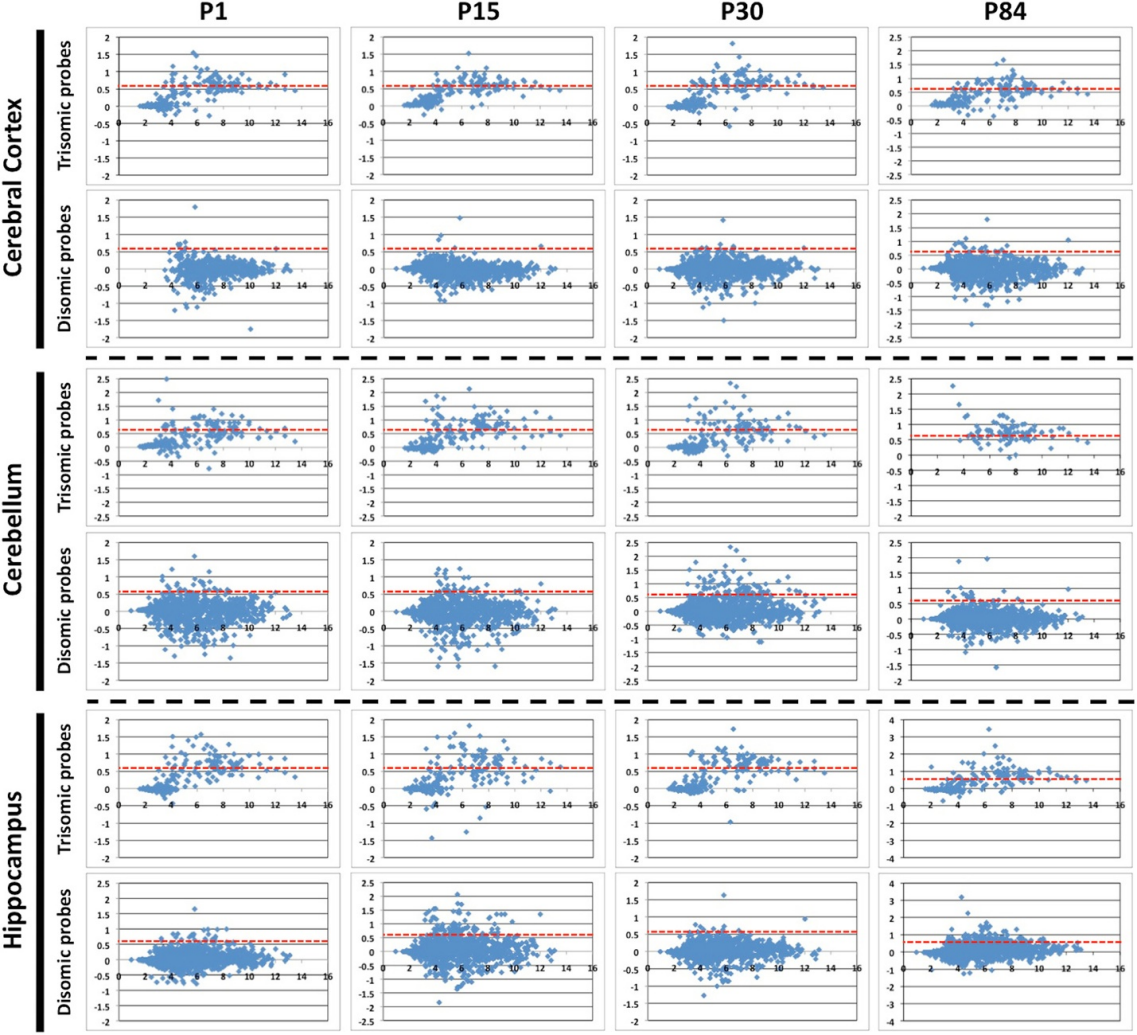
**MA plots of trisomic and disomic microarray probe-sets from 3 different brain regions (cerebral cortex, cerebellum and hippocampus) at 4 postnatal (P) time points (P1, P15, P30 and P84).** The Y-axis represents the M value, which is the ratio (log_2_(T/D)) whereas the X-axis represents the A value, which is the mean ratio (1/2xlog_2_(TxD)). T and D represent the intensities of microarray probe-sets for Ts1Cje and disomic samples, respectively. Each blue dot represents a single probe. Red dotted lines denote the cutoff at M values of 0.58, signifying 1.5-fold upregulation of microarray probe-sets.

Genes located within the trisomic region have an increased copy number of 0.5 compared to genes located within disomic regions. According to the gene dosage imbalance hypothesis, we expect only a small fold-change difference in the level of gene expression between Ts1Cje and disomic groups resulting in a small number of globally differentially expressed genes (DEGs) based on our stringent selection criteria (see Methods). The analysis revealed 317 DEGs based on all spatiotemporal comparisons completed between the Ts1Cje and disomic mice (Table 1; Additional file 2). Of these DEGs, 41 are located on the MMU16 triplicated segment (Table 2) and all of the significant probe sets were found to be upregulated by 1.4- – 4.8-fold, which again supports the gene dosage imbalance hypothesis.

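Outside the triplicated and monosomic segments, most genes that met the DEG criteria were found in the P1 and P84 cerebellum. In the P1 cerebellum 127 such genes were higher and 28 lower in Ts1Cje mice, among them *Hmgb2*, a chromatin protein of dividing cells (log2 difference 1.16, adjusted p = 3.31e-06), and *Slc6a2*, the noradrenaline transporter (1.41, adjusted p = 1.48e-05 at 1 probe set, where the disomic level lay below the arrays' median, and 0.31, adjusted p = 0.232 at another of its 4). In the P84 cerebellum 25 were higher and 1, *Tubgcp6* of the gamma-tubulin complex, was lower (5.22 ± 0.0827 against 6.37 ± 0.139, log2, SD, n = 3 each; adjusted p = 0.0391), although its adjusted p was above the threshold without any 1 of the 6 arrays and reached 0.307. *Nts*, the neuropeptide neurotensin, rose in the P1 cerebral cortex (9.10 ± 0.191 against 5.18 ± 2.75, SD, n = 3 each; adjusted p = 0.0115), although it missed the criteria without Ts1Cje replicate 3 (difference 3.87) or without disomic replicate 3 (2.35). In age order from P1 to P84, the numbers of probe sets were 5, 1, 6 and 20 in the cerebral cortex, 223, 15, 14 and 50 in the cerebellum, and 7, 25, 8 and 32 in the hippocampus. With the replicate number as a block within each age or over all ages, in that order, the P1 cerebral cortex had 21 and 16 probe sets. The P84 cerebral cortex had 31 and 38, the P15 cerebellum 23 and 24, the P15 hippocampus 41 and 47 and the P84 hippocampus 51 and 50. Without a block the called probe sets named 248 genes over all 12 comparisons, by limma's moderated t with Benjamini-Hochberg adjustment. That number of genes was 1443 with array quality weights, 154 without the 3 P1 arrays with Xist above Eif2s3y, 149 with adjustment over all comparisons, 124 without the 3 dim arrays, 110 with the filter at a mean of 5, 38 with 1 fit per region and 2 with 1 fit per comparison; array quality weights and both settings without arrays were chosen after the data had been seen. With 1 array left out, the number in the P1 cerebellum was 84 without Ts1Cje replicate 3, 745 without disomic replicate 1, 1593 without disomic replicate 2 and 22 without disomic replicate 3, and in the P84 cerebellum it was 30 without Ts1Cje replicate 2, 30 without Ts1Cje replicate 3, 29 without disomic replicate 1, 23 without disomic replicate 2 and 31 without disomic replicate 3. In each of the other comparisons it also moved by more than 1.5 times, over ranges of 3 without disomic replicate 1 to 72 without Ts1Cje replicate 1 in the P1 cerebral cortex, 1 without Ts1Cje replicate 1 to 3 without disomic replicate 2 in the P15 cerebral cortex, 2 without Ts1Cje replicate 2 to 4 without Ts1Cje replicate 1 in the P30 cerebral cortex and 1 without disomic replicate 3 to 32 without disomic replicate 2 in the P84 cerebral cortex, of 2 without Ts1Cje replicate 2 to 69 without disomic replicate 2 in the P15 cerebellum and 2 without Ts1Cje replicate 3 to 17 without disomic replicate 1 in the P30 cerebellum, and of 1 without disomic replicate 3 to 19 without disomic replicate 2 in the P1 hippocampus, 3 without disomic replicate 3 to 116 without disomic replicate 1 in the P15 hippocampus, 1 without disomic replicate 2 to 6 without Ts1Cje replicate 1 in the P30 hippocampus and 11 without disomic replicate 2 to 62 without disomic replicate 1 in the P84 hippocampus. Without the 3 dim arrays the P1 cerebellum had 30 probe sets and the P84 cerebral cortex 1; *Hmgb2* (1.01, adjusted p = 0.000573) and *Slc6a2* (1.67, adjusted p = 1.76e-06) still passed, and without the 2 displaced P15 arrays the P15 cerebellum had 4 and the P15 hippocampus 5. Of the 223 probe sets of the P1 cerebellum 183 and 40 were higher and lower, a split that turned to 294 and 451 without disomic replicate 1, 812 and 781 without disomic replicate 2 and 14 and 8 without disomic replicate 3, to 22 and 8 without the 3 dim arrays, and to 890 and 716 with array quality weights, a setting also added after the data had been seen.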

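Every triplicated probe set that met the DEG criteria was higher in Ts1Cje mice, in 115 calls of 52 probe sets with folds of 1.47 to 4.05. *Dscam*, a neuronal cell adhesion molecule, stood at 7.33 ± 0.311 against 5.61 ± 0.845 (log2, SD, n = 3 each) in the P15 hippocampus, a difference of 1.72 that was 1.23 without disomic replicate 3 (adjusted p = 0.139). *Pigp*, an enzyme of glycosylphosphatidylinositol anchor synthesis, was higher by 1.22 in the P84 hippocampus and passed without each of the 6 arrays in turn (adjusted p of at most 0.000563). *Ttc3*, a ubiquitin ligase, gave the lowest fold (log2 difference 0.55 in the P15 hippocampus, and 0.44 without the 2 displaced arrays, adjusted p = 0.566) and *Itsn1*, a scaffold protein of endocytosis, the highest (2.02 in the P84 hippocampus, and 1.93 without the 3 dim arrays, adjusted p = 0.0868). *Ttc3* missed the criteria without Ts1Cje replicate 2 or disomic replicate 3 (adjusted p = 0.472 and 0.701, in that order), and *Itsn1* without Ts1Cje replicate 2 or 3 or disomic replicate 2 or 3 (adjusted p = 0.111, 0.147, 0.424 and 0.1, in that order). The calls came from 36 triplicated genes, with 26 in the P1 cerebellum, 14 in the P84 hippocampus, 12 in the P84 cerebral cortex, 11 in the P84 cerebellum, 10 in the P15 cerebellum and 9 in the P15 hippocampus. With 1 probe set for each of the 71 genes measured, 20 genes passed in the P1 cerebellum over all genes tested and 20 when adjusted over the list alone, and in the P84 hippocampus 9 and 11. Without the 3 dim arrays 32 triplicated genes passed in all, and without all 5 doubted arrays 37. With 1 fit per region 21 passed, and with 1 fit per comparison 0.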

**Table 1:** **Summary of microarray analysis**

Time-point Region		P1	P15	P30	P84	Total number of unique DEGs
**Cerebral Cortex**	Probe set	20	5	15	20	40
	DEG	12↑ 8↓	4↑ 1↓	13↑ 2↓	13↑ 6↓	
**Cerebellum**	Probe set	117	53	18	93	201
	DEG	46↑ 66↓	43↑ 1↓	12↑ 4↓	64↑ 23↓	
**Hippocampus**	Probe set	28	59	22	81	129
	DEG	22↑ 4↓	48↑ 3↓	20↑ 1↓	69↑ 7↓	
**Total number of unique DEGs**		131	80	30	145	(317)

↑ denotes ‘upregulation’, ↓ denotes ‘downregulation’, DEG denotes ‘differentially expressed gene’ and P denotes ‘postnatal day’. The value in parentheses denotes non-redundant unique DEGs based on the spatiotemporal comparison between Ts1Cje and disomic mice.

**Table 2:** **Summary of spatiotemporal microarray profiling of 41 DEGs found in the triplicated segment of MMU16**

Full gene name (Official gene symbol)	Probe set ID	Log _2_ expression of Ts1Cje normalized against disomic littermates											
		Cerebral cortex				Cerebellum				Hippocampus			
		P1	P15	P30	P84	P1	P15	P30	P84	P1	P15	P30	P84
RIKEN cDNA 1110004E09Rik gene (1110004E09Rik)	1424315_at	0.72	0.70	0.67	0.73	1.39*	0.91	0.91	0.70	0.61	1.12	0.97	0.83
RIKEN cDNA 2410124H12Rik gene (2410124H12Rik)	1432515_at	0.03	0.09	0.01	0.16	0.07	1.68**	1.51***	2.26***	-0.02	-0.08	0.05	-0.14
ATP synthase, H+ transporting, mitochondrial F1 complex, O subunit (*Atp5o*)	1416278_a_at	0.65	0.49	0.70	0.48	0.43	0.67	0.82*	0.54	0.68	0.37	0.48	1.09***
	1437164_x_at	0.58	0.71	0.72*	0.64	0.68*	0.74**	0.78**	0.59	0.71*	0.64*	0.74*	0.94***
UDP-Gal:betaGlcNAc beta 1,3-galactosyltransferase, polypeptide 5 (*B3galt5*)	1450528_at	0.00	0.02	-0.02	0.00	0.02	0.15	-0.01	0.43	-0.02	-0.11	0.15	1.25*
Expressed sequence BF642829 (BF642829)	1435484_at	0.56	0.34	0.68	-0.04	0.91**	0.75*	0.68	0.01	0.59	0.69	0.89**	0.17
Bromodomain and WD repeat domain containing 1 (*Brwd1*)	1427322_at	0.67	0.45	0.50	0.40	0.32	0.81*	0.84*	0.54	0.78	0.26	0.52	1.11***
	1433955_at	0.55	0.53	0.63	0.86*	1.17***	0.81**	0.57	1.01***	0.39	0.70*	0.70*	0.91***
	1452322_a_at	0.07	0.62	0.47	0.83*	0.14	0.37	0.22	0.94***	0.67*	0.46	0.68*	0.22
C2 calcium-dependent domain containing 2 (*C2cd2*)	1436344_at	0.47	0.47	0.38	0.54	0.27	1.87***	0.47	0.74	0.39	0.71	0.91	0.68
	1437731_at	0.79	0.30	0.15	0.47	0.59	1.21*	0.18	0.45	0.58	0.32	0.55	0.18
Carbonyl reductase 1 (*Cbr1*)	1460196_at	0.67	0.48	0.66	0.58	0.71	0.52	0.30	0.72*	0.64	0.95**	0.72	0.74*
Carbonyl reductase 3 (*Cbr3*)	1427912_at	1.55	1.11	0.82	0.81	1.08	-0.02	0.21	0.79	1.24	2.04*	1.07	0.44
Chromatin assembly factor 1, subunit B (p60) (*Chaf1b*)	1423877_at	1.15***	0.10	0.00	0.08	0.93***	-0.03	-0.06	0.00	1.51***	0.05	-0.08	-0.11
Crystallin, zeta (quinone reductase)-like 1 (*Cryzl1*)	1430547_s_at	0.70	0.57	0.76	0.55	0.60	0.70	0.97	0.94*	0.57	0.17	0.37	1.28***
	1451473_a_at	0.47	0.61	0.86**	0.67	0.61	0.88***	0.49	0.51	0.57	0.82**	0.85**	0.59*
DnaJ (Hsp40) homolog, subfamily C, member 28 (*Dnajc28*)	1420542_at	0.36	0.29	0.14	0.18	0.26	0.33	0.21	0.81*	0.28	0.15	0.26	0.23
Downstream neighbor of SON (*Donson*)	1426739_at	0.76	0.72	0.91**	0.78	0.82*	0.91**	0.75	0.75*	0.81*	0.65	0.63	0.92**
Dopey family member 2 (*Dopey2*)	1428330_at	0.68*	0.47	0.61	0.45	0.58	0.83**	0.70*	0.59	1.00***	0.68*	0.85**	0.77**
Down syndrome cell adhesion molecule (*Dscam*)	1441082_at	0.35	0.70	1.13	0.78	0.41	0.36	0.94	0.74	0.40	1.60**	1.13	0.59
	1449411_at	0.94	0.83	0.98	1.03	0.69	0.54	0.70	1.22*	0.81	1.52**	0.87	0.86
	1458625_at	0.52	0.44	0.74	0.72	0.79	0.11	0.33	0.50	0.72	1.65***	1.39**	0.45
Down syndrome critical region 3 (*Dscr3*)	1415745_a_at	0.87	0.74	0.66	0.91	0.97*	0.93*	0.87	0.66	0.80	0.89*	1.01*	0.94*
E26 avian leukemia oncogene 2, 3' domain (*Ets2*)	1416268_at	0.78	0.62	0.81	0.56	0.54	0.87*	0.65	0.80*	0.62	0.45	0.68	0.77
Phosphoribosylglycinamide formyltransferase (*Gart*)	1416283_at	0.52	0.38	0.92	0.37	0.39	1.17**	0.54	0.93	0.70	0.95	1.20*	0.95
	1424436_at	0.41	0.85	0.70	0.98	0.98	1.03*	0.20	1.30***	0.18	0.93	0.69	0.67
High mobility group nucleosomal binding domain 1 (*Hmgn1*)	1422495_a_at	0.51	0.60	0.59	0.55	0.22	0.96**	0.49	0.68*	0.36	0.16	0.64	0.82**
	1438940_x_at	0.39	0.52	0.50	0.67	0.40	0.76*	0.24	0.54	0.39	0.33	0.50	0.36
	1455897_x_at	0.44	0.69	0.70	0.95	0.49	1.07**	0.30	0.80	0.40	0.52	0.87	0.58
Hormonally upregulated Neu-associated kinase (*Hunk*)	1418260_at	0.66	0.66	0.25	0.68	0.41	0.83	0.87	0.64	1.10*	0.52	0.61	1.16**
Interferon (alpha and beta) receptor 1 (*Ifnar1*)	1442222_at	0.63	0.74	1.05	0.77	0.45	1.12*	0.73	0.68	0.62	0.80	0.80	0.75
	1449026_at	0.80	0.80	1.17*	1.29*	0.55	0.67	0.85	1.10*	0.46	1.12*	0.84	0.75
Interferon (alpha and beta) receptor 2 (*Ifnar2*)	1427691_a_at	0.66	0.52	0.67	0.40	0.55	0.80	0.48	0.58	0.73	1.49*	0.91	0.50
	1440169_x_at	0.72	0.92	0.78	0.60	0.89	0.68	0.45	0.34	1.22	1.49*	0.84	0.62
	1451462_a_at	0.70	0.90	0.99*	0.98	0.61	0.90*	0.80	0.93*	0.81	0.83	0.92*	1.43***
Interferon gamma receptor 2 (*Ifngr2*)	1423558_at	0.31	0.39	0.40	0.44	0.67**	0.14	0.17	0.21	0.21	0.45	0.28	0.26
Intersectin 1 (SH3 domain protein 1A) (*Itsn1*)	1421192_a_at	0.82	0.45	0.90	0.40	0.03	0.94*	1.16**	0.66	1.01*	0.48	0.97*	1.04**
	1425899_a_at	0.58	0.61	0.71	0.22	0.35	0.72	1.37	0.90	0.76	-0.54	0.18	1.67*
	1435885_s_at	0.56	0.61	0.63	0.66**	0.46	1.18*	0.25	0.50	0.49	0.37	0.97	0.21
	1452338_s_at	0.58	0.96	1.42**	1.66	0.44	0.99	0.80	1.30**	0.64	0.25	0.70	0.74
Potassium inwardly-rectifying channel, subfamily J, member 6 (*Kcnj6*)	1425707_a_at	-0.13	0.24	0.22	0.59	0.18	0.29	0.04	0.31	-0.21	0.57	1.07*	-0.06
Microrchidia 3 (*Morc3*)	1420091_s_at	0.55	0.81**	0.64	0.66	0.78**	0.84***	0.69*	0.55	0.64*	0.66*	0.78**	0.99***
	1452224_at	0.69	0.64	0.68	0.66	0.82	0.99	1.21*	0.52	1.20*	0.51	0.55	1.45**
Mitochondrial ribosomal protein S6 (*Mrps6*)	1424440_at	0.84**	0.62	0.73	0.35	0.89**	0.70*	0.89**	1.00***	0.77*	0.72*	0.64	0.91**
	1447585_s_at	0.93	0.74	0.88	0.74	1.13*	0.88	0.53	0.94	0.61	1.15*	0.91	0.61
PAX3 and PAX7 binding protein 1 (*Paxbp1*)	1418007_at	0.55	0.66	0.75	0.59	0.55	1.32*	0.59	0.80	0.83	0.15	0.80	0.56
	1418008_at	0.46	0.38	0.74	0.62	0.56	1.45*	0.63	0.75	0.92	0.21	0.92	0.86
Phosphatidylinositol glycan anchor biosynthesis, class P (*Pigp*)	1436038_a_at	0.69*	0.70	0.77*	0.95**	0.77**	0.75**	0.84**	0.82***	0.38	0.54	0.55	1.16***
PR domain containing 15 (*Prdm15*)	1455459_at	0.41	-0.04	0.47	0.59	0.21	0.37	0.59	0.18	0.44	0.48	0.35	0.95*
Proteasome (prosome, macropain) subunit, alpha type 2 (*Psmg1*)	1448307_at	0.81*	0.52	0.78	0.97*	0.73	0.99**	0.57	0.88**	0.55	1.04**	0.82*	0.94**
Regulator of calcineurin 1 *(Rcan1*)	1416600_a_at	0.98*	0.74	0.89	0.43	0.89	0.71	0.70	0.76	0.73	1.10**	0.84	0.68
Receptor-interacting serine-threonine kinase 4 (*Ripk4*)	1418488_s_at	0.06	0.07	0.00	0.12	0.12	-0.02	0.06	0.02	0.53***	0.02	-0.05	-0.09
Solute carrier family 5 (inositol transporters), member 3 *(Slc5a3)*	1435484_at	0.56	0.34	0.68	-0.04	0.91***	0.75***	0.68	0.01	0.59	0.69	0.89***	0.17
Small integral membrane protein 11(*Smim11*)	1417402_at	0.85	0.43	0.64	0.40	0.90*	0.69	0.59	0.59	0.77	0.37	0.68	0.70
Son cell proliferation protein (*Son*)	1420952_at	0.68	0.69	0.90	0.86	0.36	1.28*	0.71	0.87	0.88	0.54	0.77	0.65
	1435862_at	0.64	0.75	0.80	0.63	0.35	1.04**	1.24***	0.78	0.99*	0.20	0.58	1.17**
	1437924_at	0.63	0.62	0.79	0.82	0.28	0.96**	0.75	0.67	0.35	0.60	0.65	0.73
Synaptojanin 1 (*Synj1*)	1436333_a_at	0.67	0.65	0.77	0.84	0.89	0.57	0.74	0.84	0.74	1.38*	0.79	0.72
	1454961_at	0.60	0.57	0.65	0.63	0.57	0.43	0.58	0.71*	0.56	0.86**	0.55	0.67
Transmembrane protein 50B (*Tmem50b*)	1423707_at	0.78**	0.51	0.70*	0.46	0.83**	0.69*	1.07***	0.71**	0.96***	0.76**	0.84**	0.99***
Tetratricopeptide repeat domain 3 (*Ttc3*)	1416484_at	0.52	0.53	0.68	0.56	0.60	0.39	0.74	0.87*	0.53	0.31	0.26	0.78
	1448361_at	0.45	0.45	0.54*	0.43	0.21	0.43	0.46	0.40	0.33	0.63**	0.45	0.46
URB1 ribosome biogenesis 1 homolog (S. cerevisiae) (*Urb1*)	1454841_at	0.58	0.49	0.77	0.46	0.24	0.16	0.48	0.37	0.98*	0.62	0.76	0.85
Tryptophan rich basic protein (*Wrb*)	1460446_at	0.62	0.64	0.63	0.74	0.72*	0.90*	0.45	0.67*	0.56	0.85**	0.69	0.70*

*p<0.05, **p<0.01 and ***p<0.001 based on Empirical Bayes t-statistic test.

When we considered only spatial comparisons (regardless of time point), 40 DEGs were identified from the cerebral cortex, 201 from the cerebellum and 129 from the hippocampus. Of these DEGs, 16, 33 and 33 were located on the MMU16 triplicated region in the cerebral cortex, cerebellum and hippocampus regions, respectively. We identified 19, 168 and 95 region-specific DEGs for the cerebral cortex, cerebellum and hippocampus, respectively (Figure 2). These observations suggest that the partial trisomy of MMU16 in Ts1Cje mice has a greater effect on gene regulation in the hippocampus and cerebellum as compared to the cerebral cortex. 

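Averaged over the 4 ages, most probe sets that differed in each region were triplicated, 69 of 91 in the cerebral cortex, 69 of 104 in the cerebellum and 63 of 87 in the hippocampus, from 39, 38 and 38 genes that were all higher. The superoxide dismutase gene *Sod1*, which the paper gives as trisomic with 1 copy made non-functional by truncation (Table 3) and which was not counted among the triplicated genes here, rose in all 3 regions at 2 of its 5 probe sets (1.17, 1.20 and 1.10 at the first, log2, standard error 0.147, and 0.64, 0.51 and 0.53 at the second), while another gave -0.01, -0.26 and -0.31; the paper's RT-qPCR values of *Sod1* were -0.16 to 0.13 in the cerebral cortex and -0.17 to 0.17 in the cerebellum. *Il33*, a cytokine released by damaged cells, was 2.01-fold higher in the cerebellum (adjusted p = 0.0016) and 1.77-fold in the hippocampus (adjusted p = 0.0354), and its difference of 0.50 in the cerebral cortex did not pass (adjusted p = 0.795). *Npc2*, a lysosomal cholesterol carrier, rose by 0.29 in the cerebral cortex and 0.31 in the hippocampus, and *Klk6*, a protease of oligodendrocytes, fell by 0.56 in the cerebellum. The call of *Il33* was lost in the cerebellum without Ts1Cje replicate 3 or disomic replicate 1 (adjusted p = 0.0844 and 0.117, in that order), and in the hippocampus without any 1 of the 6 replicate numbers (adjusted p = 0.0555 to 0.406). That of *Npc2* was lost in the cerebral cortex without Ts1Cje replicate 2 or 3 or disomic replicate 3 (adjusted p = 0.183, 0.0614 and 0.14, in that order) and in the hippocampus without Ts1Cje replicate 3 (adjusted p = 0.0579), and that of *Klk6* without Ts1Cje replicate 1, 2 or 3 or disomic replicate 1 or 2 (adjusted p = 0.115, 0.152, 0.0801, 0.225 and 0.0866, in that order). The second probe set of *Sod1* missed the criteria in the cerebral cortex without Ts1Cje replicate 3 or disomic replicate 1 (adjusted p = 0.155 and 0.184, in that order), in the cerebellum without Ts1Cje replicate 2 or 3 or disomic replicate 1 (adjusted p = 0.158, 0.776 and 0.412, in that order) and in the hippocampus without Ts1Cje replicate 2 or 3 or disomic replicate 1 or 3 (adjusted p = 0.392, 0.571, 0.434 and 0.12, in that order). No probe set met the criteria in limma's test of the difference between 2 regions' averages, in any of the 3 pairs, and 1330, 1419 and 1597 had an unadjusted p under 0.05 (cerebellum minus cerebral cortex, hippocampus minus cerebral cortex, hippocampus minus cerebellum); with the mouse as a random block 1 was lower in hippocampus minus cerebellum. Counted by single ages, 21 genes passed in the cerebral cortex, 218 in the cerebellum and 48 in the hippocampus, 13, 32 and 21 of them triplicated, and 5, 193 and 25 passed in 1 region alone. With the replicate number within each age as a block, 12, 258 and 38 genes passed in 1 region alone. With the replicate number over all ages as a block, 10, 250 and 40 did. With 1 replicate number left out at every age, the number of probe sets was 58 without Ts1Cje replicate 3, 57 without disomic replicate 1 and 58 without disomic replicate 3 in the cerebral cortex, 158 without disomic replicate 2 in the cerebellum and 51 without Ts1Cje replicate 3 in the hippocampus. Without the 3 dim arrays the genes counted by single ages numbered 19, 76 and 61, and without all 5 doubted arrays 44, 130 and 68, with 96, 122 and 98 probe sets in the averages. Those that passed in 1 region alone numbered, in the same order of regions, 10, 53 and 38 without the 3 dim arrays; 15, 263 and 20 without the 2 displaced P15 arrays; 17, 100 and 33 without all 5 doubted arrays; 6, 102 and 24 without the 3 P1 arrays with Xist above Eif2s3y; 35, 1301 and 55 with array quality weights; 8, 209 and 27 with quantile normalization; 6, 69 and 13 with the filter at a mean of 5; 11, 90 and 25 with adjustment over all comparisons; 9, 7 and 13 with 1 fit per region; 0, 0 and 1 with 1 fit per comparison.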

Of all of the DEGs identified, only 18 were found to be common to all three-brain regions [ATP synthase, H + transporting, mitochondrial F1 complex, O subunit, *Atp5o*; bromodomain and WD repeat domain containing 1, *Brwd1*; chromatin assembly factor 1, subunit B (p60), *Chaf1b*; crystallin, zeta (quinone reductase)-like 1,*Cryzl1*; dynein, axonemal, heavy chain 11, *Dnah11*; downstream neighbor of SON, *Donson*; dopey family member 2, *Dopey2*; erythroid differentiation regulator 1, *Erdr1*; interferon (alpha and beta) receptor 1, *Ifnar1*; interferon (alpha and beta) receptor 2, *Ifnar2*; integrin beta 8, *Itgb8*; intersectin 1 (SH3 domain protein 1A), *Itsn1*; microrchidia 3, *Morc3*; mitochondrial ribosomal protein S6, *Mrps6*; phosphatidylinositol glycan anchor biosynthesis, class P, *Pigp*; proteasome (prosome, macropain) assembly chaperone 1, *Psmg1*; transmembrane protein 50B, *Tmem50b* and tetratricopeptide repeat domain 3, *Ttc3*]. 

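In all 3 regions, at 1 age or more, 14 genes met the DEG criteria, and 11 of them are triplicated. *Cryzl1*, a quinone reductase-like gene, was higher by 0.72 in the cerebral cortex, 0.64 in the cerebellum and 0.73 in the hippocampus when the ages were averaged (log2, standard error 0.0829, n = 12 mice against 12). *Pigp* was higher by 0.77, 0.77 and 0.71 in the same order, and *Vps26c* (*Dscr3*), a subunit of an endosomal sorting complex, by 0.70, 0.73 and 0.68. *Get1* (*Wrb*), a receptor for the insertion of membrane proteins, was higher by 0.71, 0.69 and 0.64. Of the 3 others, *Dnah11* was higher and *Itgb8* lower, both on the monosomic MMU12 segment, and *Erdr1* passed at P30. *Erdr1* stood at 9.97 ± 0.342 against 4.55 ± 1.66 in the P30 cerebral cortex, at 10.5 ± 0.565 against 4.77 ± 2.34 in the P30 cerebellum and at 9.92 ± 0.545 against 4.45 ± 1.39 in the P30 hippocampus (SD, n = 3 each), and its averages over the ages, 1.54, 1.74 and 1.60, did not pass. It missed the criteria in the cerebral cortex without Ts1Cje replicate 1, 2 or 3 or disomic replicate 1 or 3 (adjusted p = 0.314, 0.457, 0.233, 0.494 and 0.731, in that order), in the cerebellum without Ts1Cje replicate 1, 2 or 3 or disomic replicate 1 or 3 (adjusted p = 0.0878, 0.0846, 0.0721, 0.154 and 0.195, in that order) and in the hippocampus without any 1 of the 6 arrays (adjusted p = 0.0578 to 0.404). The genes that passed in all regions, and the triplicated ones among them, numbered 9 and 7 without the 3 dim arrays, 20 and 17 without all 5 doubted arrays, 26 and 22 with array quality weights, 2 and 0 with 1 fit per region and 1 and 0 with 1 fit per comparison. With the replicate number as a block they numbered 20 and 16 within each age and 21 and 17 over all ages.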

Interestingly, 15 out of these 18 DEGs were located in the MMU16 triplicated region (Additional file 2), suggesting that these trisomic genes could be responsible for the global dysregulation of other DEGs within the Ts1Cje brain throughout development.

**Figure 2:**
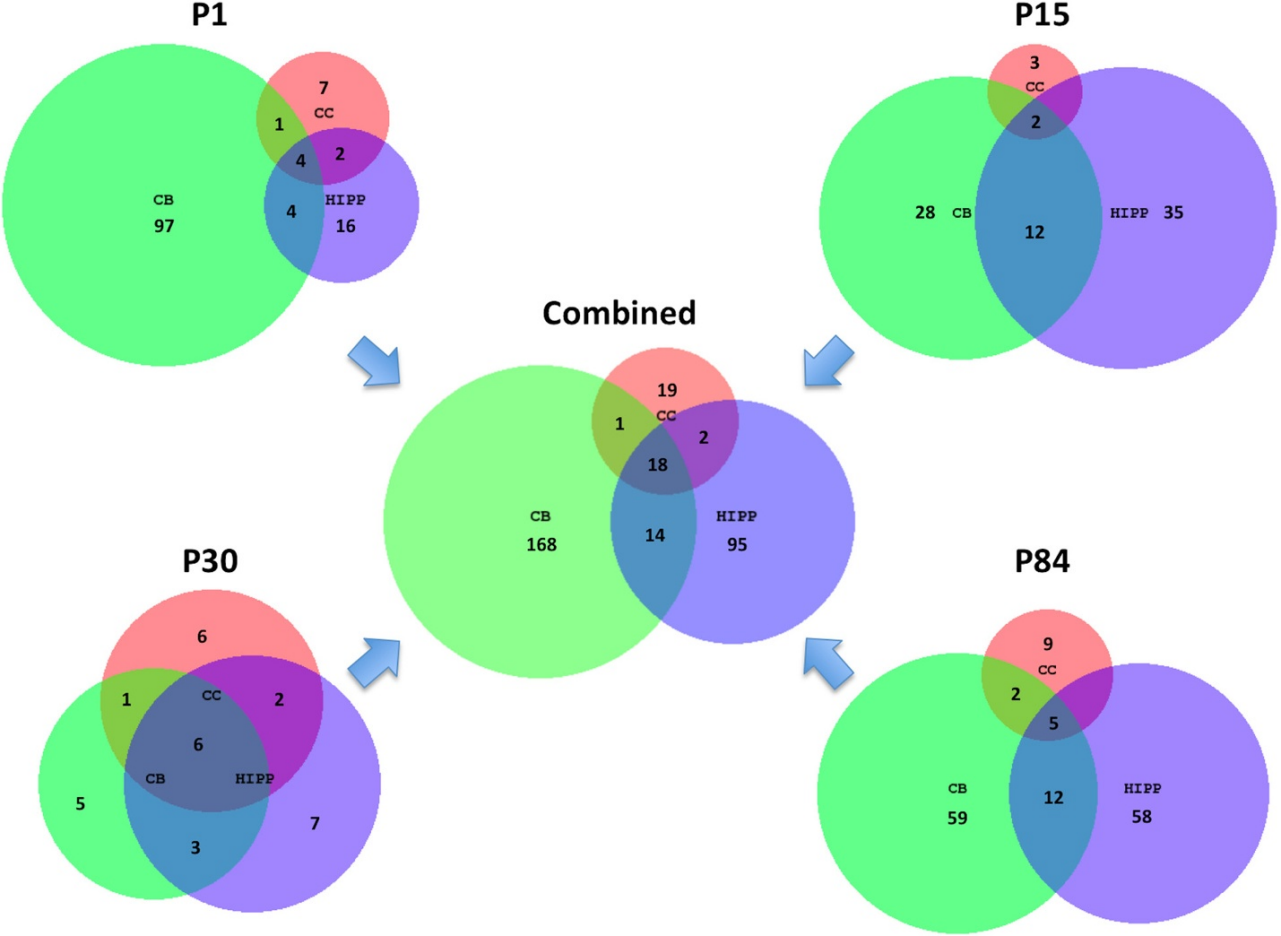
**Venn diagrams depicting the spatiotemporal distribution of DEGs for comparison of Ts1Cje vs.** disomic mice at 4 postnatal (P) time points (P1, P15, P30 and P84). The combined Venn diagram consists of non-redundant DEGs from each brain region at all time points. CC = Cerebral cortex; CB = Cerebellum; HIPP = Hippocampus.

### Functional clustering of DEGs based on gene ontologies

To dissect the ontologies that are enriched in the list of DEGs, we employed a top-down screening approach to analyze any disrupted molecular networks on a global level, followed by refined analyses involving specific brain regions or developmental stages. 

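Of 3 functional clusters of the study that were tested as gene lists, the calcium signaling and neuroactive ligand cluster was higher as a group in the P15 hippocampus and passed in no other comparison or region average. The 9 genes of this cluster had a median log2 difference of 0.14 there (camera, adjusted p = 0.0232; adjusted p = 0.0419 with an estimated correlation), and 1 of them, *Trhr*, the receptor of thyrotropin-releasing hormone, passed (1.91, adjusted p = 0.0376), with the same count of 1 when adjusted over the list alone; without the 2 displaced arrays *Trhr* differed by 1.31 (adjusted p = 1), and it missed the criteria without Ts1Cje replicate 2 or 3 or disomic replicate 3 (adjusted p = 0.477, 0.0894 and 1, in that order). For the 4 genes of its Notch cluster the lowest adjusted p in any comparison was 0.0906, and for the 18 genes measured of its interferon-related cluster outside the triplicated segment 0.195. The P15 hippocampus holds the displaced disomic array at 1.01 on the axis from hippocampus to cerebellum, and there the hippocampal markers had a median of 1.31 and the cerebellar markers of -2.09; without the 2 displaced arrays the calcium cluster had an adjusted p of 0.00239. The study chose these clusters on the same arrays, so they are not independent evidence of a direction. The calcium cluster's adjusted p was 0.14 without Ts1Cje replicate 2, 0.0741 without disomic replicate 1 and 0.103 without disomic replicate 2 of that age, and 0.073 over all probe sets of its genes.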

An initial analysis of the 317 DEGs revealed 7 significant functional clusters that were associated with interferon-related signaling pathways (23 DEGs, 6 ontologies), innate immune pathways (9 DEGs, 4 ontologies), Notch signaling pathway (4 DEGs, 1 ontology), neuronal signaling pathways (9 DEGs, 2 ontologies), cancer-related pathways (11 DEGs, 4 ontologies), cardiomyopathy-related pathways (3 DEGs, 2 ontologies) and dynamic regulation of cytoskeleton pathways (7 DEGs, 2 ontologies). The functional clustering analysis was repeated using the lists of DEGs from each brain region regardless of developmental stage and subsequently at each developmental stage. The DEGs found at each developmental stage were found to be significantly enriched for the same pathways identified in the list of 317 DEGs (see Additional file 3). The results of the top-down functional screening approach are illustrated in Figure 3.

**Figure 3:**
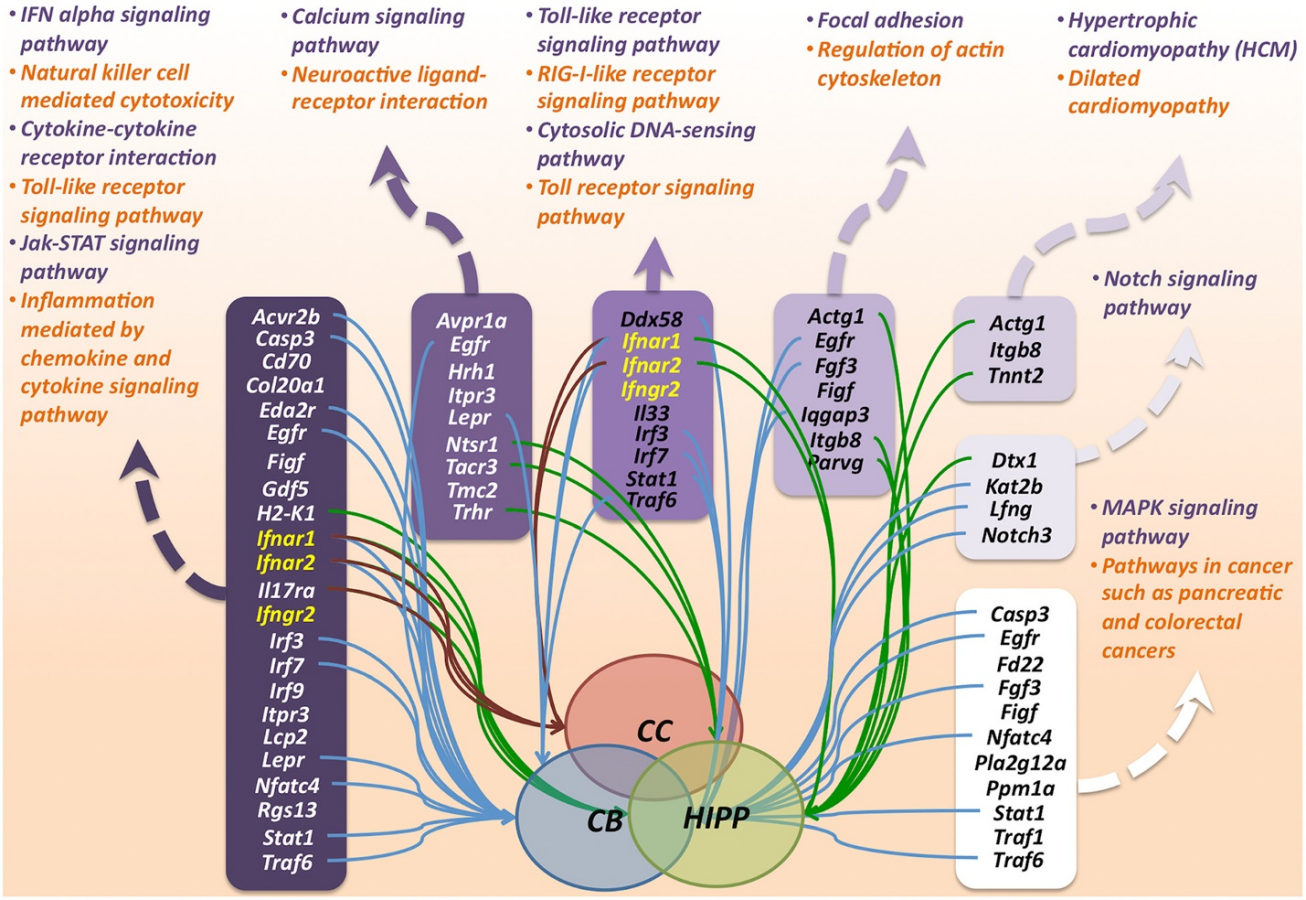
**Summary of functional clustering analysis of 317 DEGs using DAVID tools.** Gene names in yellow denote trisomic genes. Thick dotted lines connect the DEG cluster with their associated functional ontologies whereas the thin solid lines connect DEGs to various brain regions. The colour of the thin solid lines corresponds to the brain regions to which they are connected. CC = Cerebral cortex; CB = Cerebellum; HIPP = Hippocampus.

Based on the analysis involving all 317 DEGs, only 3, namely *Ifnar1*, *Ifnar2* and interferon gamma receptor 2 (*Ifngr2*), from the triplicated MMU16 region were enriched in the functional clusters that were identified (Figure 3). These DEGs were found within two annotation clusters for six interferon-related signaling pathways, including the interferon alpha signaling pathway, natural killer cell mediated cytotoxicity, cytokine-cytokine receptor interaction, toll-like receptor signaling pathway, the Janus kinase (Jak)-signal transducer and activation of transcription (Stat) signaling pathway and the inflammation mediated by chemokine and cytokine signaling pathways. 

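The interferon alpha and beta receptor genes *Ifnar1* and *Ifnar2* were higher in Ts1Cje mice in every region when the 4 ages were averaged. *Ifnar2* was 2.17-fold higher in the cerebral cortex, 2.11-fold in the cerebellum and 2.17-fold in the hippocampus at its brightest probe set (standard error of 0.137 on the log2 scale, n = 12 mice against 12), and its 2 dimmer probe sets passed in the hippocampus (1.37-fold and 1.88-fold). *Ifnar1* was 2.15-fold, 1.94-fold and 1.65-fold higher in the same order (adjusted p = 1.53e-06, 2.58e-05 and 0.0045 by limma). *Ifngr2*, a chain of the interferon gamma receptor, stood at 2.12 to 2.96 over the means of the groups (log2) at the probe set of Table 2, below the arrays' median of 3.20 to 3.37 and not shown to be above background, so that no size or direction is given; its average met the criteria in the cerebral cortex (adjusted p = 0.0373) and not in the cerebellum or hippocampus (adjusted p = 0.653 and 0.272). The call of *Ifngr2* was lost without any 1 of the 6 replicate numbers (adjusted p = 0.0584 to 0.469). In the hippocampus the call of *Ifnar1* was lost without Ts1Cje replicate 1 or disomic replicate 1 (adjusted p = 0.0586 and 0.134, in that order), and the calls of the dimmer probe sets of *Ifnar2* were lost without Ts1Cje replicate 2 (adjusted p = 0.0527) and without Ts1Cje replicate 3 (adjusted p = 0.0791).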

Interestingly, these DEGs are surface interferon receptors and were also found to be enriched for the same functional clusters in all regions of the brain assessed regardless of developmental stage. This suggests that trisomy of *Ifnar1*, *Ifnar2* and *Ifngr2* is crucial in causing dysregulation of interferon-related pathways, which may in turn contribute to the developmental and functional deficits in the Ts1Cje brain. Disomic DEGs that were clustered with the 3 interferon receptors include activin receptor IIB (*Acvr2b*), caspase 3 (*Casp3*), collagen, type XX, alpha 1 (*Col20a1*), ectodysplasin A2 isoform receptor (*Eda2r*), epidermal growth factor receptor (*Egfr*), c-fos induced growth factor (*Figf*), growth differentiation factor 5 (*Gdf5*), histocompatibility 2, K1, K region (*H2-K1*), interleukin 17 receptor A (*Il17ra*), interferon regulatory factor 3 (*Irf3*), interferon regulatory factor 7 (*Irf7*), inositol 1,4,5-triphosphate receptor 3 (*Itpr3*), lymphocyte cytosolic protein 2 (*Lcp2*), leptin receptor (*Lepr*), nuclear factor of activated T-cells, cytoplasmic, calcineurin-dependent 4 (*Nfatc4*), regulator of G-protein signaling 13 (*Rgs13*), signal transducer and activator of transcription 1 (*Stat1*) and Tnf receptor-associated factor 6 (*Traf6*). 

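Of the disomic genes of this cluster, 4 met the DEG criteria in a comparison, among them *Irf9*, which Table S3 lists with them, in the P84 cerebellum. *H2-K1*, a class I histocompatibility antigen that presents peptides to T cells, was higher in the P84 hippocampus by 1.16 (log2, adjusted p = 0.0201), in the P84 cerebellum by 1.15 (adjusted p = 0.0192) and, averaged over the ages, by 0.55 in the cerebellum and 0.52 in the hippocampus. *Figf* (*Vegfd*), a growth factor of lymphatic vessels, was higher by 1.46 in the P15 hippocampus (adjusted p = 0.00639), and *Rgs13*, a regulator of G-protein signaling, by 0.93 in the P1 cerebellum (adjusted p = 0.0119). *Acvr2b*, an activin receptor, differed by -0.66 in the P84 cerebellum and did not pass (adjusted p = 0.475), but passed there without all 5 doubted arrays (-0.66, adjusted p = 0.0343) and with array quality weights (-0.65, adjusted p = 0.0323), settings added after the data had been seen. Without the 2 displaced arrays the adjusted p of *Figf* was 0.141, and without the 3 dim arrays that of *Rgs13* was 0.16 at a difference of 0.88. *Figf* missed the criteria without Ts1Cje replicate 2 or disomic replicate 3 (adjusted p = 0.424 and 0.261, in that order), and *Rgs13* without Ts1Cje replicate 1 or disomic replicate 1 or 3 (adjusted p = 0.0617, 0.0309 and 0.199, in that order). *H2-K1* missed them in the P84 hippocampus without Ts1Cje replicate 2 or 3 or disomic replicate 2 or 3 (adjusted p = 0.313, 0.468, 0.176 and 0.205, in that order), in the P84 cerebellum without Ts1Cje replicate 2 or 3 or disomic replicate 1, 2 or 3 (adjusted p = 0.298, 0.139, 0.176, 0.102 and 0.0754, in that order), in the average of the cerebellum without Ts1Cje replicate 2 or 3 or disomic replicate 1 or 3 (adjusted p = 0.171, 0.106, 0.0709 and 0.153, in that order) and in that of the hippocampus without Ts1Cje replicate 2 or 3 or disomic replicate 1, 2 or 3 (adjusted p = 0.314, 0.799, 0.0916, 0.318 and 0.183, in that order).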

We consider these as important candidates for further analysis to understand the neuropathology of DS. We propose that differential regulation of these disomic genes will lead to a number of further cascades of low-level gene dysregulation within the Ts1Cje brain. For example, we found *Egfr* to be interconnected in various dysregulated molecular pathways represented by different functional clusters including the calcium signaling pathway, neuroactive ligand-receptor interaction and the MAPK signaling pathway, as well as pathways in cancers such as pancreatic and colorectal cancers, which involve focal adhesion and regulation of actin cytoskeleton (Figure 3).

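*Egfr*, the receptor of epidermal growth factor, did not meet the DEG criteria in any comparison or region average at any of its 7 probe sets. At the brightest of them the log2 differences over the 12 comparisons lay between -0.36 and 0.41, and the averages over the ages were 0.00 in the cerebral cortex, 0.01 in the cerebellum and -0.13 in the hippocampus. In the P1 cerebellum *Egfr* stood at 4.46 ± 0.125 against 4.75 ± 0.789 there (SD, n = 3 mice each), a difference of -0.28 (adjusted p = 0.593 by limma). With array quality weights, a setting added after the data had been seen, it passed (-0.998, adjusted p = 0.000479). At the probe set that Table S2 lists it stood at 2.81 ± 0.206 against 2.78 ± 0.615, below the median of 3.20 to 3.37 over the probe sets of an array, a difference of 0.03 (adjusted p = 0.941) that was -0.32 without the 3 dim arrays (adjusted p = 0.821). Another probe set gave 0.89 there (adjusted p = 0.0966) and passed without disomic replicate 1 (1.29, adjusted p = 0.00706) or disomic replicate 2 (1.28, adjusted p = 0.00267).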

We were also interested to elucidate all potential molecular pathways represented by the 18 DEGs that were common to all brain regions analysed throughout development (*Atp5o, Brwd1, Chaf1b, Cryzl1, Dnah11, Donson*, *Dopey2, Erdr1, Ifnar1, Ifnar2, Itgb8, Itsn1, Morc3, Mrps6, Pigp, Psmg1, Tmem50b and Ttc3*). Functional clustering analysis of these genes showed that interferon-related pathways were enriched, which was mainly attributed to the presence of *Ifnar1* and *Ifnar2*. 

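Genes that interferons induce were higher in the adult Ts1Cje cerebellum. The mean of 62 interferon-stimulated genes was 4.37 ± 0.221 (log2, SD) in 3 Ts1Cje mice and 3.78 ± 0.0481 in 3 disomic mice at P84, and every Ts1Cje array lay above every disomic array (exact permutation test, two-sided p = 0.1, the smallest possible). Of the 62 genes, 15 rose over all genes tested and 17 when adjusted over the list alone, and none fell. *Ifit3*, an antiviral RNA-binding protein, was 3.93-fold higher (7.28 ± 1.08 against 5.31 ± 0.182, SD, n = 3 each; adjusted p = 2.56e-05), and *Irf9*, the DNA-binding part of the complex through which interferon alpha and beta act on genes, 2.82-fold (adjusted p = 9.66e-05). *Gbp6*, an interferon-induced GTPase, was 4.62-fold higher at its more changed probe set (adjusted p = 6.59e-07), where its disomic level lay below the arrays' median. Over the list, camera gave an adjusted p of 3.91e-71 in the P84 cerebellum (adjusted p = 4.78e-12 with an estimated correlation), and the mean difference of 0.59 lay between 0.49 and 0.71 without 1 of the Ts1Cje arrays. The list's mean difference was 0.25 in the P84 cerebral cortex (camera, adjusted p = 3.58e-06; adjusted p = 0.0481 with an estimated correlation) and 0.22 in the P84 hippocampus (adjusted p = 3.66e-05; adjusted p = 0.0932 with an estimated correlation), and at the probe set that stands for each gene 0 members passed in either region over all genes tested, while *H2-K1* passed in the hippocampus at another probe set. In the P84 cerebral cortex the list's mean was 3.77, 3.78 and 3.61 on the arrays of disomic replicates 1, 2 and 3, the last of which is dim, and the list had an adjusted p of 1.93e-07 without the 3 dim arrays. There the mean of the microglial and macrophage genes was 5.82 to 5.85 on the Ts1Cje arrays and 5.62 to 5.77 on the disomic arrays (by camera, adjusted p = 0.915), and the median of an array 3.25 to 3.27 and 3.23 to 3.24 (exact permutation test, two-sided p = 0.1, the smallest possible). In the P84 hippocampus the 3 prime minus 5 prime difference of *Gapdh*, a sign of RNA quality, was -0.198 to -0.157 on the Ts1Cje arrays and -0.111, 0.701 and 0.0178 on those of disomic replicates 1, 2 and 3 (exact permutation test, two-sided p = 0.1, the smallest possible). The list had an adjusted p of 0.000165 there without disomic replicate 2 and, disomic replicate 3 being dim, one of 9.29e-05 without the 3 dim arrays. The mean of the microglial and macrophage genes there was 6.001, 5.747 and 6.047 on the arrays of Ts1Cje replicates 1, 2 and 3. It was 5.753, 5.737 and 5.540 on those of disomic replicates 1, 2 and 3, which leaves more of these cells in the Ts1Cje hippocampus open. At P30 the list was higher, with an adjusted p of 0.000998 in the cerebral cortex, 0.0232 in the cerebellum and 0.00894 in the hippocampus, and with an estimated correlation the adjusted p was 0.236, 0.517 and 0.396; in the P1 cerebellum the list was lower (adjusted p = 0.00305; adjusted p = 0.298 with an estimated correlation). Without 1 of Ts1Cje replicate 2, disomic replicate 1 or disomic replicate 3, the P30 list had an adjusted p of 0.202, 0.0784 and 0.152 in the cerebellum and of 0.31, 0.312 and 0.117 in the hippocampus, and among genes with a mean of at least 5 the list had one of 0.379 in the P84 cerebral cortex, 0.0703 in the P30 hippocampus and 0.631 in the P1 cerebellum. The 18 microglial and macrophage genes had a median difference of 0.20 in the P84 cerebellum (adjusted p = 0.0228; adjusted p = 0.804 with an estimated correlation) with no member past the criteria, and an adjusted p of 0.103 without Ts1Cje replicate 2, 0.263 without Ts1Cje replicate 3 and 0.0611 without disomic replicate 1. Of the genes called at any age in the cerebellum, 17 were on the interferon list (Fisher's exact test, one-sided, p = 5.3e-19); with only genes of a mean of at least 5 there was 1 (Fisher's exact test, p = 0.0998), and in the cerebral cortex there were 0 (p = 1 by the same exact test). Only 9 of the 62 genes have a mean of at least 5, so that the list's difference of 0.59 rests mostly on dimmer genes. In the hippocampus 1 of the 48 called genes was on the list (Fisher's exact test, p = 0.151). There it was 2 without the 2 displaced P15 arrays (p = 0.0107 by the same exact test) and 2 without all 5 doubted arrays (p = 0.0225). Both of these settings were added after the data had been seen. The list was written after Table S2 had been read, so its overlap with these calls is not independent evidence. The same holds for its camera tests, its counts of members that rose and its means per array. The paper reasons from the clusters in which *Ifnar1*, *Ifnar2* and *Ifngr2* take part (Figure 3), and from its functional analyses combined proposes a dysregulation of interferon-related pathways across the Ts1Cje brain.

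**Figure D3:**
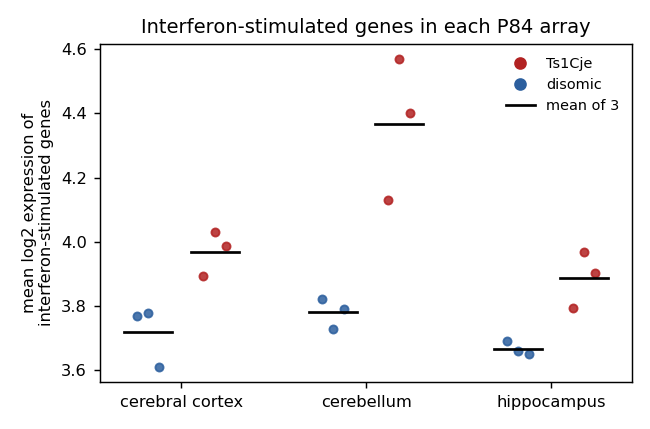
Mean log2 expression of the 62 interferon-stimulated genes in each P84 array, by region and genotype, each point 1 mouse and each line the mean of 3. In the cerebellum the Ts1Cje mice lie at 4.13, 4.40 and 4.57 and the disomic mice at 3.73 to 3.82.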

Combining our functional analyses, our data suggest that interferon-related pathways are globally dysregulated and therefore important in causing neurological deficits within the Ts1Cje mouse brain.

### RT-qPCR validation of selected DEGs

RT-qPCR was used to validate the DEGs identified in the microarray comparisons. We focused on validating DEGs that were located within the triplicated MMU16 region, which were common to all brain regions analysed and those that were involved in interferon-related pathways. Twenty five genes (actin, gamma, cytoplasmic 1, (*Actg1*); *Atp5o*; *Brwd1*; *Cbr1*; *Donson*; *Dopey2*; *Erdr1*; high mobility group nucleosomal binding domain 1, (*Hmgn1*); *Ifnar1*; *Ifnar2*; *Ifngr2*; *Itgb8*; *Itsn1*; potassium inwardly-rectifying channel, subfamily J, member 6, (*Kcnj6*); *Morc3*; *Mrps6*; PAX3 and PAX7 binding protein 1, (*Paxbp1*); small integral membrane protein 11*, (Smim11)*; *Sod1*; Son cell proliferation protein, *(Son)*; *Stat1;* Thymus, brain and testes associated, *(Tbata)*; *Tmem50b*; *Ttc3* and tryptophan rich basic protei*n,* (*Wrb*)) were analysed by RT-qPCR using the same RNA that was used for the microarray analyses, which consisted of triplicate samples from Ts1Cje and disomic cerebral cortex tissues (Figure 4), cerebellum (Figure 5) and hippocampus (Figure 6) from the 4 postnatal stages (P1.5, P15, P30 and P84). The expression profile of a gene was considered to be validated when both microarray and RT-qPCR data showed a consistent directional change with fold differences ≥ 1.50 or ≤ 0.67. The microarray data include many genes that are represented by multiple probe-sets. For this analysis, only probe-sets that were considered to be statistically significant for each DEG were included. Eight of the selected DEGs were validated at various development time points in the cerebral cortex (*Brwd1*, *Donson*, *Erdr1*, *Ifnar1*, *Itgb8*, *Itsn1*, *Mrps6* and *Tmem50b*), 18 DEGs were validated in the cerebellum (*Atp5o*, *Brwd1*, *Donson*, *Dopey2*, *Erdr1*, *Hmgn1*, *Ifnar1*, *Ifnar2*, *Ifngr2*, *Itgb8*, *Itsn1*, *Mrps6*, *Paxbp1*, *Son*, *Stat1*, *Tbata, Tmem50b* and *Wrb*) and 11 DEGs were validated in the hippocampus (*Atp5o*, *Brwd1*, *Cbr1*, *Donson*, *Erdr1*, *Itgb8*, *Itsn1*, *Morc3*, *Son*, *Tmem50b* and *Wrb*). 

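The arrays and the paper's RT-qPCR moved the same way for most genes. Of the 228 entries of Table 3 that could be set beside the arrays, 1 for each gene, region and age, 211 had the same direction and 73 passed 1.5-fold in both. In the cerebral cortex 54 of 56 entries had the same direction and 23 passed in both, in the cerebellum 89 of 96 and 31, and in the hippocampus 68 of 76 and 19. At each age 11 of 14 entries were of triplicated genes in the cerebral cortex, 19 of 24 in the cerebellum and 16 of 19 in the hippocampus. An extra gene copy would raise these in both assays, and the RT-qPCR used the RNA of the arrays. The match in direction is therefore not independent evidence. The median log2 difference on the arrays was 0.69, and the median of the paper's RT-qPCR values was 0.45. The array values are of the probe sets in Table 3, where the paper kept only those significant in its array analysis. A higher median on the arrays can therefore not be told apart from this choice of probe sets. Among triplicated genes the array median lay above the median of the paper's RT-qPCR values in all 12 comparisons, the least in the P1 cerebral cortex and P15 cerebral cortex (0.77 against 0.70 in the P1 cerebral cortex, and 0.64 against 0.57 in the P15 cerebral cortex) and the most in the P15 hippocampus (0.60 against 0.20). Across the entries Pearson's r was 0.842 (permutation p = 1e-05, the smallest that 100000 draws can give; adjusted p = 4e-05 in a family of 20 relations) and Spearman's rho 0.39 (permutation p = 1e-05; adjusted p = 0.000133). Without the 2 entries farthest from the median r was 0.758, and without *Erdr1*, whose differences were far larger than the rest, r was 0.641 and rho 0.313 over 216 entries. By region, r was 0.86, 0.807 and 0.871 in the cerebral cortex, cerebellum and hippocampus, and rho 0.274, 0.351 and 0.5 (adjusted p of rho 0.0824, 0.00205 and 0.000133). Within the 12 comparisons, of 14 to 24 entries each, r lay between 0.297 (P1 cerebellum, adjusted p = 0.159 by permutation) and 0.988 (P30 hippocampus), and rho between -0.055 (P1 cerebral cortex) and 0.709 (P15 hippocampus), with an adjusted p of at most 0.05 for r in 10 of them and for rho in 4, the P84 cerebellum, P15 hippocampus, P30 hippocampus and P84 hippocampus. Without the 2 entries farthest from the median of each comparison r lay between -0.377 and 0.721 (P30 hippocampus) and was below 0 in the P1 cerebral cortex, P15 cerebral cortex, P30 cerebral cortex, P30 cerebellum and P1 hippocampus, where the relation rested on those entries. Entries share genes and mice and are not independent replicates.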

Detailed expression profiles for all 25 DEGs are summarized in Table 3.

**Figure 4:**
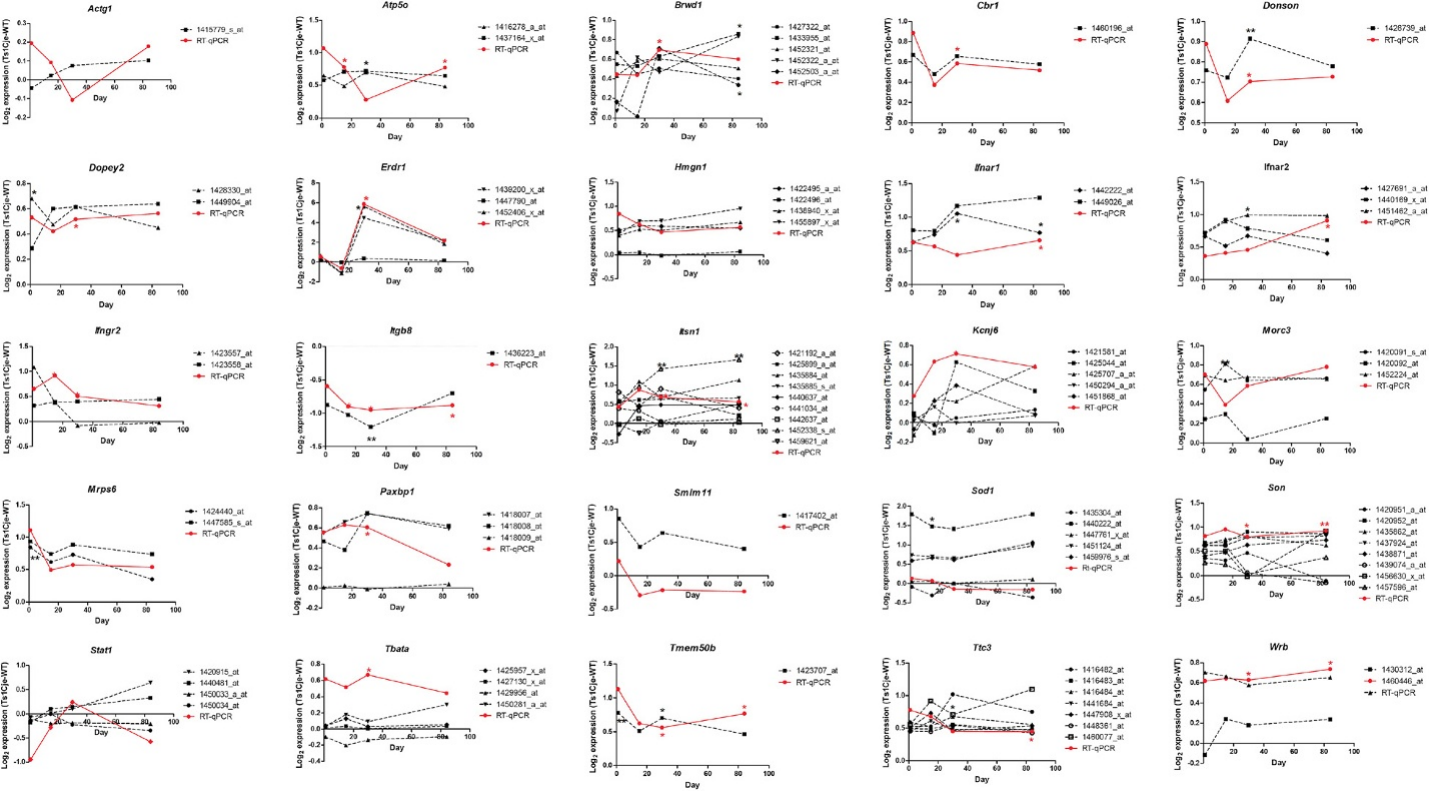
**RT-qPCR validation of selected DEGs in the cerebral cortex.** Red lines or asterisks denote RT-qPCR data whereas black lines or asterisks denote microarray data. *p < 0.05, **p < 0.01 and ***p < 0.001 based on Empirical Bayes t-statistic test.

**Figure 5:**
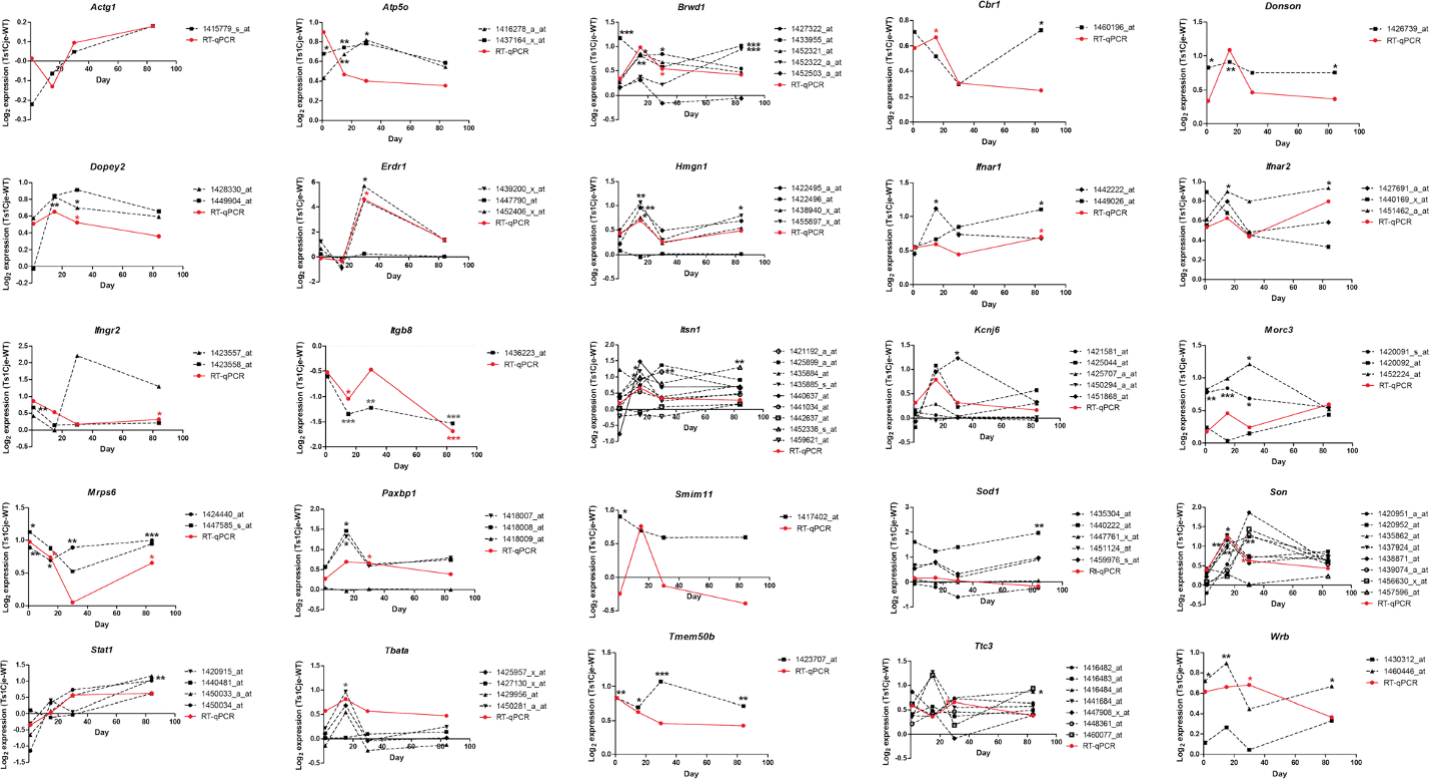
**RT-qPCR validation of selected DEGs in the cerebellum.** Red lines or asterisks denote RT-qPCR data whereas black lines or asterisks denote microarray data. *p < 0.05, **p < 0.01 and ***p < 0.001 based on Empirical Bayes t-statistic test

**Figure 6:**
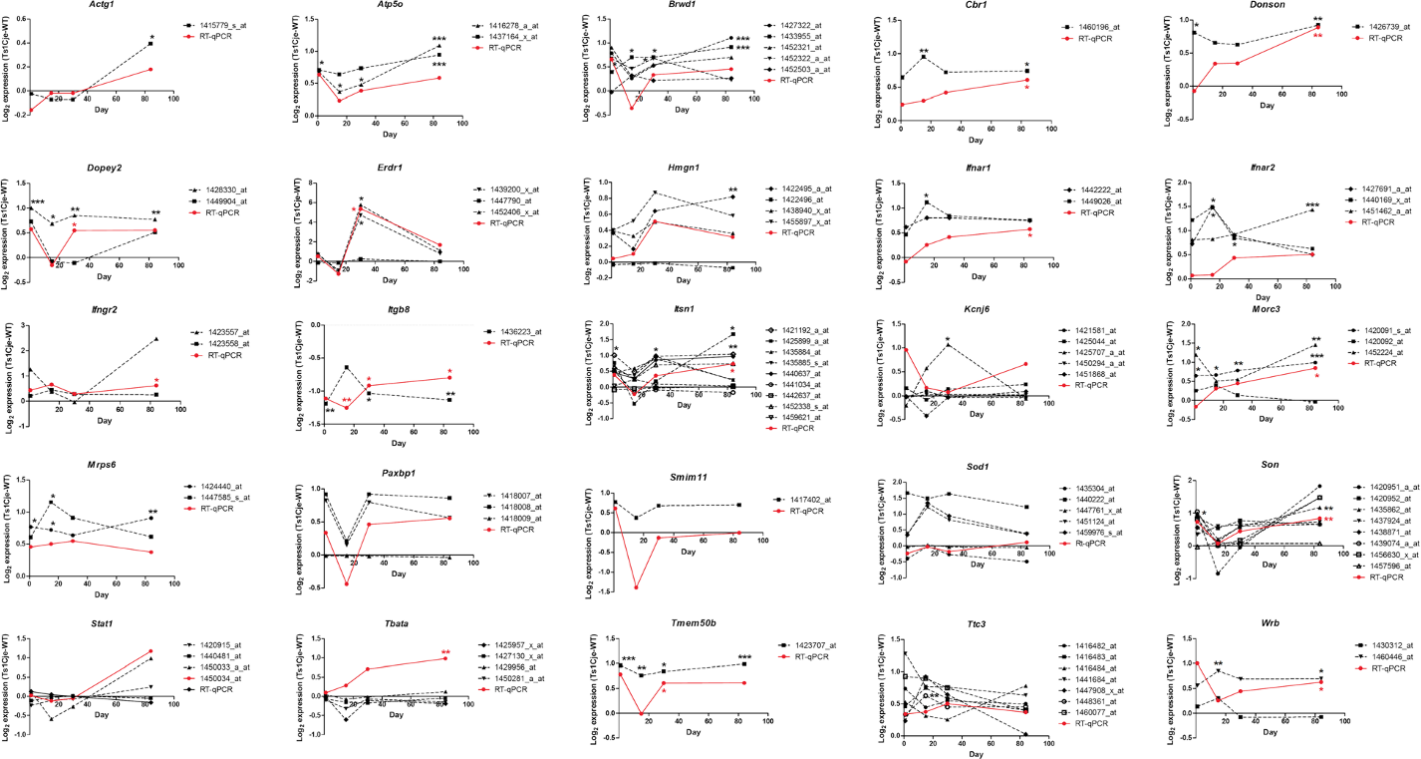
**RT-qPCR validation of selected DEGs in the hippocampus.** Red lines or asterisks denote RT-qPCR data whereas black lines or asterisks denote microarray data. *p < 0.05, **p < 0.01 and ***p < 0.001 based on Empirical Bayes t-statistic test.

**Table 3:** **Summary of spatiotemporal RT-qPCR validations of 25 selected DEGs**

Official symbol	Full gene name (ID)	Probe set ID	Log _2_ expression of Ts1Cje normalized against disomic littermates							
			Microarray analysis				RT-qPCR analysis			
			P1	P15	P30	P84	P1	P15	P30	P84
**Cerebral Cortex**										
*Atp5o*	ATP synthase, H+ transporting, mitochondrial F1 complex, O subunit	1437164_x_at	0.58	0.71	0.72*	0.64	1.07	0.78*	0.28	0.77*
*Brwd1*	Bromodomain and WD repeat domain containing 1	1433955_at	0.55	0.53	0.63	0.86*	0.44	0.44	0.70*	0.6
		1452322_a_at	0.07	0.62	0.47	0.83*				
*Donson*	Downstream neighbor of SON	1426739_at	0.76	0.72	0.91**	0.78	0.89	0.61	0.70*	0.73
*Dopey2*	Dopey family member 2	1428330_at	0.68*	0.47	0.61	0.45	0.53	0.42	0.52*	0.56
*Erdr1*	Erythroid differentiation regulator 1	1452406_x_at	0.61	-1.14	5.61*	1.82	0.54	-0.64	5.85*	2.16
*Ifnar1*	Interferon (alpha and beta) receptor 1	1449026_at	0.8	0.8	1.17*	1.29*	0.63	0.57	0.44	0.66*
*Ifnar2*	Interferon (alpha and beta) receptor 2	1451462_a_at	0.7	0.9	0.99*	0.98	0.36	0.41	0.45	0.91*
*Itgb8*	Integrin beta 8	1436223_at	-0.88	-1.02	-1.21**	-0.7	-0.59	-0.90*	-0.95*	-0.88*
*Itsn1*	Intersectin 1 (SH3 domain protein 1A)	1452338_s_at	0.58	0.96	1.42**	1.66**	0.43	0.88	0.69*	0.57*
*Morc3*	Microrchidia 3	1420091_s_at	0.55	0.81**	0.64	0.66	0.7	0.39	0.59	0.78
*Mrps6*	Mitochondrial ribosomal protein S6	1424440_at	0.84**	0.62	0.73	0.35	1.11	0.49	0.57	0.54
*Sod1*	Superoxide dismutase 1, soluble	1440222_at	1.79*	1.47	1.41	1.79	0.13	0.07	-0.15	-0.16
*Tmem50b*	*Transmembrane protein 50B*	1423707_at	0.78**	0.51	0.70*	0.46	1.12	0.62	0.56*	0.77*
*Ttc3*	Tetratricopeptide repeat domain 3	1448361_at	0.45	0.45	0.54*	0.43	0.78	0.68	0.45	0.45*
**Cerebellum**										
*Atp5o*	ATP synthase, H+ transporting, mitochondrial F1 complex, O subunit	1416278_a_at	0.43	0.67**	0.82*	0.54	0.90	0.47	0.40	0.36
		1437164_x_at	0.68*	0.74**	0.78	0.59				
*Brwd1*	Bromodomain and WD repeat domain containing 1	1427322_at	0.32	0.81*	0.84*	0.54	0.33	0.98	0.54*	0.42
		1433955_at	1.17***	0.81**	0.57	1.01***				
		1452322_a_at	0.14	0.37	0.22	0.94***				
*Cbr1*	Carbonyl reductase 1	1460196_at	0.71	0.52	0.30	0.72*	0.58	0.67*	0.31	0.25
*Donson*	Downstream neighbor of SON	1426739_at	0.82*	0.91**	0.75	0.75*	0.34	1.09	0.46	0.37
*Dopey2*	Dopey family member 2	1428330_at	0.58	0.83**	0.70*	0.59	0.50	0.65	0.52*	0.36
*Erdr1*	Erythroid differentiation regulator 1	1452406_x_at	0.67	-0.73	5.69*	1.34	-0.11	-0.31	4.63*	1.36
*Hmgn1*	High mobility group nucleosomal binding domain 1	1422495_a_at	0.22	0.96**	0.49	0.68*	0.43	0.69	0.26	0.48
		1438940_x_at	0.40	0.76*	0.24	0.54				
		1455897_x_at	0.49	1.07**	0.30	0.80				
*Ifnar1*	Interferon (alpha and beta) receptor 1	1442222_at	0.45	1.12*	0.73	0.68	0.55	0.60	0.44	0.70*
		1449026_at	0.55	0.67	0.85	1.10*				
*Ifnar2*	Interferon (alpha and beta) receptor 2	1451462_a_at	0.61	0.90*	0.80	0.93*	0.53	0.62	0.44	0.80
*Ifngr2*	Interferon gamma receptor 2	1423558_at	0.67**	0.14	0.17	0.21	0.86	0.53	0.17	0.32*
*Itgb8*	Integrin beta 8	1436223_at	-0.61	-1.35***	-1.22**	-1.54***	-0.52	-1.05*	-0.47	-1.69***
*Itsn1*	Intersectin 1 (SH3 domain protein 1A)	1421192_a_at	0.03	0.94*	1.16**	0.66	0.19	0.65	0.34	0.29
		1435885_s_at	0.46	1.18*	0.25	0.50				
		1452338_s_at	0.44	0.99	0.80	1.30**				
*Kcnj6*	Potassium inwardly-rectifying channel, subfamily J, member 6	1451868_at	-0.07	0.95	1.23*	0.33	0.31	0.79	0.32	0.16
*Morc3*	Microrchidia 3	1420091_s_at	0.78**	0.84***	0.69*	0.55	0.17	0.46	0.24	0.59
		1452224_at	0.82	0.99	1.21*	0.52				
*Mrps6*	Mitochondrial ribosomal protein S6	1424440_at	0.89**	0.70*	0.89**	1.00***	0.97	0.74*	0.05	0.66*
		1447585_s_at	1.13*	0.88	0.53	0.94				
*Paxbp1*	PAX3 and PAX7 binding protein 1	1418007_at	0.55	1.32*	0.59	0.80	0.27	0.69	0.66*	0.38
		1418008_at	0.56	1.45*	0.63	0.75				
*Smim11*	Small integral membrane protein 11	1417402_at	0.90*	0.69	0.59	0.59	-0.24	0.76	-0.13	-0.39
*Sod1*	Superoxide dismutase 1, soluble	1440222_at	1.60	1.24	1.40	1.96**	0.15	0.17	0.06	-0.17
*Son*	Son cell proliferation protein	1420952_at	0.36	1.28*	0.71	0.87	0.39	1.23	0.63*	0.44
		1435862_at	0.35	1.04**	1.24**	0.78				
		1437924_at	0.28	0.96**	0.75	0.67				
*Stat1*	Signal transducer and activator of transcription 1	1420915_at	-0.30	0.40	0.06	1.03**	-0.34	0.03	0.57	0.62
*Tbata*	Thymus, brain and testes associated	1450281_a_at	0.22	0.97*	-0.03	0.25	0.57	0.81*	0.57	0.47
*Tmem50b*	Transmembrane protein 50B	1423707_at	0.83**	0.69*	1.07***	0.71**	0.83	0.62	0.46	0.42
*Ttc3*	Tetratricopeptide repeat domain 3	1416484_at	0.60	0.39	0.74	0.87*	0.59	0.36	0.66*	0.38
*Wrb*	Tryptophan rich basic protein	1460446_at	0.72*	0.90**	0.45	0.67*	0.61	0.66	0.68*	0.37
**Hippocampus**										
*Actg1*	Actin, gamma, cytoplasmic 1	1415779_s_at	-0.02	-0.07	-0.07	0.39*	-0.16	-0.02	-0.02	0.18
*Atp5o*	ATP synthase, H+ transporting, mitochondrial F1 complex, O subunit	1416278_a_at	0.68	0.37	0.48	1.09***	0.64	0.23	0.39	0.59
		1437164_x_at	0.71*	0.64*	0.74*	0.94***				
*Brwd1*	Bromodomain and WD repeat domain containing 1	1427322_at	0.78	0.26	0.52	1.11***	0.66	-0.36	0.33	0.45
		1433955_at	0.39	0.70*	0.70*	0.91***				
		1452322_a_at	0.67*	0.46	0.68*	0.22				
*Cbr1*	Carbonyl reductase 1	1460196_at	0.64	0.95**	0.72	0.74*	0.24	0.30	0.42	0.61*
*Donson*	Downstream neighbor of SON	1426739_at	0.81*	0.65	0.63	0.92**	-0.08	0.34	0.34	0.89**
*Dopey2*	Dopey family member 2	1428330_at	1.00***	0.68*	0.85**	0.77**	0.57	-0.16	0.55*	0.55
*Erdr1*	Erythroid differentiation regulator 1	1439200_x_at	0.68	-0.94	4.72*	0.80	0.51	-1.27	5.36*	1.68
		1452406_x_at	0.80	-1.12	5.77*	1.10				
*Hmgn1*	High mobility group nucleosomal binding domain 1	1422495_a_at	0.36	0.16	0.64	0.82**	0.04	0.10	0.51	0.31
*Ifnar1*	Interferon (alpha and beta) receptor 1	1449026_at	0.46	1.12*	0.84	0.75	-0.08	0.25	0.41	0.57*
*Ifnar2*	Interferon (alpha and beta) receptor 2	1427691_a_at	0.73	1.49*	0.91	0.50	0.07	0.08	0.43	0.50
		1440169_x_at	1.22	1.49*	0.84	0.62				
		1451462_a_at	0.81	0.83	0.92*	1.43***				
*Itgb8*	Integrin beta 8	1436223_at	-1.19**	-0.64	-1.04*	-1.14**	-1.11	-1.26**	-0.92*	-0.80*
*Itsn1*	Intersectin 1 (SH3 domain protein 1A)	1421192_a_at	1.01*	0.48	0.97*	1.04**	0.38	-0.23	0.36	0.73*
		1425899_a_at	0.76	-0.54	0.18	1.67*				
*Kcnj6*	Potassium inwardly-rectifying channel, subfamily J, member 6	1425707_a_at	-0.21	0.57	1.07*	-0.06	0.96	0.17	0.07	0.66
*Morc3*	Microrchidia 3	1420091_s_at	0.64*	0.66*	0.78**	0.99***	-0.16	0.31	0.45	0.85*
		1452224_at	1.20*	0.51	0.55	1.45**				
*Mrps6*	Mitochondrial ribosomal protein S6	1424440_at	0.77*	0.72*	0.64	0.91**	0.46	0.50	0.55	0.38
		1447585_s_at	0.61	1.15*	0.91	0.61				
*Son*	Son cell proliferation protein	1435862_at	0.99*	0.20	0.58	1.17**	0.73	0.07	0.44	0.84**
*Tmem50b*	Transmembrane protein 50B	1423707_at	0.96***	0.76**	0.84*	0.99***	0.78	-0.01	0.61*	0.61
*Ttc3*	Tetratricopeptide repeat domain 3	1448361_at	0.33	0.63**	0.45	0.46	0.34	0.37	0.50	0.37
*Wrb*	Tryptophan rich basic protein	1460446_at	0.56	0.85**	0.69	0.70*	1.00	0.26	0.44	0.63*

All selected DEGs are trisomic genes located on chromosome 16 except for *Erdr1* (a disomic gene located on chromosome X), *Itgb8* (a monosomic gene located on chromosome 12), *Sod1* (a trisomic gene located on chromosome 16, although one of the copies is non-functional due to truncation), and *Stat1* (a disomic gene located at chromosome 1).

*p<0.05, **p<0.01 and ***p<0.001 based on Empirical Bayes t-statistic test.

### Western blotting

Both microarray and RT-qPCR analyses demonstrated significant differences in *Ifnar1, Ifnar2* and *Stat1* expression levels in the P84 cerebral cortex and cerebellum. 

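*Ifnar2* was higher in both regions of the adult Ts1Cje brain. At its brightest probe set it stood at 5.88 ± 0.401 against 4.46 ± 0.404 (log2, SD, n = 3 mice each) in the P84 cerebral cortex, a difference of 1.42, and at 6.31 ± 0.0561 against 4.96 ± 0.0915 in the P84 cerebellum, a difference of 1.36 (adjusted p = 0.0132 by limma). *Ifnar1* stood at 6.62 ± 0.457 against 5.21 ± 0.355 in the P84 cerebral cortex, a difference of 1.41 (adjusted p = 0.029), and its difference of 1.07 in the P84 cerebellum did not pass (adjusted p = 0.272). Without the 3 dim arrays the differences in the cerebral cortex were 1.19 for *Ifnar2* and 1.21 for *Ifnar1*, and both had an adjusted p of 0.195. There *Ifnar2* missed the criteria without Ts1Cje replicate 1 or 2 or disomic replicate 3 (adjusted p = 0.0567, 0.212 and 0.554, in that order), and *Ifnar1* without Ts1Cje replicate 2 or 3 or disomic replicate 1 or 3 (adjusted p = 0.212, 0.469, 0.0613 and 0.816, in that order). In the cerebellum *Ifnar2* missed them without Ts1Cje replicate 2 or 3 or disomic replicate 2 or 3 (adjusted p = 0.056, 0.0977, 0.102 and 0.0955, in that order).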

To evaluate the effect of mRNA levels on protein synthesis, we measured the expression level of these proteins in the cerebral cortex and cerebellum lysates prepared from P84 Ts1Cje and wild type mice (Figure 7). Based on the pixelation analysis of the bands, Ifnar1 and Stat1 were found to be significantly (*p* ≤ 0.05) over-expressed in the Ts1Cje cerebellum as compared to wild type with 2.69- and 4.93-fold increases, respectively. In Ts1Cje cerebral cortices, we observed 1.55- and 1.73-fold upregulation of Ifnar1 and Ifnar2 expression, respectively, when compared to wild type. However, none of them were statistically significant based on pixelation analysis (see Additional file 4).

**Figure 7:**
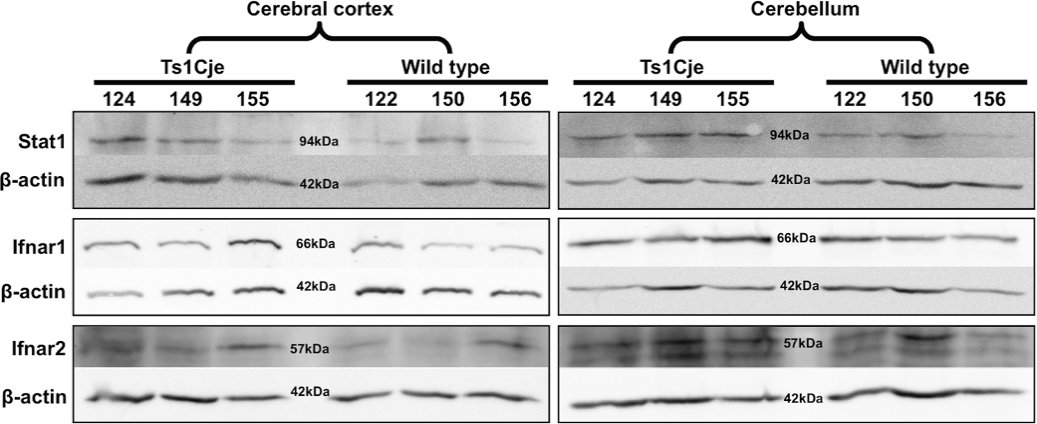
**Western blotting analysis of Ifnar1 (66 kDa), Ifnar2 (55 kDa) and Stat1 (91 kDa) in the cerebral cortex and cerebellum of adult (P84) Ts1Cje and wild type littermates.** Each band represents each Ts1Cje or wild type mouse in the respective brain region.

## Discussion

This study aimed to identify disruptions in molecular pathways caused by the partial trisomy of mouse chromosome 16 (MMU16) harbored by Ts1Cje mice, which results in neuropathology similar to that observed in people with DS. We provide the most comprehensive molecular expression catalogue for the Ts1Cje developing postnatal brain to date. Previous studies have focused on single brain regions or the whole brain at limited developmental stages [23, 29, 31–34]. We completed a stringent microarray analysis throughout postnatal development (P1.5, P15, P30 and P84) of the cerebral cortex, cerebellum and hippocampus of Ts1Cje versus disomic littermates. 

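Counted by probe set, over all probe sets of the expressed triplicated genes, between 38 of 72 (P15 hippocampus) and 56 of 72 (P84 cerebral cortex) exceeded a log2 difference of 0.58 in Ts1Cje mice. The median over these probe sets lay between 0.62 in the P15 hippocampus and 0.83 in the P1 cerebellum over the 12 comparisons. The P84 cerebral cortex and P1 cerebellum each hold a dim disomic array, and these probe-set values were not made without it.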

The majority of the trisomic probe-sets have a 0.5-fold increase in expression in Ts1Cje mice as compared to disomic controls. Our data are in agreement with previously reported microarray analysis involving Ts1Cje and disomic littermate control primary neural stem and progenitor cells [29] and Ts1Cje P0 mouse whole brains [33] or the cerebellum [32], which demonstrated a dosage-dependent over-expression of genes on the triplicated segment of MMU16.

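Triplicated genes that met the DEG criteria in the cerebral cortex, cerebellum and hippocampus numbered 1, 26 and 4 at P1, 0, 10 and 9 at P15, 3, 7 and 4 at P30, and 12, 11 and 14 at P84. At P15 the only DEG of the cerebral cortex was *Dnah11*, while outside the segments the cerebellum had 1 higher gene, *Mybpc1*, a myosin-binding protein (2.15), and the hippocampus 10 higher genes and 1 lower, *Insm1*, a transcription factor of new neurons (-1.83). Without all 5 doubted arrays the cerebral cortex, cerebellum and hippocampus had 26, 48 and 17 probe sets at P1, 12, 15 and 11 at P15, 20, 50 and 26 at P30, and 13, 84 and 61 at P84. Without the 2 displaced arrays *Mybpc1* differed by 1.22 (adjusted p = 0.152) and *Insm1* by -1.07 (adjusted p = 1), and *Mybpc1* missed the criteria without Ts1Cje replicate 2 or 3 or disomic replicate 3 (adjusted p = 0.115, 0.371 and 1, in that order) and *Insm1* without Ts1Cje replicate 1, 2 or 3 or disomic replicate 3 (adjusted p = 0.0601, 0.452, 0.0894 and 1, in that order).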

According to the spatial analysis, the number of DEGs identified in the cerebellum and hippocampus was consistently higher than in the cerebral cortex at all time points. It is widely accepted that the cerebral cortex is the most highly developed part of the brain, and is responsible for the majority of information processing and higher cognitive functions, as well as being the most recent addition in evolutionary terms. We hypothesise that the smaller number of DEGs in this region throughout post-natal development represents the higher level of genetic control required for the cerebral cortex to function at a level that allows survival. Further evidence that supports this theory includes a meta-analysis [41] demonstrating that the human cortex has a reproducible genomic aging pattern whilst the cerebellum does not. This reproducibility reflects a higher level of gene expression control in the cortex compared to the cerebellum even through the degenerative process of aging to maintain a certain level of function.

The Ts1Cje mouse model contained a partial monosomy of MMU12 following partial translocation of MMU16 onto this site. An ~2 MB segment of the telomeric end of MMU12 is deleted [23], and consequently seven genes were deleted (*Abcb5, Dnah11, Itgb8, Macc1, Sp4, Sp8,* and *Tmem196*) [42]. 

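*Dnah11*, a heavy chain of the dynein of cilia that lies on the monosomic MMU12 segment, was higher in Ts1Cje mice in each region and at each age. Its mean lay at 8.34 ± 0.336 (P15 cerebral cortex) to 9.77 ± 0.443 (P15 cerebellum) in Ts1Cje mice and at 2.54 ± 0.313 (P15 cerebral cortex) to 3.82 ± 0.444 (P84 cerebellum) in disomic mice (log2, SD, n = 3 mice each). The disomic means lay near the arrays' median of 3.20 to 3.37 and were not shown to be above background, which leaves the size of the difference open. By limma the adjusted p was at most 1.47e-23. It met the criteria in all 12 comparisons, and without each array in turn.

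**Figure D4:**
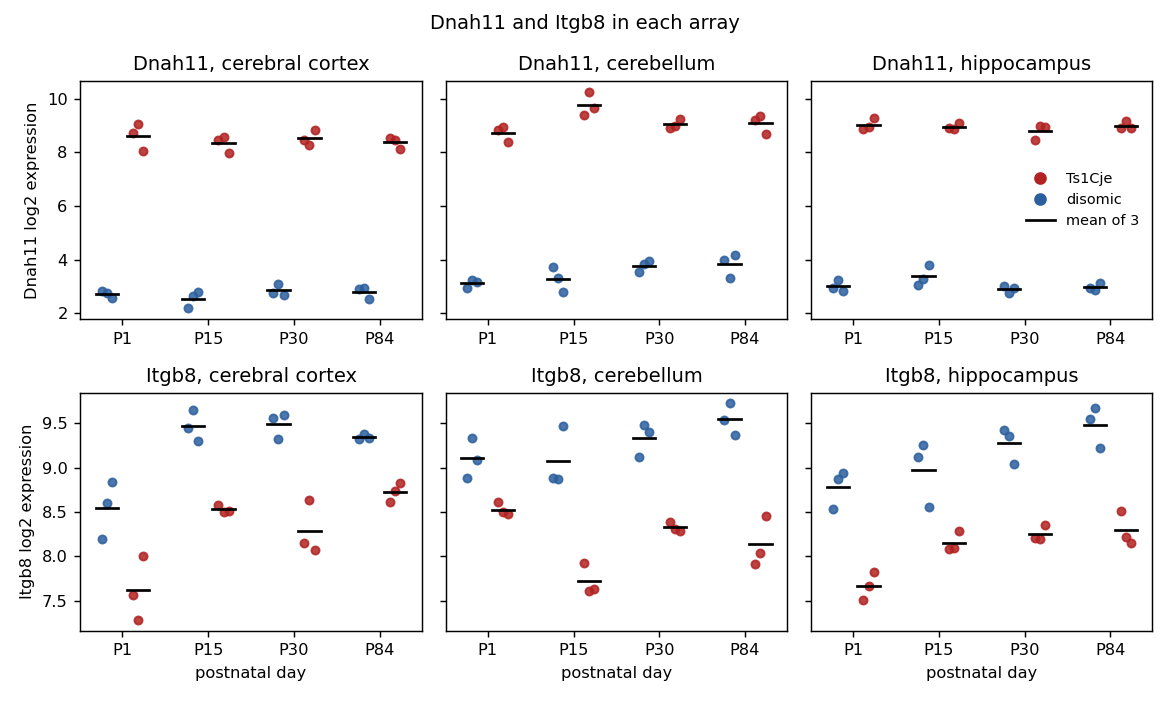
Log2 expression of Dnah11 and Itgb8 in each array, by region, age and genotype, each point 1 mouse and each line the mean of 3. Ts1Cje mice lie above disomic mice for Dnah11 in each of the 12 comparisons.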

Our data showed that dynein axonemal heavy chain 11 (*Dnah11*) is significantly up-regulated in all three brain regions and four postnatal developmental time points with a log_2_ expression ratio that ranged from 5.4 to 7.7. This over-expression of *Dnah11* is consistent with previously reported cerebellum microarray expression results [23] and this over-expression is probably specific to the Ts1Cje mouse model [23, 33] since similar over-expression in DS patients or the Ts65Dn mouse model has not been observed [43–46]. Over-expression of the *Dnah11* gene is likely caused by the position effect of an upstream regulatory element following translocation onto MMU12 in the Ts1Cje genome. In our study, the expression levels of *Sp8* and *Itgb8* are down-regulated (Additional file 2: Table S2) as they are monosomic in Ts1Cje [42]. 

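*Itgb8*, the beta 8 chain of an integrin that activates TGF-beta, was lower in Ts1Cje mice. Averaged over the ages it reached 0.528 of the disomic level in the cerebral cortex, 0.471 in the cerebellum and 0.487 in the hippocampus (standard error of 0.0881 on the log2 scale, n = 12 mice against 12). It met the criteria at 2, 3 and 4 of the 4 ages in these regions, and in the P84 cerebellum it stood at 8.14 ± 0.279 against 9.54 ± 0.178 (SD, n = 3 each). *Sp8*, a transcription factor of the developing telencephalon, was lower in the P1 cerebral cortex, at 3.09 ± 0.275 against 3.98 ± 0.127 (log2, SD, n = 3 each; adjusted p = 0.0132 by limma), the Ts1Cje level lying below the median of 3.20 to 3.37 over the probe sets of an array and not shown to be above background, which leaves the size of the difference open. The averages of *Sp8* over the ages did not pass in any region, and its P1 call was lost without Ts1Cje replicate 2 or disomic replicate 1 or 2 (adjusted p = 0.0928, 0.101 and 0.0674, in that order).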

*Sp8,* trans-acting transcription factor 8, is important for patterning in the developing telencephalon, specification of neuronal populations [47] and also neuromesodermal stem cell maintenance and differentiation via Wnt3a [48]. Meanwhile, *Itgb8,* Intergrin beta 8, is crucial for neurogenesis and neurovascular homeostasis regulation [49]. This down-regulation of *Sp8* and *Itgb8* may affect DS neuropathology features to a certain extent in the Ts1Cje mouse brain. The remaining four monosomic genes in Ts1Cje mice [(ATP-binding cassette, sub-family B (MDR/TAP), member 5, (*Abcb5*); metastasis associated in colon cancer 1, (*Macc1*); trans-acting transcription factor 4, *(Sp4)* and transmembrane protein 196 Mus musculus, (*Tmem196*)] were not found to be dysregulated in our data.

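Among the other monosomic genes, *Tmem196*, which encodes a membrane protein, was lower in Ts1Cje mice when the ages were averaged, by -1.11 (log2, adjusted p = 0.000505) in the cerebral cortex and by -0.84 (adjusted p = 0.0282) in the cerebellum, and its -0.63 in the hippocampus did not pass (adjusted p = 0.374); the cerebellar call was lost without Ts1Cje replicate 1, 2 or 3 or disomic replicate 3 (adjusted p = 0.146, 0.271, 0.0919 and 0.258, in that order). *Sp4*, a transcription factor of neurons, averaged -0.46, -0.87 and -0.92 at 1 probe set and passed in the hippocampus (adjusted p = 0.0354), a call lost without any 1 of the 6 replicate numbers (adjusted p = 0.0696 to 0.228), and at its other probe set -0.19, -0.48 and -0.44, none of which passed. *Macc1* averaged -0.22, -0.05 and 0.13, none of which passed. None of the 3 genes met the criteria at a single age, where *Tmem196* had its largest differences at P30 (-1.63, adjusted p = 0.3) and P15 (-1.60, adjusted p = 0.487) in the cerebral cortex; without the 2 displaced P15 arrays, which are of other regions, the adjusted p was 0.00276 and 0.00548. Over the 6 monosomic genes measured, *Dnah11* included, camera gave an adjusted p of 0.0157 for a lower expression in the average of the cerebral cortex (adjusted p = 0.0501 with an estimated correlation), where the median was -0.37 and the mean 0.46, and an adjusted p of 0.144 without Ts1Cje replicate 1, 0.0576 without Ts1Cje replicate 2 and 0.15 without disomic replicate 2. The direction was the opposite with the filter at a mean of 5 (adjusted p = 0.174) and by fry (adjusted p = 1.51e-11).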

Our data are also in agreement with a previously reported meta-analysis that was performed on DS patient tissues, cell lines and mouse models at different developmental stages [50]. Fifteen of the top 30 DS trisomic genes with direct dosage effects reported in the meta-analysis report [50] were also selected as DEGs in our analysis [(*Cbr1; carbonyl reductase, (Cbr3); Donson;* Down syndrome critical region gene 3*, (Dscr3);* E26 avian leukemia oncogene 2, 3' domain, (*Ets2);* phosphoribosylglycinamide formyltransferase, *(Gart); Ifnar2; Ifngr2; Psmg1;* regulators of calcineurin 1, *(Rcan1); Son; synaptojanin 1, (Synj1); Tmem50b, Ttc3* and *Wrb*)]. 

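Of the 15 genes of this list, 14 rose in the average of the cerebral cortex over the ages, 13 in the cerebellum and 14 in the hippocampus, and the counts adjusted over the list alone were 14, 13 and 14. *Cbr1*, a carbonyl reductase, was 1.67-fold, 1.64-fold and 1.95-fold higher in the 3 regions. *Ets2*, a transcription factor, was higher by 0.85, 0.93 and 0.67 (log2), and *Synj1*, a phosphatase of synaptic vesicle recycling, by 0.58, 0.56 and 0.61 at 1 of its 4 probe sets. The call of *Ets2* in the hippocampus was lost without Ts1Cje replicate 2 or disomic replicate 1 (adjusted p = 0.0572 and 0.0638, in that order). *Cbr3* was 1.97-fold higher in the cerebral cortex and 1.96-fold in the hippocampus, and its log2 difference of 0.41 in the cerebellum did not pass. Camera's adjusted p for the list was 2.23e-86 in the average of the cerebral cortex. The study chose the list among its DEGs on these arrays, so the counts are not independent evidence.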

The expression of dual-specificity tyrosine-(Y)-phosphorylation regulated kinase 1a (*Dyrk1a*), a well-studied gene in DS individuals and mouse models, has been found to be inconsistent across various expression profiling studies involving the brain of Ts1Cje mice. *Dyrk1a* was not differentially regulated in our dataset and our finding is in agreement with two other studies on the embryonic Ts1Cje neurosphere [34] and early postnatal Ts1Cje whole brains [33], but this result is in contrast to those of Laffaire et al. [23], who observed *Dyrk1a* over-expression in the cerebellum of early postnatal Ts1Cje mice. 

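*Dyrk1a* did not meet the DEG criteria at any single age, where its lowest adjusted p was 0.0772 in the P1 cerebellum (log2 difference 1.09). Averaged over the ages it was 1.66-fold higher in the cerebellum (standard error of 0.158 on the log2 scale, adjusted p = 0.0161 by limma, n = 12 mice against 12) and higher by 0.70 in the hippocampus (adjusted p = 0.0291), and its 0.54 in the cerebral cortex did not pass (adjusted p = 0.354). The call in the cerebellum was lost without Ts1Cje replicate 1 or 2 or disomic replicate 3 (adjusted p = 0.338, 0.0901 and 0.479, in that order), and that in the hippocampus without Ts1Cje replicate 1, 2 or 3 or disomic replicate 2 or 3 (adjusted p = 0.377, 0.0635, 0.138, 0.154 and 0.319, in that order).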

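*Rcan1*, an inhibitor of the phosphatase calcineurin, was 1.73-fold higher in the cerebral cortex, 1.81-fold in the cerebellum and 1.76-fold in the hippocampus of Ts1Cje mice when the ages were averaged (standard error of 0.127 on the log2 scale, n = 12 mice against 12; adjusted p = 0.000104, 1.98e-05 and 6.04e-05 by limma). In the P1 cerebral cortex it stood at 8.37 ± 0.171 against 7.59 ± 0.191 (SD, n = 3 each), a difference of 0.79 (adjusted p = 0.962), and in the P15 hippocampus at 7.93 ± 0.00778 against 6.87 ± 0.559, a difference of 1.06 (adjusted p = 0.096; 0.75, adjusted p = 1 without the 2 displaced arrays, and adjusted p = 0.0103 without the 3 dim arrays). At a single age it met the criteria in the P1 cerebellum (1.29, adjusted p = 0.00609), and the difference there was 0.85 without the 3 dim arrays (adjusted p = 0.229) and the call was lost without disomic replicate 3 (adjusted p = 0.4).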

According to our dataset, *Rcan1*, which is located in the Down syndrome critical region (DSCR), was over-expressed in P1 cerebral cortex and P15 hippocampus of Ts1Cje mice. *Rcan1-*null mice demonstrated deficits in spatial learning and memory, implicating its role in late-phase long-term potentiation and memory formation [51]. In addition, RCAN1-1S over-expression in the hippocampal neuronal cell line HT22 cell line resulted in hyperphosphorylation of tau [52], which positions *Rcan1* as an important candidate for further investigation in DS-related Alzheimer’s disease features.

Functional clustering of various DEGs based on DAVID ontologies highlighted a global dysregulation of interferon-related molecular networks in all brain regions attributed mainly to the dysregulated expression of the trisomic genes *Ifnar1* and *Ifnar2*. These genes code for IFN beta-receptor subunits 1 and 2, respectively. However, *Ifngr2*, which encodes one of the two subunits of the IFN gamma receptor, was differentially upregulated in the cerebellum only. 

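In the cerebellum *Ifngr2* did not meet the DEG criteria at any age; at P1 it stood at 2.75 ± 0.22 in Ts1Cje mice and 2.20 ± 0.146 in disomic mice (log2, SD, n = 3 each), below the arrays' median and not shown to be above background (adjusted p = 0.092 by limma). A further probe set of *Ifngr2* averaged 0.64, 0.87 and 1.13 over the ages in the cerebral cortex, cerebellum and hippocampus (standard error 0.395) and did not pass in any.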

A role for all 3 interferon receptors and their dysregulation has been described in mouse models of DS. For example, mouse fetuses that are trisomic for MMU16 (Ts16), which includes the interferon alpha and gamma receptor genes, showed upon subsequent knockout of these genes improved growth when compared to Ts16 fetuses and generated cortical neurons with similar viability to their euploid counterparts [53]. In the present study, upregulation of these receptors suggests that the Ts1Cje mouse would have a lower response threshold or hyperresponsiveness to interferons or cytokines that would result in activation of downstream intracellular signaling pathways contributing to the observed neuropathology, particularly in the cerebellum.

In addition to *Ifnar1*, *Ifnar2* and *Ifngr2*, our analysis showed that other Jak-Stat- associated genes such as *Stat1* (P84), *Lepr* (P1) and two interferon response factor genes, *Irf3* (P15) and *Irf7* (P84), were upregulated in the Ts1Cje cerebellum. 

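In the Ts1Cje cerebellum *Irf7*, *Irf3* and *Lepr* did not meet the DEG criteria at the probe sets that Table S2 lists, where their levels lay below the median of 3.20 to 3.37 over the probe sets of an array and were not shown to be above background, so that no direction is given. *Irf7*, a transcription factor that amplifies the interferon response, stood at 2.99 ± 0.135 against 2.61 ± 0.169 (log2, SD, n = 3 mice each) at P84 (adjusted p = 0.368 by limma). *Irf3* stood at 2.71 ± 0.217 against 2.34 ± 0.123 at P15 (adjusted p = 0.867), and at a brighter probe set at 6.33 ± 0.388 against 5.85 ± 0.487, a difference of 0.47 (adjusted p = 0.959). *Lepr*, the receptor of leptin, stood at 2.04 ± 0.458 against 2.74 ± 0.336 at P1 (adjusted p = 0.106), and at another probe set, also below that median, at 2.68 ± 0.111 against 2.52 ± 0.14 (adjusted p = 0.486). For the 29 genes measured of the interferon receptors outside the segment, Jak-Stat and interferon regulatory factors, the lowest adjusted p by camera in any comparison was 0.126.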

Irf3 and Irf7 have been shown to induce type 1 interferons, which subsequently stimulate Jak-Stat signal transduction pathways leading to upregulated transcription of various interferon-stimulated genes [54–56]. Leptin and its receptor, Lepr, have been shown to be involved in leptin-dependent adult hippocampal neurogenesis [57] and mediated neuroprotection of dopaminergic cells via activation of Jak-Stat, mitogen-activated protein kinases (MEK)/extracellular signal-regulated kinases (ERK) and growth factor receptor-bound protein 2 (GRB2) signaling pathways in a mouse model of Parkinson’s disease [58]. The role of the Jak-Stat signaling pathway in the brain, however, is unclear. Jak-Stat signaling has recently been implicated in neurogenesis/cell-fate determination [59, 60], astrogliogenesis [61, 62] and synaptic plasticity [63, 64] within the nervous system of rats and fruit flies, but not specifically in the development and progression of neuropathology in mouse models or individuals with DS. Elevation of STAT1 activities has been shown to promote astrogliogenesis during the neurogenic phase of development [61]. We have previously demonstrated that Ts1Cje mice have a number of defects in adult neurogenesis, including a severe reduction in the numbers of neurons produced and an increased number of astrocytes [29]. Our current protein analysis further confirmed the over-expression of Ifnar1 and Stat1 in the cerebellum of adult (P84) Ts1Cje mice as compared to their wild type littermates. Therefore, we hypothesize that over-activation of Jak-Stat signal transduction, which is due to the increased sensitivity towards interferons via over-expression of interferon receptor, may lead to a preference for the glial-fated path in Ts1Cje neural precursors that contributes to the neuropathology observed in Ts1Cje mice. The role of the trisomic genes *Ifnar1*, *Ifnar2* and *Ifngr2* and the disomic gene *Lepr* in upregulation of *Stat1*, *Irf3* and *Irf7* and subsequent activation of Jak-Stat signaling in the Ts1Cje mouse brain, particularly the cerebellum, remains elusive and warrants further investigation.

From the list of validated trisomic DEGs, *Brwd1*, *Donson*, *Tmem50b* and *Itsn1* were upregulated in all brain regions, which concurs with previous studies [65–72]. Both *Brwd1* and *Donson* are not well studied and have not been associated with the progression and development of neuropathology in DS. 

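Averaged over the ages, these 4 genes rose in each region of the Ts1Cje brain. *Donson* was 1.96-fold higher in the cerebral cortex, 2.08-fold in the cerebellum and 2.02-fold in the hippocampus (standard error of 0.104 on the log2 scale, n = 12 mice against 12). *Brwd1* was higher by 0.67, 0.88 and 0.65 (log2), *Tmem50b* by 0.59, 0.82 and 0.88, and *Itsn1* by 0.72, 0.77 and 0.87 at 1 of its 9 probe sets (standard error 0.115), the only 1 of them that passed in the hippocampus. At a single age, *Donson* passed in the P84 hippocampus without each of the 6 arrays in turn (adjusted p of at most 0.0231).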

*Brwd1* encodes a nuclear protein that plays a role in transcriptional regulation related to diverse biological functions [65, 66]. *Donson*, on the other hand, encodes a protein of unknown function. Fusion transcripts that are encoded by exons from *Donson* and another trisomic DEG, *Atp5o*, have been reported but their role/function also remains unknown [67]. *Tmem50b* encodes an intracellular membrane protein expressed mainly in the endoplasmic reticulum and Golgi apparatus of the rodent brain [68]. At the subcellular level, *Tmem50b* is expressed in rat and mouse glial fibrillary acidic protein (GFAP)-positive cells and to a lesser degree in neuronal microtubule-associated protein 2 (MAP2)- or beta-tubulin II-positive cells *in vitro*, suggesting a role for this gene in astroglial cell development or function. Upregulation of *ITSN1* has been demonstrated previously in the prosencephalon of DS fetuses compared with controls [69]. *Itsn1* is also expressed in both proliferating and differentiating neurons in the mouse brain [69] and has been shown to regulate endocytosis events probably via the formation of clathrin-coated vesicles, which are important for recycling synaptic vesicles [70]. Endocytosis anomalies such as enlarged endosomes in neurons were identified as an early neuropathological feature in the brain of Ts65Dn mice and individuals with DS and Alzheimer’s disease [71, 72]. Over-expressed *Itsn1* and amyloid beta (A4) precursor protein (*App*) may contribute to the early development of Alzheimer’s disease in DS individuals by accelerating beta amyloid and neurofibrillary tangle accumulation via increased endocytosis activity in neurons.

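*Mrps6*, *Atp5o*, *Son*, *Morc3* and *Dopey2* were each higher in all 3 regions of the Ts1Cje brain at 1 probe set or more. *Mrps6*, a protein of the mitochondrial ribosome, averaged 0.65 in the cerebral cortex, 0.89 in the cerebellum and 0.72 in the hippocampus over the ages (log2, standard error 0.0799, n = 12 mice against 12), and *Atp5o*, a subunit of ATP synthase, 0.56, 0.59 and 0.61. *Son*, a splicing factor, averaged 0.67, 0.81 and 0.67 at 1 of its 7 probe sets, *Morc3*, a nuclear ATPase, 0.89, 0.88 and 0.80 at 1 of its probe sets, and *Dopey2* (*Dop1b*), a protein of endosome traffic, 0.59, 0.71 and 0.74 at its brighter probe set. At the dimmer probe set *Dopey2* averaged 0.35, 0.48 and 0.06 and passed in the cerebellum alone, a call lost without Ts1Cje replicate 1 or 3 or disomic replicate 2 or 3 (adjusted p = 0.212, 0.124, 0.0719 and 0.194, in that order), and at another probe set of *Son* the hippocampal average of 0.52 did not pass (adjusted p = 0.106). The hippocampal call of *Morc3* was lost without Ts1Cje replicate 1 or disomic replicate 3 (adjusted p = 0.0687 and 0.103, in that order).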

Our microarray data demonstrate that many other trisomic DEGs such as *Atp5o*, *Cbr1*, *Dopey2*, *Erdr1*, *Hmgn1*, *Morc3*, *Mrps6*, *Son* and *Wrb*, are upregulated in Ts1Cje mouse brain regions. The molecular and cellular functions of these DEGs have not been comprehensively characterized in the brain and therefore their potential roles in the onset and progression of neuropathology observed in DS remain poorly understood. Of these DEGs, the expression profiles of *Cbr1*, *Dopey2*, *Erdr1*, *Hmgn1* and *Mrps6* are in agreement with previous studies of DS mouse models [31, 32, 73–75]. The chromatin-binding protein *Hmgn1* is a negative regulator of methyl CpG-binding protein 2 (*MeCP2*) expression via chromatin structure changes and histone modification in the *MeCP2* promoter [76]. 

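*Hmgn1*, a nucleosome-binding protein, was higher in all 3 regions of Ts1Cje mice, by 0.62 in the cerebral cortex, 0.59 in the cerebellum and 0.49 in the hippocampus averaged over the ages (log2, standard error 0.0844, n = 12 mice against 12), and 2 others of its 4 probe sets passed in the averages too. In the P84 cerebellum it stood at 10.1 ± 0.114 against 9.39 ± 0.0371 (SD, n = 3 each), a difference of 0.76 (adjusted p = 0.0404 by limma), and in the P84 hippocampus at 9.87 ± 0.0747 against 9.06 ± 0.146 (0.81, adjusted p = 0.022). It missed the criteria in the P84 cerebellum without any 1 of the 6 arrays (adjusted p = 0.0962 to 0.308), and in the P84 hippocampus without Ts1Cje replicate 1, 2 or 3 or disomic replicate 2 or 3 (adjusted p = 0.0921, 0.106, 0.264, 0.367 and 0.1, in that order).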

As *MeCP2* has widespread effects on gene expression, especially in neurological disease such as Rett syndrome [77], over-expressed *Hmgn1* will down-regulate *MeCP2* expression, which may cause disruption in terms of downstream gene expression that is necessary for normal brain development. *Dopey2* has been proposed as a candidate gene that is responsible for mental retardation in DS individuals because its expression was found in brain regions that are involved in learning and memory processes [75, 78–80]. Transgenic mice over-expressing Dopey2 demonstrated increased density of cortical cells suggesting that this protein may play an important role in brain morphogenesis and therefore may contribute to neuropathology of DS when over-expressed [78, 80]. These under-characterised DEGs are important candidates that should be investigated further to understand various neuropathological features of DS.

## Conclusion

Our study aimed to define the disrupted molecular pathways caused by partial triplication of MMU16 during postnatal brain development in the Ts1Cje mouse model of DS. Global analysis of transcriptomes from different regions of the Ts1Cje brain supported a gene-dosage effect of the majority of the trisomic genes that led to the disruption of the disomic genome. Interferon-related pathways were identified as the most significantly dysregulated molecular networks and these changes were attributed mainly to the upregulation of the interferon receptors, which are encoded by the trisomic genes *Ifnar1*, *Ifnar2* and *Ifngr2*. Upregulation of Ifnar1 and Stat1 proteins in the adult Ts1Cje cerebral cortex and cerebellum suggests that interferon receptor over-expression may lead to over-stimulation of Jak-Stat signaling pathway. The role of interferon-mediated activation or inhibition of signal transduction has been well-characterized in various biological processes and disease models, including DS, but information pertaining to its role in the development and function in the Ts1Cje or DS brain remains scarce and warrants further investigation.

## Electronic supplementary material

Additional file 1: Table S1: List of primers and UPL probes used for RT-qPCR validations.

Additional file 2: Table S2: List of differentially expressed genes (DEGs) identified based on spatiotemporal analysis of various brain regions and developmental timepoints of Ts1Cje.

Additional file 3: Table S3: List of significant annotation clusters based on the analysis of functional ontologies using DAVID tools.

Additional file 4: Figure S4: Western blotting analysis for Stat1, Ifnar1 and Ifnar2 protein expression in the P84 cerebral cortex and cerebellum of Ts1Cje and wild type littermates. **Table S4**: Pixelation analysis of Stat1, Ifnar1 and Ifnar2 bands detected on Western blots.

# Supplementary material for: Functional transcriptome analysis of the postnatal brain of the Ts1Cje mouse model for Down syndrome reveals global disruption of interferon-related molecular networks
**Source:** BMC Genomics. 2014 Jul 22;15(1):624. doi: 10.1186/1471-2164-15-624
**Supplement:** Supplementary file 1 — Additional file 1: Table S1: List of primers and UPL probes used for RT-qPCR validations.

**Supplementary File 1**

**Table S1: List of primers and UPL probes used for RT-qPCR validations.**

| **Gene** | **Forward primers** | **GC%** | **Reverse primers** | **GC%** | **Amplicon size (nt)** | **UPL Probe (#)** | **Remarks** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Actg1 | cctagcacctagcacgatga | 55 | actcctgcttgctgatccac | 55 | 128 | 11 | ISP |
| Atp5o | atctgtggtcaggcccttt | 53 | tggtccagcttcttctcctt | 53 | 117 | 84 | ISP |
| Brwd1 | catgtcctcaaggtgtggag | 55 | caaacacttcatcagcatgtcc | 55 | 76 | 47 | ISP |
| Cbr1 | ccgagatgtctgcaaggag | 58 | ctcaccatgctggacacatt | 58 | 75 | 13 | ISP |
| Donson | tgttggcctgtctctggataa | 48 | agcactggcctctgactga | 48 | 111 | 1 | ISP |
| Dopey2 | agtgtgcaagcgctctctct | 55 | cggtaaaccatgtccaggag | 55 | 62 | 53 | ISP |
| Erdr1 | gacggagcgattctcacg | 61 | ggcatttctgtacgcagtca | 61 | 63 | 12 | NISP |
| Hmgn1 | atggagagacggaaaaccag | 50 | gacgtgatggatgcttagtcg | 50 | 76 | 110 | ISP |
| Ifnar1 | gtgcagtgtataagcaccacagt | 48 | ggacatagctcttgccttgg | 48 | 85 | 72 | ISP |
| Ifnar2 | tgagcaggatgcgttcac | 56 | tctctaggctcgcagacacc | 56 | 81 | 73 | ISP |
| Ifngr2 | tcctgtcacgaaacaacagc | 50 | acggaatcaggatgacttgc | 50 | 61 | 64 | ISP |
| Itgb8 | tccagccttggttcttgg | 56 | cacatttgcagagccacatc | 56 | 91 | 64 | ISP |
| Itsn1 | tgaatccagaagtcacgatgag | 45 | ctccagtctggctttcatcc | 45 | 74 | 20 | ISP |
| Kcnj6 | cctaccctgtccactacaagga | 55 | ctttccacatcctggtccat | 55 | 112 | 97 | ISP |
| Morc3 | cgtgcagcttgatgatgtg | 53 | cttctctatttccaacaactgaacc | 53 | 94 | 27 | ISP |
| Mrps6 | gctcccctacaggatctcg | 63 | agcataaaaatccaccaggaaa | 63 | 73 | 76 | ISP |
| Paxbp1 | gaaggatgaggctgacgttg | 55 | cccacatggtttcagctatca | 55 | 89 | 74 | ISP |
| Smim11 | aggaaaactgcaagcagagaa | 43 | tccacccaagctgacattta | 43 | 96 | 38 | ISP |
| Sod1 | caggacctcattttaatcctcac | 43 | cccaggtctccaacatgc | 43 | 76 | 49 | ISP |
| Son | gttaaaccgagctcaagaacg | 48 | ccagctgctcctgtgtcag | 48 | 107 | 99 | ISP |
| Stat1 | gcaggtgttgtcagatcgaa | 50 | tgtcgttctaccacgaagga | 50 | 72 | 101 | ISP |
| Tbata | ttcttatcccgctgtctgatg | 48 | agtttcttcctccaggtgtcag | 48 | 110 | 105 | ISP |
| Tmem50b | ccggactgaggttgatcg | 61 | catggagttctcattaaacaatgg | 61 | 126 | 38 | ISP |
| Ttc3 | aatggctctcgactcagtgac | 52 | gaggaactgaggatggatcg | 52 | 87 | 47 | ISP |
| Wrb | aagtattactccgtccctgtgg | 50 | ggtgattccaattccacctg | 50 | 105 | 104 | ISP |
| Pgk1 | tacctgctggctggatgg | 61 | cacagcctcggcatatttct | 50 | 65 | 108 | HKG |
| Psmb2 | gagggcagtggagcttctta | 55 | aggtgggcagattcaagatg | 50 | 71 | 25 | HKG |
| Hmbs | aaagttccccaacctggaat | 45 | ccaggacaatggcactgaat | 50 | 98 | 42 | HKG |

ISP = Intron-spanning primers; NISP = Non intron-spanning primers; HKG = Housekeeping genes

# Supplementary material for: Functional transcriptome analysis of the postnatal brain of the Ts1Cje mouse model for Down syndrome reveals global disruption of interferon-related molecular networks
**Source:** BMC Genomics. 2014 Jul 22;15(1):624. doi: 10.1186/1471-2164-15-624
**Supplement:** Supplementary file 3 — Additional file 3: Table S3: List of significant annotation clusters based on the analysis of functional ontologies using DAVID tools.

**Supplementary file 3**

**Table S3-1: List of significant annotation clusters based on the analysis of functional ontologies using DAVID tools on 317 selected DEGs.**

| **Enrichment Score: 1.78** | ***Ifnar1, Ifnar2, Stat1, Casp3, Cd70, H2-K1, Ifngr2, Lcp2, Nfatc4, Acvr2b, Figf, Eda2r, Egfr, Gdf5, Il17ra, Lepr, Traf6, Irf3, Irf7, Irf9, Col20a1, Itpr3, Rgs13*** | | |
| --- | --- | --- | --- |
|  |  |  |  |
| **Term** | **No. of DEG(s)** | ***p-*Value** | **DEG(s)** |
| IFN alpha signaling pathway | 4 | 0.000292 | *Ifnar1, Ifnar2, Irf9, Stat1* |
| Cytokine-cytokine receptor interaction | 11 | 0.006455 | *Acvr2b, Cd70, Figf, Eda2r, Egfr, Gdf5, Ifnar1, Ifnar2, Ifngr2, Il17ra, Lepr* |
| Natural killer cell mediated cytotoxicity | 7 | 0.016808 | *Casp3, H2-K1, Ifnar1, Ifnar2, Ifngr2, Lcp2, Nfatc4* |
| Toll-like receptor signaling pathway | 6 | 0.02453 | *Traf6, Ifnar1, Ifnar2, Irf3, Irf7, Stat1* |
| Jak-STAT signaling pathway | 6 | 0.099215 | *Ifnar1, Ifnar2, Ifngr2, Irf9, Lepr, Stat1* |
| Inflammation mediated by chemokine and cytokine signaling pathway | 8 | 0.285189 | *Col20a1, Itpr3, Ifnar1, Ifnar2, Ifngr2, Nfatc4, Rgs13, Stat1* |

| **Enrichment Score: 1.10** | ***Ddx58, Traf6, Ifnar1, Ifnar2, Ifngr2 ,Il33, Irf3, Irf7, Stat1*** | | |
| --- | --- | --- | --- |
|  |  |  |  |
| **Term** | **No. of DEG(s)** | ***p-*Value** | **DEG(s)** |
| Toll-like receptor signaling pathway | 6 | 0.02453 | *Traf6, Ifnar1, Ifnar2, Ifngr2, Irf3, Irf7, Stat1* |
| Cytosolic DNA-sensing pathway | 4 | 0.056229 | *Ddx58, Il33, Irf3, Irf7* |
| RIG-I-like receptor signaling pathway | 4 | 0.094577 | *Ddx58, Traf6, Irf3, Irf7* |
| Toll receptor signaling pathway | 3 | 0.316828 | *Traf6, Irf3, Irf7* |

| **Enrichment Score: 1.00** | ***Dtx1, Kat2b Lfng,Notch3*** | | |
| --- | --- | --- | --- |
|  |  |  |  |
| **Term** | **No. of DEG(s)** | ***p-*Value** | **DEG(s)** |
| Notch signaling pathway | 4 | 0.043040 | *Dtx1, Kat2b Lfng,Notch3* |

| **Enrichment Score: 0.95** | ***Avpr1a, Egfr, Lepr, Hrh1, Itpr3, Ntsr1, Tacr3, Trhr, Tnnc2*** | | |
| --- | --- | --- | --- |
|  |  |  |  |
| **Term** | **No. of DEG(s)** | ***p-*Value** | **DEG(s)** |
| Calcium signaling pathway | 8 | 0.031997 | *Avpr1a, Egfr, Hrh1, Itpr3, Ntsr1, Tacr3, Trhr, Tnnc2* |
| Neuroactive ligand-receptor interaction | 6 | 0.392874 | *Avpr1a, Hrh1, Lepr, Ntsr1, Tacr3, Trhr* |

| **Enrichment Score: 0.43** | ***Traf1, Traf6, Casp3, Egfr, Fdz2, Figf, Fgf3, Nfatc4, Pla2g12a, Ppm1a, Stat1*** | | |
| --- | --- | --- | --- |
|  |  |  |  |
| **Term** | **No. of DEG(s)** | ***p-*Value** | **DEG(s)** |
| MAPK signaling pathway | 7 | 0.316054 | *Traf6, Casp3, Egfr, Fgf3, Nfatc4, Pla2g12a, Ppm1a* |
| Pathways in cancer | 8 | 0.348787 | *Traf1, Traf6, Figf, Casp3, Egfr, Fgf3, Fzd2, Stat1* |
| Pancreatic cancer | 3 | 0.369888 | *Figf, Egfr, Stat1* |
| Colorectal cancer | 3 | 0.451387 | *Casp3, Egfr, Fzd2* |

| **Enrichment Score: 0.34** | ***Itgb8, Actg1, Tnnt2*** | | |
| --- | --- | --- | --- |
|  |  |  |  |
| **Term** | **No. of DEG(s)** | ***p-*Value** | **DEG(s)** |
| Hypertrophic cardiomyopathy (HCM) | 3 | 0.433069 | *Itgb8, Actg1, Tnnt2* |
| Dilated cardiomyopathy | 3 | 0.481174 |  |

| **Enrichment Score: 0.32** | ***Egfr, Fgf3, Figf, Iqgap3, Itgb8, Parvg, Actg1*** | | |
| --- | --- | --- | --- |
|  |  |  |  |
| **Term** | **No. of DEG(s)** | ***p-*Value** | **DEG(s)** |
| Focal adhesion | 5 | 0.454844 | *Figf, Egfr, Itgb8, Parvg, Actg1* |
| Regulation of actin cytoskeleton | 5 | 0.506072 | *Iqgap3, Egfr, Fgf3, Itgb8, Actg1* |

**Table S3-2: List of significant annotation clusters based on the analysis of functional ontologies using DAVID tools on DEGs identified in the cerebral cortex, hippocampus and cerebellum regardless of developmental stages.**

| **Brain region** | **Pathway** | ***p*-Value** | **No. of DEG(s)** | **DEG(s)** |
| --- | --- | --- | --- | --- |
| **Cerebral Cortex** | Cytokine-cytokine receptor interaction | 0.012047 | 3 | *Ifnar1, Ifnar2, Il17ra* |
|  | Hypertrophic cardiomyopathy (HCM) | 0.047548 | 2 | *Itgb8, Tnnt2* |
|  | Dilated cardiomyopathy |  |  |  |
| **Hippocampus** | Neuroactive ligand-receptor interaction | 0.002374 | 4 | *Avpr1a, Ntsr1, Tacr3, Trhr* |
|  | Calcium signaling pathway | 0.006175 |  |  |
| **Cerebellum** | Cytokine-cytokine receptor interaction | 6.89E-07 | 8 | *Acvr2b, Cd70, Eda2r, Egfr, Ifnar1, Ifnar2, Ifngr2, Lepr* |
|  | Jak-STAT signaling pathway | 4.62E-06 | 6 | *Ifnar1, Ifnar2, Ifngr2, Irf9, Lepr, Stat1* |
|  | Natural killer cell mediated cytotoxicity | 4.23E-04 | 5 | *Casp3, Ifnar1, Ifnar2, Ifngr2, Nfatc4* |
|  | Pathways in cancer | 1.16E-06 | 7 | *Traf1, Traf6, Casp3, Egfr, Fgf3, Fzd2, Stat1* |
|  | MAPK signaling pathway | 4.23E-04 | 5 | *Traf6, Casp3, Egfr, Fgf3, Nfatc4* |
|  | Colorectal cancer | 0.0112 | 3 | *Casp3, Egfr, Fzd2* |
|  | RIG-I-like receptor signaling pathway | 8.99E-04 | 4 | *Ddx58, Traf6, Irf3, Irf7* |
|  | Cytosolic DNA-sensing pathway | 0.0215 | 3 | *Ddx58, Irf3, Irf7* |

**Table S3-3: List of significant annotation clusters based on the analysis of functional ontologies using DAVID tools on DEGs identified in each developmental stage for the cerebral cortex.**

| **Time point** | **Pathway** | ***p*-Value** | **No. of gene** | **Genes** |
| --- | --- | --- | --- | --- |
| **P30** | Toll-like receptor signaling pathway | 0.080370 | 2 | *Ifnar1, Ifnar2* |
|  | Natural killer cell mediated cytotoxicity |  |  |  |
|  | Jak-STAT signaling pathway |  |  |  |

**Table S3-4: List of significant annotation clusters based on the analysis of functional ontologies using DAVID tools on DEGs identified in each developmental stage for the cerebellum.**

| **Time point** | **Pathway** | ***p*-Value** | **No. of gene** | **Genes** |
| --- | --- | --- | --- | --- |
| **P1** | MAPK signaling pathway | 9.63E-04 | 4 | *Traf6, Egfr, Fgf3, Nfatc4* |
|  | Pathways in cancer | 0.003159 | 4 | *Traf6, Egfr, Fgf3, Fzd2* |
| **P15** | Toll-like receptor signaling pathway | 0.006397 | 3 | *Ifnar1, Ifnar2, Irf3* |
| **P30** | Huntington's disease | 0.013333 | 2 | *Casp3, Atp5o* |
|  | Alzheimer's disease | 0.019955 |  |  |
|  | Parkinson's disease | 0.019955 |  |  |
| **P84** | Toll-like receptor signaling pathway | 0.001395 | 4 | *Ifnar1, Ifnar2, Irf7, Stat1* |
|  | Jak-STAT signaling pathway | 0.001395 | 4 | *Ifnar1, Ifnar2, Irf9, Stat1* |
|  | IFN alpha signaling pathway | 0.016449 |  |  |

**Table S3-5: List of significant annotation clusters based on the analysis of functional ontologies using DAVID tools on DEGs identified in each developmental stage for the hippocampus.**

| **Time point** | **Pathway** | ***p*-Value** | **No. of gene** | **Genes** |
| --- | --- | --- | --- | --- |
| **P15** | Calcium signaling pathway | 0.010483 | 3 | *Ntsr1, Tacr3, Trhr* |
|  | Neuroactive ligand-receptor interaction | 0.010483 |  |  |
| **P84** | Cell adhesion molecules (CAMs) | 0.011084 | 3 | *H2-K1, Itgb8, Jam2* |
|  | Steroid biosynthesis | 0.011084 | 3 | *Fdft1, Sqle, Sc4mol* |
|  | Focal adhesion | 0.02132 | 3 | *Itgb8, Parvg, Actg1* |

# Supplementary material for: Functional transcriptome analysis of the postnatal brain of the Ts1Cje mouse model for Down syndrome reveals global disruption of interferon-related molecular networks
**Source:** BMC Genomics. 2014 Jul 22;15(1):624. doi: 10.1186/1471-2164-15-624
**Supplement:** Supplementary file 4 — Additional file 4: Figure S4: Western blotting analysis for Stat1, Ifnar1 and Ifnar2 protein expression in the P84 cerebral cortex and cerebellum of Ts1Cje and wild type littermates. Table S4: Pixelation analysis of Stat1, Ifnar1 and Ifnar2 bands detected on Western blots.

**Supplementary File 4**

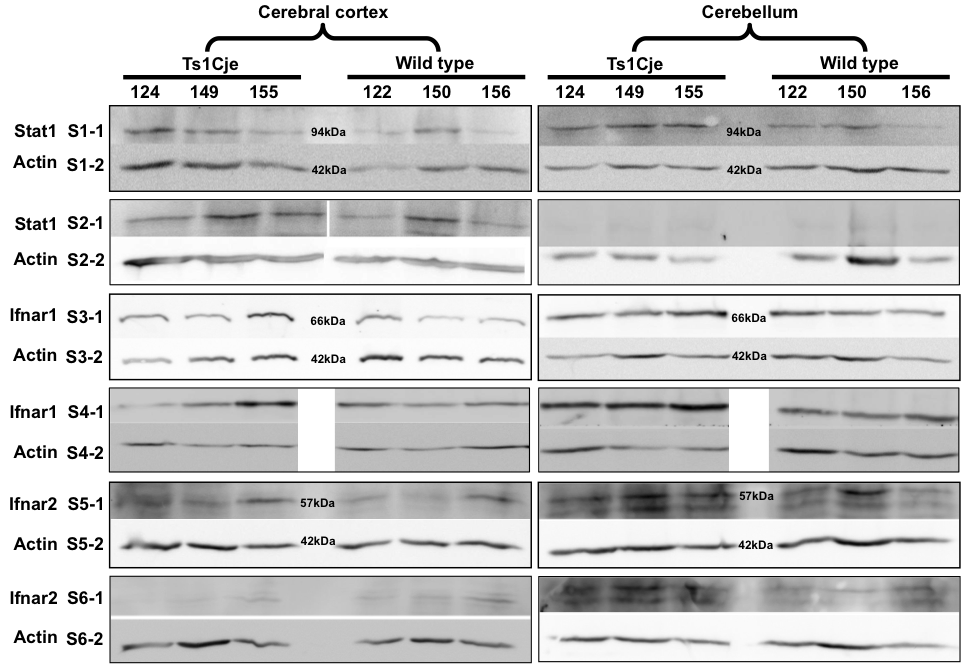

**Figure S4** Western blotting analysis for Stat1, Ifnar1 and Ifnar2 protein expression in the P84 cerebral cortex and cerebellum of Ts1Cje and wild type littermates. Technical replicates were performed for each protein, Stat1 (91kDa), Ifnar1 (66kDa), Ifnar2 (57kDa) and Actin (42kDa).

| **Label** | **Protein** | **Cerebral cortex** | | | | | | **Cerebellum** | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **Ts1Cje** | | | **Wild type** | | | **Ts1Cje** | | | **Wild type** | | |
|  |  | **Band 1** | **Band 2** | **Band 3** | **Band 4** | **Band 5** | **Band 6** | **Band 1** | **Band 2** | **Band 3** | **Band 4** | **Band 5** | **Band 6** |
| **S1-1** | **Stat1** | 7135 | 3079 | 1679 | 1308 | 3341 | 798 | 5812 | 9437 | 11005 | 2197 | 1803 | 1473 |
| **S1-2** | **Actin** | 11709 | 10723 | 6247 | 2666 | 5660 | 5789 | 7069 | 10799 | 7682 | 10756 | 12721 | 11001 |
| **Ratio A**  **= (S1-1/S1-2)** | | 0.6093 | 0.2872 | 0.2688 | 0.4908 | 0.5902 | 0.1378 | 0.8222 | 0.8738 | 1.433 | 0.2043 | 0.1417 | 0.1339 |
|  | | | | | | | | | | | | | |
| **S2-1** | **Stat1** | 3502 | 5736 | 3418 | 1608 | 3910 | 1960 | 353 | 312 | 623 | 499 | 1004 | 182 |
| **S2-2** | **Actin** | 12296 | 8674 | 6235 | 6590 | 6953 | 6211 | 4228 | 4742 | 2923 | 5445 | 12316 | 3356 |
| **Ratio B**  **= (S2-1/S2-2)** | | 0.2848 | 0.6612 | 0.5482 | 0.2440 | 0.5623 | 0.3156 | 0.0835 | 0.0659 | 0.2130 | 0.0916 | 0.0815 | 0.0542 |
|  | | | | | | | | | | | | | |
| **Average of A & B** | | 0.4471 | 0.4742 | 0.4085 | 0.3674 | 0.5762 | 0.2267 | 0.4529 | 0.4699 | 0.8228 | 0.1479 | 0.1116 | 0.0940 |
| **Mean** ± **SEM** | | 0.4432 ± 0.0191 | | | 0.3901 ± 0.1033 | | | 0.5818 ± 0.1206 | | | 0.1179 ± 0.0159 | | |
| **Fold change (Ts1Cje/Wild type)** | | 1.136 | | | | | | 4.9347 | | | | | |
| **p-Value** | | 0.6341 | | | | | | 0.0189* | | | | | |

**Table S4-1: Pixelation analysis of Stat1 bands detected on Western blots in Figure S4.**

**Table S4-2: Pixelation analysis of Ifnar1 and Ifnar2 bands detected on Western blots in Figure S4.**

| **Label** | | **Protein** | **Cerebral cortex** | | | | | | **Cerebellum** | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | **Ts1Cje** | | | **Wild type** | | | **Ts1Cje** | | | **Wild type** | | |
|  |  |  | **Band 1** | **Band 2** | **Band 3** | **Band 4** | **Band 5** | **Band 6** | **Band 1** | **Band 2** | **Band 3** | **Band 4** | **Band 5** | **Band 6** |
| **S3-1** | | **Ifnar1** | 8089 | 5396 | 12807 | 8509 | 3221 | 4258 | 12874 | 10983 | 18342 | 14576 | 10133 | 7975 |
| **S3-2** | | **Actin** | 6268 | 10827 | 13979 | 17914 | 12758 | 10825 | 5105 | 11412 | 7145 | 11030 | 11987 | 186914 |
| **Ratio A**  **= (S3-1/S3-2)** | | | 1.290 | 0.4984 | 0.9162 | 0.4750 | 0.2525 | 0.3934 | 2.522 | 0.9624 | 2.567 | 1.322 | 0.8454 | 0.0427 |
|  | | | | | | | | | | | | | | |
| **S4-1** | | **Ifnar1** | 1575 | 4819 | 10769 | 6037 | 3554 | 4991 | 13468 | 15146 | 18768 | 9430 | 8559 | 12009 |
| **S4-2** | | **Actin** | 4843 | 2296 | 3308 | 3626 | 2169 | 5070 | 9375 | 4109 | 4506 | 11471 | 7869 | 7613 |
| **Ratio B**  **= (S4-1/S4-2)** | | | 0.3251 | 2.099 | 3.225 | 1.665 | 1.639 | 0.984 | 1.437 | 3.686 | 4.165 | 0.8221 | 1.088 | 1.577 |
|  | | | | | | | | | | | | | | |
| **Average of A & B** | | | 0.8078 | 1.299 | 2.086 | 1.070 | 0.9456 | 0.6889 | 1.979 | 2.324 | 3.366 | 1.072 | 0.9665 | 0.8100 |
| **Mean** ± **SEM** | | | 1.397 ± 0.3722 | | | 0.9015 ± 0.1122 | | | 2.557 ± 0.4168 | | | 0.9494 ± 0.0761 | | |
| **Fold change (Ts1Cje/Wild type)** | | | 1.550 | | | | | | 2.693 | | | | | |
| **p-Value** | | | 0.2711 | | | | | | 0.0192* | | | | | |
| **Label** | **Protein** | | **Cerebral cortex** | | | | | | **Cerebellum** | | | | | |
|  |  |  | **Ts1Cje** | | | **Wild type** | | | **Ts1Cje** | | | **Wild type** | | |
|  |  |  | **Band 1** | **Band 2** | **Band 3** | **Band 4** | **Band 5** | **Band 6** | **Band 1** | **Band 2** | **Band 3** | **Band 4** | **Band 5** | **Band 6** |
| **S5-1** | **Ifnar2** | | 4106 | 3122 | 4656 | 2406 | 1233 | 4375 | 1281 | 2387 | 1917 | 917 | 1765 | 1405 |
| **S5-2** | **Actin** | | 16891 | 13662 | 9990 | 10131 | 9715 | 12442 | 12492 | 13956 | 10687 | 12071 | 16462 | 9208 |
| **Ratio A**  **= (S5-1/S5-2)** | | | 0.2431 | 0.2285 | 0.4660 | 0.2375 | 0.1269 | 0.3516 | 0.1025 | 0.1711 | 0.1794 | 0.0759 | 0.1072 | 0.1526 |
|  | | | | | | | | | | | | | | |
| **S6-1** | **Ifnar2** | | 1240 | 1728 | 4808 | 1606 | 422 | 692 | 906 | 1518 | 1573 | 767 | 638 | 1570 |
| **S6-2** | **Actin** | | 10013 | 10847 | 4847 | 4994 | 5818 | 4072 | 8610 | 9091 | 6864 | 7459 | 12580 | 6164 |
| **Ratio B**  **= (S6-1/S6-2)** | | | 0.1239 | 0.1594 | 0.9920 | 0.3216 | 0.0725 | 0.1699 | 0.1052 | 0.1669 | 0.2292 | 0.1029 | 0.0507 | 0.2546 |
|  | | | | | | | | | | | | | | |
| **Average of A & B** | | | 0.1835 | 0.1939 | 0.7290 | 0.2796 | 0.0997 | 0.2608 | 0.1039 | 0.1690 | 0.2043 | 0.0894 | 0.0789 | 0.2036 |
| **Mean** ± **SEM** | | | 0.3688 ± 0.1801 | | | 0.2133 ± 0.0571 | | | 0.1591 ± 0.0294 | | | 0.1240 ± 0.0399 | | |
| **Fold change (Ts1Cje/Wild type)** | | | 1.729 | | | | | | 1.283 | | | | | |
| **p-Value** | | | 0.4569 | | | | | | 0.5185 | | | | | |

* indicates p-value ≤ 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

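Total RNA of 3 brain regions (cerebral cortex, cerebellum, hippocampus) from Ts1Cje mice and disomic littermates at P1 (P1.5 in the methods), P15, P30 and P84 was measured on 72 Affymetrix Mouse Genome arrays, 1 per mouse and region, in 24 groups of 3. The authors made the deposited log2 values with gcRMA, which corrects each probe for background by its base composition, normalizes the arrays to one another and summarises probes to 1 value per probe set; the submitters' processing notes name GCRMA, and its version is not given in the sources used here. The deposited table holds every probe set of the array with no filter, its replicates were not pooled, and it was used as deposited. The scanner files were not used here, so the background correction and normalization could not be repeated, and differences of probe sets near the floor of the values may be understated; where the level of a group lay below its arrays' median it was not shown to be above background, and the size of a difference from it stays open. Arrays give no count of molecules, and 3 mice per group limit the precision.

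Sample groups came from the labels and the methods. Of the 45101 probe sets, 34958 had 1 gene symbol in the platform annotation, 932 had several and 9211 had none; 34754 symbols were matched through gene identifiers to the mouse gene table of assembly GRCm38.p6, which was used for names and neighbours. No gene was named from a probe set with several symbols. Where 1 value per gene was needed, for 18194 genes, the probe set with the highest mean over all arrays was taken.

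Differences were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 24 group means, 48 residual and 51.27 total degrees of freedom), as Ts1Cje minus disomic in 12 comparisons and as the average of the 4 ages in each of 3 regions. A probe set was called at a moderated t of at least 4 or at most -4 and a Benjamini-Hochberg adjusted p of at most 0.05 over all probe sets of a comparison, the thresholds of the methods. The difference between 2 regions' averages was tested in the same fit, and a change of the effect with age by a moderated F test. The per-array means of a list were compared by an exact permutation test, two-sided, whose smallest p is 0.1 for 3 against 3. For correlations across the entries of Table 3, 100000 permutations were drawn. The fit was tested on simulated data modelled on the P84 hippocampus and it recovered 16.4% of 67 probe sets changed by 0.58 (log2), 47.8% of 67 changed by 1 and 86.4% of 66 changed by 2.

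Gene lists, 31 in all, were fixed before the data were examined and tested by camera with a preset correlation of 0.01, adjusted over 372 tests for the comparisons and 93 for the region averages. They cover the triplicated and monosomic segments, interferon-stimulated genes, interferon receptors with Jak-Stat genes, cell cycle, sonic hedgehog response, immature and mature neurons, astrocytes, myelinating oligodendrocytes and their precursors, microglia, endothelium, choroid plexus, blood, meninges, markers of 6 brain areas (cerebellum, hippocampus, cortex, striatum, thalamus with hypothalamus, brainstem), cholesterol synthesis, immediate early genes, the respiratory chain, and 6 lists taken from the paper. Dosage was read over genes with a mean of at least 5 (log2), against the 0.58 of Figure 1. Fisher's exact test compared interferon-stimulated genes among called genes, and called genes by chromosome.

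The genes the text names were taken from the called genes of both segments, from the 12 called genes with the highest and the 12 with the lowest moderated t outside them in each comparison and region average, from the genes the paper names, and from the called members of the lists with the highest means; not every gene that qualified is named, and the values of the paper's tables, Table S2 included, had been seen when this rule and the lists were written. Alternatives set before the data were examined were replicate number as a block, a trended and robust prior, quantile normalization, the filter at a mean of 5, other filters, adjustment over all comparisons, fits per region or comparison, other list tests, all probe sets of a gene, the mouse as a random effect, and each replicate left out in turn. Alternatives added after seeing the data left out the 2 displaced P15 arrays, the 3 dim arrays, these 5 together or the 3 P1 arrays with Xist above Eif2s3y, or weighted the arrays by quality. Some genes of the paper are not analysed here.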

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

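The tests of mixed tissue, of an exchange before the RT-qPCR, of the dim array, of degraded RNA and of microglia, the other splits of the arrays, the settings without the doubted arrays, without the 3 P1 arrays with Xist above Eif2s3y and with array quality weights, and the requirement that a list keep its call with an estimated correlation were chosen only after the results were seen. The effect of Ts1Cje changed with age at 18 probe sets of the cerebellum and 1 of the hippocampus (limma's moderated F test, adjusted p of at most 0.05), and at 0 of the cerebral cortex, where 875 had an unadjusted p under 0.05. In the cerebellum 8 of them belonged to 7 interferon-stimulated genes, all called at P84, with P84 differences from 1.00 (log2, *Usp18*) to 2.21 (*Gbp6*) and differences at the earlier ages from -0.71 (*Gbp3*, P1) to 0.31 (*Gbp6*, P15). The adjusted p of the change with age was 0.00125 for *Ifit3*, 0.00166 for *Gbp6*, 0.00335 for *Gbp6*, 0.00964 for *Gbp3* and *Irf9*, 0.0103 for *Igtp* and *Oasl2* and 0.0481 for *Usp18*. A further 9 probe sets were called at P1, with P1 differences from 1.10 (*Pkdcc*) to 1.60 (*A830029E22Rik*), and the adjusted p of the change with age was 0.000246 for *A830029E22Rik*, 0.00331 for *Hmgb2*, *Asb15* and *Slc6a2*, 0.00964 for *Fgf3*, *Kcnab1* and *Pkdcc*, 0.0404 for *Lin28b* and 0.0443 for *Cdc73*. The P1 call was lost for *Cdc73* without disomic replicate 3 (0.81, adjusted p = 0.173), for *Lin28b* without Ts1Cje replicate 3 (0.76, adjusted p = 0.0762) and for *Pkdcc* without disomic replicate 3 (0.80, adjusted p = 0.0911). The remaining cerebellar probe set was *Zfp934* (adjusted p = 0.0191), at 3.00 (log2) in Ts1Cje mice and 2.15 in disomic mice at P84, both below the arrays' median and not shown to be above background, so that no size or direction is given, and the hippocampal one *Gm11681* (adjusted p = 0.0198; 0.96 at P84). The cerebellar number was 1 among probe sets with a mean of at least 5, 30 without the 2 P15 arrays with the profile of the other region, 13 without the 3 dim arrays and 19 without all 5, and the hippocampal number 0, 2, 0 and 3.

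The paper gives no array results on the following lists, tested by camera. The 14 meningeal genes were lower in the P1 cerebral cortex, with a median of -0.81 (adjusted p = 6.35e-15; adjusted p = 0.0381 with an estimated correlation and 0.131 by fry) and *Ptgds* -2.57 and *Col3a1* -2.43 among them, neither past the criteria. In that comparison the lists of endothelial cells, striatal markers and the cell cycle were lower too (adjusted p = 0.000187, 0.0133 and 0.00415, and with an estimated correlation adjusted p = 0.265, 0.118 and 0.724). In the P30 cerebral cortex the 12 immediate early genes, which follow neuronal activity, had a median of -0.62 (adjusted p = 6.57e-06; adjusted p = 0.0285 with an estimated correlation), and an adjusted p of 0.121 without disomic replicate 2. That array had the highest 3 prime minus 5 prime differences of its comparison. They were 0.243 for *Gapdh*, against -0.160 to 0.104 on the others, and 1.758 for actin, against 0.957 to 1.334. The 21 genes of immature neurons had a median of 0.13 in the P1 hippocampus (adjusted p = 0.0105; adjusted p = 0.0135 with an estimated correlation), with an adjusted p of 0.0911 without Ts1Cje replicate 1 and 0.0763 without Ts1Cje replicate 2 and of 0.242 among genes with a mean of at least 5. There the 18 astrocyte genes had a median of 0.40 (adjusted p = 3.19e-08; adjusted p = 0.0323 with an estimated correlation and 0.116 by fry), with *Aqp4* 0.84 and *Glul* 0.71, neither past the criteria, and the lists of myelinating oligodendrocytes, endothelial cells and mature neurons were higher (adjusted p = 0.0104, 0.0437 and 0.0232, and with an estimated correlation adjusted p = 0.61, 0.722 and 0.431). In the P1 hippocampus the cerebellar markers stood at 4.445, 4.492 and 5.868 (log2) on the arrays of Ts1Cje replicates 1, 2 and 3. They stood at 4.628, 4.532 and 4.536 on those of disomic replicates 1, 2 and 3. *Xist* lay below *Eif2s3y* on 69 of the 72 arrays of mice given as female, and above it on 3, the P1 Ts1Cje replicate 3 arrays of the 3 regions.

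The P15 disomic replicate 3 arrays labelled cerebellum and hippocampus each had the profile of the other region, at 0.006 and 1.008 on the axis from hippocampus (0) to cerebellum (1), and without them the P15 cerebellum had 4 called probe sets in place of 15 and the P15 hippocampus 5 in place of 25. Mixed tissue at dissection would place both arrays between the ends of the axis, and both lay at an end, where the 5 other arrays of each region spread from -0.003 to 0.039 and from 0.977 to 1. Each array had a higher r with the P15 mean of the other region than with any other age of it (0.9963 against 0.9928 at P30 for the array labelled cerebellum, and 0.9955 against 0.9857), the smaller gap being 0.0035, which is consistent with an exchange of 2 arrays of this age. Whether such an exchange came before or after the RNA was taken for RT-qPCR cannot be told apart, because the slope of the paper's RT-qPCR shift at P15 on the shift an exchange predicts was 1.078 with a standard error of 0.558 over 43 entries (-0.037 to 2.193). No biological explanation was tested, since the design gives none that separates 1 mouse from the others of its group.

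The P1 cerebellum had 223 called probe sets, the most of the 12 comparisons, and its disomic replicate 3 array had an upper quartile of 4.97 (log2) against 5.82 to 5.93 on the 5 other arrays. Without that array the number was 22, and without Ts1Cje replicate 1, 2 or 3 or disomic replicate 1 or 2 it was 200, 216, 84, 745 and 1593, which is consistent with this array as a source of most of these calls; after quantile normalization, which gives all arrays 1 distribution, the number was 248 and with array quality weights 1606, so that its lower brightness alone is not shown to be that source. Degraded RNA in that array cannot be told apart from other causes of its low signal, because its 3 prime minus 5 prime difference for *Gapdh* was -0.01982, within -0.1636 to 0.07203 on the others, while that for actin was 1.01, above their 0.4942 to 0.901. Of the 223 probe sets, 21 were also called without the 3 dim arrays and 10 without each array in turn, and for these an effect of Ts1Cje at P1 stays open. The labels give every mouse as female. On the 69 arrays with *Xist* below *Eif2s3y*, *Xist* stood at 1.955 to 2.762 (log2) and *Eif2s3y* at 7.204 to 9.684. These values argue against female mice for those 69 arrays. On the 3 P1 arrays with *Xist* above *Eif2s3y*, *Xist* stood at 5.573 to 8.123 and *Eif2s3y* at 2.159 to 2.901, which goes with the label. Sex as a source of calls in the P1 cerebellum stays open too. Without these 3 arrays the number of called probe sets there was 90.

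The mean of the interferon-stimulated genes was higher by 0.586 (log2, standard error 0.131) in the P84 cerebellum of Ts1Cje mice. A single Ts1Cje mouse as its source is argued against, since the difference was 0.486 to 0.705 without 1 of the 3, and each Ts1Cje array lay above every disomic array. More microglia and macrophages cannot be told apart from a response within other cells, because the mean of their list, which shares no gene with the other, differed by 0.222 (standard error 0.119), and its most abundant genes stood at 9.26 against 8.39 (*Ctss*), 7.71 against 7.40 (*C1qb*) and 6.31 against 5.75 (*Laptm5*) in Ts1Cje and disomic mice. An immune state of the same mice in every region cannot be told apart either, with differences of 0.25 (standard error 0.0677) in the cerebral cortex and 0.22 (0.0527) in the hippocampus. Age, region and the triplicated receptor genes *Ifnar1*, *Ifnar2* and *Ifngr2* stay among the open explanations, and a role of the receptor genes was not tested.

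With 3 arrays against 3, the 10 splits of each comparison cannot give a share under 0.05. In the cerebral cortex, in age order, the real split called 5, 1, 6 and 20 probe sets, the highest of the other splits 192, 1, 2 and 1, and 6, 2, 1 and 1 of the 10 splits called as many as the real one, itself included. In the cerebellum, in age order, the real split called 223, 15, 14 and 50 probe sets, the highest of the other splits 456, 44, 3 and 3, and 6, 3, 1 and 1 of the 10 splits called as many as the real one, itself included. In the hippocampus, in age order, the real split called 7, 25, 8 and 32 probe sets, the highest of the other splits 10, 19, 3 and 1, and 2, 1, 1 and 1 of the 10 splits called as many as the real one, itself included. Several times the real number was called in the P1 cerebral cortex by the split of Ts1Cje replicate 1, Ts1Cje replicate 3 and disomic replicate 3 against Ts1Cje replicate 2, disomic replicate 1 and disomic replicate 2 (192); of Ts1Cje replicate 1, disomic replicate 1 and disomic replicate 3 against Ts1Cje replicate 2, Ts1Cje replicate 3 and disomic replicate 2 (78); of Ts1Cje replicate 1, disomic replicate 1 and disomic replicate 2 against Ts1Cje replicate 2, Ts1Cje replicate 3 and disomic replicate 3 (50) and in the P15 cerebellum by the split of Ts1Cje replicate 1, disomic replicate 1 and disomic replicate 2 against Ts1Cje replicate 2, Ts1Cje replicate 3 and disomic replicate 3 (44), which points to a structure of these arrays other than genotype. Each of these splits kept a same-number pair of arrays whole on each side. In the P1 cerebral cortex these pairs had r of 0.373, 0.326 and 0.458. There the splits that part every pair, the real one aside, called 0, 0 and 2 probe sets. The remaining splits, which keep pairs whole, called 10, 8 and 0. The splits do not hold replicate number fixed, so it stays a possible structure. With the replicate number within each age as a block the real split called 21 there. In the P1 cerebellum 5 other splits called more than the real one, 456, 382, 326, 279 and 247 probe sets. For the region averages, 100 splits of the mice within ages were run. The real split called 91, 104 and 87 probe sets in the cerebral cortex, cerebellum and hippocampus. The highest of the other splits called 43, 44 and 7. Only 1, 1 and 1 of the 100 called as many as the real split, itself included, the smallest share possible. Chance can be excluded for these totals alone. In the same order, 69, 69 and 63 of the real calls were triplicated and 3, 3 and 3 monosomic, segments whose copy number differs by genotype. The real calls outside both segments numbered 19, 32 and 21. The splits were not counted for such probe sets alone, so chance stays open for them.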

How the results depend on the processing

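The tests without the 2 displaced P15 arrays (disomic replicate 3, labelled cerebellum and hippocampus), without the 3 dim arrays (disomic replicate 3 of the P1 cerebellum, P84 cerebral cortex and P84 hippocampus), without all 5 of these, without the 3 P1 arrays with Xist above Eif2s3y, and with array quality weights were chosen only after the results were seen. The list of triplicated genes was higher in all 12 comparisons and 3 region averages under every alternative run for the lists, and the interferon-stimulated list was higher in the P84 cerebellum under each of them and without each array. Of 1315 results of named genes, none that was called in either fit turned its direction under any alternative; the most calls were lost with 1 fit per region (291) and the most gained with array quality weights (208). Over single genes and lists, 21493 values kept direction and side of the threshold, 2511 lost their call, 686 gained it and 28 turned direction. Over the counts, medians and tests of whole comparisons, 800 kept their place, 191 moved, 26 lost their call and 2 gained it. With the filter at a mean of 5, 883 of the 1315 gene results and every list result except that of the study's calcium list in the P15 hippocampus had a value; adjustment over all comparisons together and 1 fit per comparison do not apply to the region averages and were not run for them. Signal over background limits the dim probe sets, which enter by construction where no filter is set. Fewer probe sets are tested with a filter and fewer arrays share the spread with 1 fit per region or per comparison. Leaving out arrays changes no difference in a comparison that does not hold them. Calls there move only through the spread estimated over all arrays. Without the 2 displaced P15 arrays the P1 cerebral cortex kept its median of 0.66 over the triplicated genes. Its called probe sets numbered 15 in place of 5. For every other value that follows, the cause was not tested.

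The design describes littermate pairs of Ts1Cje and disomic mice at each age, but no source used here says that a replicate number marks a pair. Of 36 pairs of arrays with the same number, 23 deviated from their group means together with r over 0.1 (-0.259 to 0.699, median 0.178), among them all 12 of replicate 1, every pair did so in 2 of 12 comparisons (P1 cerebral cortex and P30 cerebral cortex), and 46 of 72 arrays had their highest r with their own number, a hint from the data and not from the design. Whether the numbers mark the pairs stays open, and the values with the block stand here. Within a group, actin's 3 prime minus 5 prime difference was lowest on replicate 1. The exceptions were the Ts1Cje P1 cerebral cortex and the Ts1Cje P84 cerebellum. In the Ts1Cje P15 cerebral cortex it was 0.727, 1.196 and 1.477 on replicates 1, 2 and 3. All 5 doubted arrays are replicate 3. A technical difference by replicate number therefore stays open too, and its source was not tested. With the replicate number within each age as a block (replicate block), the called probe sets numbered 21 in the P1 cerebral cortex, 31 in the P84 cerebral cortex, 23 in the P15 cerebellum, 41 in the P15 hippocampus and 51 in the P84 hippocampus; the called genes numbered 37 in the cerebral cortex. With the replicate number over all ages as a block (replicate block), the called probe sets numbered 16 in the P1 cerebral cortex, 4 in the P15 cerebral cortex, 38 in the P84 cerebral cortex, 24 in the P15 cerebellum, 47 in the P15 hippocampus and 50 in the P84 hippocampus; the called genes numbered 37 in the cerebral cortex. The genes called in all 3 regions numbered 20 and 21 with these 2 blocks, in that order. Those called in 1 region alone numbered 12, 258 and 38 with the former and 10, 250 and 40 with the latter in the cerebral cortex, cerebellum and hippocampus, against 5, 193 and 25 without a block; with the latter, the genes called at P15 numbered 47, against 29, and the triplicated genes called in all 3 regions 17, against 11.

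With a trended and robust prior, the called probe sets numbered 2 in the P30 cerebral cortex. After quantile normalization, the called probe sets numbered 9 in the P1 cerebral cortex and 2 in the P15 cerebral cortex. Among probe sets with a mean of at least 5 (fewer tested), the called probe sets numbered 3 in the P1 cerebral cortex, 3 in the P15 cerebral cortex, 96 in the P1 cerebellum, 10 in the P84 cerebellum and 21 in the P84 hippocampus; the called genes numbered 110 in all and 90 in the cerebellum; the probe sets whose effect changed with age numbered 1 in the cerebellum and 0 in the hippocampus; the p of Fisher's exact test for interferon-stimulated genes among called genes was 0.0998 in the cerebellum; the adjusted p of called genes on chromosome 12 was 0.0588; the interferon-stimulated genes list had an adjusted p of 0.379 in the P84 cerebral cortex, 0.631 in the P1 cerebellum, 0.0703 in the P30 hippocampus, 0.413 in the average of the cerebral cortex and 0.112 in the average of the hippocampus; the monosomic MMU12 segment list had the opposite direction and an adjusted p of 0.174 in the average of the cerebral cortex. Adjusted over all comparisons together, the called probe sets numbered 12 in the P1 cerebral cortex, 6 in the P15 cerebral cortex and 84 in the P1 cerebellum; the called genes numbered 149 in all and 113 in the cerebellum. With 1 fit per region (fewer arrays), the called probe sets numbered 9 in the P1 cerebellum, 2 in the P15 cerebellum, 1 in the P30 cerebellum, 3 in the P84 cerebellum, 1 in the P15 hippocampus, 5 in the P30 hippocampus, 17 in the P84 hippocampus and 48 in the average of the cerebellum; the called genes numbered 38 in all, 11 in the cerebellum, 21 in the hippocampus, 2 in all 3 regions and 21 on the triplicated segment. With 1 fit per comparison of 6 arrays, the called probe sets numbered 1 in the P1 cerebral cortex, 1 in the P30 cerebral cortex, 1 in the P84 cerebral cortex, 1 in the P1 cerebellum, 1 in the P15 cerebellum, 1 in the P30 cerebellum, 1 in the P84 cerebellum, 1 in the P1 hippocampus, 1 in the P15 hippocampus, 3 in the P30 hippocampus and 1 in the P84 hippocampus; the called genes numbered 2 in all, 1 in the cerebral cortex, 1 in the cerebellum, 2 in the hippocampus, 1 in all 3 regions and 0 on the triplicated segment. With a filter at a mean of 6, the median log2 difference of the triplicated genes was 0.62 in the P15 hippocampus. With no filter, the median log2 difference of the triplicated genes was 0.48 in the P1 cerebral cortex, 0.44 in the P15 cerebral cortex, 0.48 in the P30 cerebral cortex, 0.51 in the P15 cerebellum, 0.38 in the P30 cerebellum, 0.45 in the P84 cerebellum, 0.40 in the P1 hippocampus, 0.48 in the P15 hippocampus, 0.61 in the P30 hippocampus and 0.41 in the P84 hippocampus. Over all probe sets of a gene, the median log2 difference of the triplicated genes was 0.62 in the P15 hippocampus; the interferon-stimulated genes list had an adjusted p of 0.174 in the P30 cerebellum. With the mouse as a random effect, 1 probe set differed in hippocampus minus cerebellum. With an estimated correlation, the interferon-stimulated genes list had an adjusted p of 0.236 in the P30 cerebral cortex, 0.298 in the P1 cerebellum, 0.517 in the P30 cerebellum, 0.396 in the P30 hippocampus, 0.0932 in the P84 hippocampus, 0.126 in the average of the cerebral cortex and 0.173 in the average of the hippocampus. By fry, the interferon-stimulated genes list had an adjusted p of 0.265 in the P30 cerebral cortex, 0.122 in the P1 cerebellum, 0.803 in the P30 cerebellum and 0.289 in the P30 hippocampus; the monosomic MMU12 segment list had the opposite direction and an adjusted p of 1.51e-11 in the average of the cerebral cortex.

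Without the 2 displaced P15 arrays, the called probe sets numbered 15 in the P1 cerebral cortex, 5 in the P15 cerebral cortex, 13 in the P30 cerebral cortex, 33 in the P84 cerebral cortex, 4 in the P15 cerebellum, 31 in the P30 cerebellum, 11 in the P1 hippocampus, 5 in the P15 hippocampus and 15 in the P30 hippocampus; the called genes numbered 40 in the cerebral cortex; the probe sets whose effect changed with age numbered 30 in the cerebellum and 2 in the hippocampus; the p of Fisher's exact test for interferon-stimulated genes among called genes was 0.0107 in the hippocampus; the sonic hedgehog response and granule cell precursors list had the opposite direction and an adjusted p of 0.935 in the P15 cerebellum; the cerebellar markers list had the opposite direction and an adjusted p of 0.819 in the P15 cerebellum and 0.345 in the average of the hippocampus; the hippocampal markers list had the opposite direction and an adjusted p of 0.872 in the P15 cerebellum, 0.0674 in the P15 hippocampus and 0.968 in the average of the cerebellum; the cortical markers list had the opposite direction and an adjusted p of 0.872 in the P15 cerebellum; the microglia and macrophages list had the opposite direction and an adjusted p of 0.9 in the P15 hippocampus. Without the 3 dim arrays, the called probe sets numbered 10 in the P1 cerebral cortex, 8 in the P15 cerebral cortex, 1 in the P84 cerebral cortex, 30 in the P1 cerebellum, 23 in the P15 cerebellum and 18 in the P30 hippocampus; the called genes numbered 124 in all, 76 in the cerebellum and 9 in all 3 regions; the probe sets whose effect changed with age numbered 0 in the hippocampus. Without all 5 doubted arrays, the called probe sets numbered 26 in the P1 cerebral cortex, 12 in the P15 cerebral cortex, 20 in the P30 cerebral cortex, 13 in the P84 cerebral cortex, 48 in the P1 cerebellum, 50 in the P30 cerebellum, 84 in the P84 cerebellum, 17 in the P1 hippocampus, 11 in the P15 hippocampus, 26 in the P30 hippocampus and 61 in the P84 hippocampus; the called genes numbered 44 in the cerebral cortex and 130 in the cerebellum; the probe sets whose effect changed with age numbered 3 in the hippocampus; the p of Fisher's exact test for interferon-stimulated genes among called genes was 0.0225 in the hippocampus; the adjusted p of called genes on chromosome 12 was 1; the sonic hedgehog response and granule cell precursors list had the opposite direction and an adjusted p of 0.944 in the P15 cerebellum; the cerebellar markers list had the opposite direction and an adjusted p of 0.886 in the P15 cerebellum, 0.882 in the average of the cerebellum and 0.266 in the average of the hippocampus; the hippocampal markers list had the opposite direction and an adjusted p of 0.887 in the P15 cerebellum, 0.108 in the P15 hippocampus and 0.98 in the average of the hippocampus; the cortical markers list had the opposite direction and an adjusted p of 0.864 in the P15 cerebellum; the microglia and macrophages list had the opposite direction and an adjusted p of 0.903 in the P15 hippocampus. Without the 3 P1 arrays with Xist above Eif2s3y, the called probe sets numbered 2 in the P15 cerebral cortex, 3 in the P30 cerebral cortex and 90 in the P1 cerebellum; the called genes numbered 154 in all and 124 in the cerebellum. With array quality weights, the called probe sets numbered 9 in the P1 cerebral cortex, 23 in the P15 cerebral cortex, 39 in the P30 cerebral cortex, 64 in the P84 cerebral cortex, 1606 in the P1 cerebellum, 75 in the P15 cerebellum, 262 in the P30 cerebellum, 85 in the P84 cerebellum, 15 in the P1 hippocampus, 51 in the P15 hippocampus, 57 in the P30 hippocampus, 59 in the P84 hippocampus, 145 in the average of the cerebral cortex, 285 in the average of the cerebellum and 160 in the average of the hippocampus; the called genes numbered 1443 in all, 73 in the cerebral cortex, 1348 in the cerebellum, 100 in the hippocampus and 26 in all 3 regions.

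Without 1 array at a time (for an average, 1 replicate number at every age; the array left out in parentheses), the called probe sets numbered 3 (disomic replicate 1) to 72 (Ts1Cje replicate 1) in the P1 cerebral cortex, 1 (Ts1Cje replicate 1) to 3 (disomic replicate 2) in the P15 cerebral cortex, 2 (Ts1Cje replicate 2) to 4 (Ts1Cje replicate 1) in the P30 cerebral cortex, 1 (disomic replicate 3) to 32 (disomic replicate 2) in the P84 cerebral cortex, 22 (disomic replicate 3) to 1593 (disomic replicate 2) in the P1 cerebellum, 2 (Ts1Cje replicate 2) to 69 (disomic replicate 2) in the P15 cerebellum, 2 (Ts1Cje replicate 3) to 17 (disomic replicate 1) in the P30 cerebellum, 23 (disomic replicate 2) to 47 (Ts1Cje replicate 1) in the P84 cerebellum, 1 (disomic replicate 3) to 19 (disomic replicate 2) in the P1 hippocampus, 3 (disomic replicate 3) to 116 (disomic replicate 1) in the P15 hippocampus, 1 (disomic replicate 2) to 6 (Ts1Cje replicate 1) in the P30 hippocampus, 11 (disomic replicate 2) to 62 (disomic replicate 1) in the P84 hippocampus, 57 (disomic replicate 1) to 117 (Ts1Cje replicate 1) in the average of the cerebral cortex, 73 (Ts1Cje replicate 3) to 158 (disomic replicate 2) in the average of the cerebellum and 51 (Ts1Cje replicate 3) to 79 (Ts1Cje replicate 1) in the average of the hippocampus. The median log2 difference of the triplicated genes was 0.53 (disomic replicate 1) to 0.72 (disomic replicate 2) in the P30 cerebellum, 0.52 (disomic replicate 1) to 0.71 (disomic replicate 3) in the P1 hippocampus and 0.67 (Ts1Cje replicate 3) to 0.78 (Ts1Cje replicate 1) in the P30 hippocampus. The adjusted p by camera was 6.98e-17 (disomic replicate 1) to 0.951 (disomic replicate 3) for the cerebellar markers list in the P15 cerebellum (opposite direction in the last), 1.06e-13 (disomic replicate 1) to 0.979 (disomic replicate 3) for the hippocampal markers list in the P15 cerebellum (opposite direction in the last), 0.00151 (disomic replicate 2) to 0.921 (disomic replicate 3) for the cortical markers list in the P15 cerebellum (opposite direction in the last), 0.00368 (disomic replicate 2) to 0.202 (Ts1Cje replicate 2) for the interferon-stimulated genes list in the P30 cerebellum, 0.000179 (Ts1Cje replicate 1) to 0.639 (Ts1Cje replicate 3) for the choroid plexus list in the P30 cerebellum (opposite direction in the last), 4.31e-06 (Ts1Cje replicate 2) to 0.826 (Ts1Cje replicate 3) for the myelinating oligodendrocytes list in the P1 hippocampus (opposite direction in the last), 6.81e-07 (disomic replicate 1) to 0.913 (disomic replicate 3) for the microglia and macrophages list in the P15 hippocampus (opposite direction in the last), 3.26e-08 (disomic replicate 2) to 0.221 (disomic replicate 3) for the hippocampal markers list in the P15 hippocampus (opposite direction in the last), 4.64e-06 (disomic replicate 2) to 0.312 (disomic replicate 1) for the interferon-stimulated genes list in the P30 hippocampus, 5.05e-06 (disomic replicate 1) to 0.995 (disomic replicate 3) for the cerebellar markers list in the average of the cerebellum (opposite direction in the last) and 5.7e-06 (disomic replicate 2) to 0.814 (disomic replicate 3) for the cerebellar markers list in the average of the hippocampus (opposite direction in the last).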

Differences from the paper's values

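Every setting that leaves out the doubted arrays or weights the arrays was chosen only after the results were seen; the others were chosen before the data were examined. Both analyses used the thresholds of the methods, a moderated t of at least 4 in size and an adjusted p of at most 0.05, but the log2 differences of Table S2 are not those of the deposited values, with a median absolute gap of 0.081 in the P30 cerebellum to 0.457 in the P1 cerebellum over its entries, while the methods give gcRMA and the empirical Bayes t-statistic for the study's values; why Table S2 differs from the deposited values was not identified. At P15 they lay closer to the arrays as labelled, at 0.144 in the cerebellum against 0.304 without the 2 displaced arrays and 0.192 against 0.359 in the hippocampus. Of the 531 entries of the paper's Table S2, 157 were called here and 520 had the same direction. Beside each value below stand the settings under which it came within the margin of the paper's value, a factor of 1.5 for counts and the larger replicate SD for log2 differences; under every other alternative run for it, planned or added, it did not. Entries of Table S2 that the paper calls and that were not called here were called in number 30 with the replicate block within age, 32 with the replicate block over all ages, 10 with a trended and robust prior, 19 after quantile normalization, 9 with the filter at a mean of 5, 8 adjusted over all comparisons together, 4 with 1 fit per region and 1 with 1 fit per comparison, by settings chosen after seeing the values 17 without the 2 displaced P15 arrays (which does not call 384 of the paper's 531), 30 without the 3 dim arrays (which does not call 364 of the paper's 531), 45 without all 5 of these arrays (which does not call 358 of the paper's 531), 2 without the 3 P1 arrays with Xist above Eif2s3y (which does not call 392 of the paper's 531) and 121 with array quality weights (which does not call 258 of the paper's 531), and without 1 array of each comparison 23 (Ts1Cje replicate 1), 4 (Ts1Cje replicate 2), 5 (Ts1Cje replicate 3), 29 (disomic replicate 1), 29 (disomic replicate 2) and 9 (disomic replicate 3).

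The numbers of called probe sets differed in 10 comparisons. In the P1 cerebral cortex the paper's 20 stood against 5, 21 with the replicate block within age, 16 with the replicate block over all ages, 23 without Ts1Cje replicate 2 and 14 without disomic replicate 2, and by settings chosen after seeing the values 15 without the 2 displaced P15 arrays (not calling 16 of the paper's 20) and 26 without all 5 of these arrays (not calling 14 of the paper's 20). In the P15 cerebral cortex the paper's 5 stood against 1, 4 with the replicate block over all ages and 6 adjusted over all comparisons together, and by settings chosen after seeing the values 5 without the 2 displaced P15 arrays (not calling 4 of the paper's 5). In the P30 cerebral cortex the paper's 15 stood against 6, by settings chosen after seeing the values 13 without the 2 displaced P15 arrays (not calling 8 of the paper's 15) and 20 without all 5 of these arrays (not calling 7 of the paper's 15). In the P1 cerebellum the paper's 117 stood against 223, 96 with the filter at a mean of 5, 84 adjusted over all comparisons together and 84 without Ts1Cje replicate 3, and by settings chosen after seeing the values 90 without the 3 P1 arrays with Xist above Eif2s3y (not calling 99 of the paper's 117). In the P15 cerebellum the paper's 53 stood against 15, 69 without disomic replicate 2, and by settings chosen after seeing the values 75 with array quality weights (not calling 26 of the paper's 53). In the P84 cerebellum the paper's 93 stood against 50, 63 with the replicate block over all ages, and by settings chosen after seeing the values 69 without the 2 displaced P15 arrays (not calling 51 of the paper's 93), 84 without all 5 of these arrays (not calling 44 of the paper's 93) and 85 with array quality weights (not calling 42 of the paper's 93). In the P1 hippocampus the paper's 28 stood against 7, 19 without disomic replicate 2. In the P15 hippocampus the paper's 59 stood against 25, 41 with the replicate block within age, 47 with the replicate block over all ages and 79 without Ts1Cje replicate 1, and by settings chosen after seeing the values 51 with array quality weights (not calling 36 of the paper's 59). In the P30 hippocampus the paper's 22 stood against 8, by settings chosen after seeing the values 15 without the 2 displaced P15 arrays (not calling 13 of the paper's 22), 18 without the 3 dim arrays (not calling 9 of the paper's 22) and 26 without all 5 of these arrays (not calling 9 of the paper's 22). In the P84 hippocampus the paper's 81 stood against 32, 62 without disomic replicate 1, and by settings chosen after seeing the values 61 without all 5 of these arrays (not calling 53 of the paper's 81) and 59 with array quality weights (not calling 43 of the paper's 81).

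Table 1 of the paper also counts DEGs by direction; the numbers here count gene symbols. In the cerebral cortex, genes higher in Ts1Cje mice numbered 3 at P1 against the paper's 12, 13 with the replicate block within age, 11 with the replicate block over all ages and 8 adjusted over all comparisons together, and by settings chosen after seeing the values 11 without the 2 displaced P15 arrays (not calling 16 of the paper's 20); 1 at P15 against the paper's 4, 3 with the replicate block over all ages and 4 adjusted over all comparisons together, and by settings chosen after seeing the values 3 without the 2 displaced P15 arrays (not calling 4 of the paper's 5) and 5 without the 3 dim arrays (not calling 3 of the paper's 5); 5 at P30 against the paper's 13, by settings chosen after seeing the values 9 without the 2 displaced P15 arrays (not calling 8 of the paper's 15) and 16 without all 5 of these arrays (not calling 7 of the paper's 15). In the cerebellum, genes higher in Ts1Cje mice numbered 154 at P1 against the paper's 46; 12 at P15 against the paper's 43, 47 without disomic replicate 2, and by settings chosen after seeing the values 46 with array quality weights (not calling 26 of the paper's 53); 37 at P84 against the paper's 64, 44 with the replicate block over all ages, and by settings chosen after seeing the values 48 without the 2 displaced P15 arrays (not calling 51 of the paper's 93), 54 without all 5 of these arrays (not calling 44 of the paper's 93) and 58 with array quality weights (not calling 42 of the paper's 93). In the hippocampus, genes higher in Ts1Cje mice numbered 6 at P1 against the paper's 22; 20 at P15 against the paper's 48, 32 with the replicate block over all ages and 56 without Ts1Cje replicate 1, and by settings chosen after seeing the values 34 with array quality weights (not calling 36 of the paper's 59); 6 at P30 against the paper's 20, by settings chosen after seeing the values 14 without the 3 dim arrays (not calling 9 of the paper's 22) and 19 without all 5 of these arrays (not calling 9 of the paper's 22); 26 at P84 against the paper's 69, 47 without disomic replicate 1. In the cerebral cortex, genes lower in Ts1Cje mice numbered 2 at P1 against the paper's 8, 11 without Ts1Cje replicate 1 and 11 without Ts1Cje replicate 2; 0 at P15 against the paper's 1, 1 with the replicate block over all ages, 1 with the filter at a mean of 5 and 1 without disomic replicate 2, and by settings chosen after seeing the values 1 without the 3 P1 arrays with Xist above Eif2s3y (not calling 4 of the paper's 5); 1 at P30 against the paper's 2, 2 without Ts1Cje replicate 1, and by settings chosen after seeing the values 2 without the 2 displaced P15 arrays (not calling 8 of the paper's 15) and 2 without all 5 of these arrays (not calling 7 of the paper's 15); 0 at P84 against the paper's 6. In the cerebellum, genes lower in Ts1Cje mice numbered 28 at P1 against the paper's 66, 45 with the replicate block within age and 47 after quantile normalization; 2 at P30 against the paper's 4, 3 without Ts1Cje replicate 1 and 6 without disomic replicate 1; 2 at P84 against the paper's 23. In the hippocampus, genes lower in Ts1Cje mice numbered 1 at P1 against the paper's 4; 2 at P84 against the paper's 7, 5 without Ts1Cje replicate 1 and 7 without disomic replicate 1, and by settings chosen after seeing the values 6 without the 3 dim arrays (not calling 57 of the paper's 81) and 5 with array quality weights (not calling 43 of the paper's 81).

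Called genes in the cerebral cortex numbered 21 against the paper's 40, 37 with the replicate block within age, 37 with the replicate block over all ages and 28 adjusted over all comparisons together, and by settings chosen after seeing the values 40 without the 2 displaced P15 arrays (not calling 384 of the paper's 531) and 44 without all 5 of these arrays (not calling 358 of the paper's 531). Called genes in the hippocampus numbered 48 against the paper's 129, by settings chosen after seeing the values 100 with array quality weights (not calling 258 of the paper's 531). Called genes at P15 numbered 29 against the paper's 80, by settings chosen after seeing the values 89 with array quality weights (not calling 258 of the paper's 531). Called genes at P30 numbered 14 against the paper's 30, by settings chosen after seeing the values 32 without the 2 displaced P15 arrays (not calling 384 of the paper's 531) and 22 without the 3 dim arrays (not calling 364 of the paper's 531). Called genes at P84 numbered 62 against the paper's 145, by settings chosen after seeing the values 107 without all 5 of these arrays (not calling 358 of the paper's 531) and 125 with array quality weights (not calling 258 of the paper's 531). Called genes on the triplicated segment in the hippocampus numbered 21 against the paper's 33, 26 with the replicate block within age, 27 with the replicate block over all ages and 22 with a trended and robust prior, and by settings chosen after seeing the values 22 without the 2 displaced P15 arrays (not calling 384 of the paper's 531), 26 without the 3 dim arrays (not calling 364 of the paper's 531), 28 without all 5 of these arrays (not calling 358 of the paper's 531) and 33 with array quality weights (not calling 258 of the paper's 531). Called genes in the cerebral cortex alone numbered 5 against the paper's 19, by settings chosen after seeing the values 15 without the 2 displaced P15 arrays (not calling 384 of the paper's 531) and 17 without all 5 of these arrays (not calling 358 of the paper's 531). Called genes in the hippocampus alone numbered 25 against the paper's 95.

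Of the 183 entries that the paper's Table 2 marks as called, 82 were called here, 183 had the same direction and 27 differed by more than the larger replicate SD. The highest log2 difference of *Dnah11* was 6.49 here and 7.7 in the paper; its disomic levels lay near the arrays' median and were not shown to be above background, which leaves the size of the difference open. For *2410124H12Rik* the log2 difference in the P15 cerebellum was 0.67 against the paper's 1.68. In the P30 cerebellum it was 0.71 against 1.51. In the P84 cerebellum it was 0.81 against 2.26. For *Atp5o* at 1 probe set the log2 difference in the P30 cerebellum was 0.74 against the paper's 0.82, 0.78 after quantile normalization and 0.77 without Ts1Cje replicate 2. For *Atp5o* at another the log2 difference in the P30 cerebral cortex was 0.54 against the paper's 0.72, 0.59 without Ts1Cje replicate 1 and 0.60 without disomic replicate 3. In the P15 cerebellum it was 0.60 against 0.74, 0.62 after quantile normalization, 0.66 without Ts1Cje replicate 3 and 0.62 without disomic replicate 3, and by settings chosen after seeing the values 0.62 without the 2 displaced P15 arrays (not calling 51 of the paper's 53), 0.62 without all 5 of these arrays (not calling 45 of the paper's 53) and 0.65 with array quality weights (not calling 26 of the paper's 53). In the P84 hippocampus it was 0.75 against 0.94, 0.80 without disomic replicate 1. For *Brwd1* at 1 probe set the log2 difference in the P84 cerebral cortex was 1.11 against the paper's 0.86, 0.97 after quantile normalization, 1.04 without Ts1Cje replicate 3 and 0.98 without disomic replicate 3, and by settings chosen after seeing the values 0.98 without the 3 dim arrays (not calling 19 of the paper's 20), 0.98 without all 5 of these arrays (not calling 15 of the paper's 20) and 0.99 with array quality weights (not calling 10 of the paper's 20). For *Brwd1* at another the log2 difference in the P84 cerebellum was 0.81 against the paper's 0.94, 0.87 without Ts1Cje replicate 2 and 0.85 without disomic replicate 1. For *C2cd2* at 1 probe set the log2 difference in the P15 cerebellum was 1.06 against the paper's 1.87. For *C2cd2* at another the log2 difference in the P15 cerebellum was 0.55 against the paper's 1.21. For *Chaf1b* the log2 difference in the P1 hippocampus was 0.34 against the paper's 1.51. For *Donson* the log2 difference in the P84 cerebellum was 0.99 against the paper's 0.75, 0.91 without disomic replicate 1. For *Dscam* at 1 probe set the log2 difference in the P15 hippocampus was 1.02 against the paper's 1.6. For *Dscam* at another the log2 difference in the P84 cerebellum was 0.95 against the paper's 1.22, 1.05 without Ts1Cje replicate 2 and 1.07 without disomic replicate 2. For *Dscam* at another the log2 difference in the P30 hippocampus was 0.97 against the paper's 1.39. For *Dscr3* the log2 difference in the P15 hippocampus was 0.70 against the paper's 0.89, 0.77 without Ts1Cje replicate 3 and 0.72 without disomic replicate 2. In the P84 hippocampus it was 0.61 against 0.94. For *Gart* the log2 difference in the P84 cerebellum was 1.10 against the paper's 1.3, 1.16 without Ts1Cje replicate 2 and 1.18 without disomic replicate 1. For *Ifnar2* at 1 probe set the log2 difference in the P15 hippocampus was 0.85 against the paper's 1.49. For *Ifnar2* at another the log2 difference in the P84 cerebellum was 1.36 against the paper's 0.93. For *Itsn1* at 1 probe set the log2 difference in the P30 cerebellum was 0.91 against the paper's 1.16, 0.94 after quantile normalization, 0.96 without Ts1Cje replicate 2 and 1.03 without disomic replicate 1, and by settings chosen after seeing the values 0.97 with array quality weights (not calling 1 of the paper's 18). For *Itsn1* at another the log2 difference in the P30 cerebral cortex was 0.99 against the paper's 1.42. For *Kcnj6* the log2 difference in the P30 hippocampus was 0.50 against the paper's 1.07. For *Mrps6* the log2 difference in the P84 hippocampus was 0.84 against the paper's 0.91, 0.85 without Ts1Cje replicate 1, 0.86 without disomic replicate 1 and 0.85 without disomic replicate 3, and by settings chosen after seeing the values 0.85 without the 3 dim arrays (not calling 57 of the paper's 81) and 0.85 without all 5 of these arrays (not calling 53 of the paper's 81). For *Rcan1* the log2 difference in the P1 cerebral cortex was 0.79 against the paper's 0.98, 0.85 without Ts1Cje replicate 1, 0.81 without Ts1Cje replicate 2, 0.79 without disomic replicate 2 and 0.88 without disomic replicate 3. For *Son* the log2 difference in the P15 cerebellum was 0.74 against the paper's 0.96.

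The paper states that *Lepr* was upregulated in the P1 cerebellum; it stood at 2.04 ± 0.458 in Ts1Cje mice against 2.74 ± 0.336 in disomic mice (log2, SD, n = 3 mice each) here (adjusted p = 0.106), levels below the arrays' median and not shown to be above background, so that no direction is given, and it was called under no setting run; its log2 difference in the paper's Table S2 is -0.64, the paper's value. It gives *Irf3* as upregulated in the P15 cerebellum, *Irf7* in the P84 cerebellum and *Ifngr2* in the cerebellum only; at levels also below the arrays' median and not shown to be above background, they stood at 2.71 ± 0.217 in Ts1Cje mice against 2.34 ± 0.123 in disomic mice (adjusted p = 0.867), 2.99 ± 0.135 in Ts1Cje mice against 2.61 ± 0.169 in disomic mice (adjusted p = 0.368) and 2.75 ± 0.22 in Ts1Cje mice against 2.20 ± 0.146 in disomic mice (adjusted p = 0.092), the last at P1. None of these was called under any setting run and no direction is given, while the average of *Ifngr2* over the ages of the cerebral cortex was called (adjusted p = 0.0373), and that of the cerebellum with array quality weights, chosen after seeing the values (adjusted p = 0.0243; not calling 258 of the paper's 531). Table S2 calls *Egfr* in the P1 cerebellum, with a value of -0.95 that is the paper's; it was 0.03 here (adjusted p = 0.941), called under no setting run; the brightest probe set, at -0.28 (adjusted p = 0.593), was called with array quality weights, chosen after seeing the values (-0.998, adjusted p = 0.000479; not calling 57 of the paper's 117), and another probe set was higher and called without disomic replicate 1 (1.29) or disomic replicate 2 (1.28). It gives *Ifnar1* as differing in the adult cerebellum as well as in the adult cerebral cortex, where it was called here too; *Ifnar1* was 1.07 in the P84 cerebellum (adjusted p = 0.272), called by settings chosen after seeing the values, without all 5 of these arrays (which does not call 44 of the paper's 93 there) and with array quality weights (which does not call 42 of the paper's 93 there). Table S2 also calls *Ifnar1* at earlier ages, where it was 1.14 in the P15 hippocampus (adjusted p = 0.144), called by settings chosen after seeing the values, without the 3 dim arrays (which does not call 32 of the paper's 59 there). It was 1.08 in the P30 cerebral cortex (adjusted p = 0.731), called by settings chosen after seeing the values, with array quality weights (which does not call 2 of the paper's 15 there). At another probe set it was 1.26 in the P15 cerebellum (adjusted p = 0.286), called under no setting run. *Ifnar2*, which Table S2 calls at several ages, was 0.91 in the P15 cerebellum (adjusted p = 0.533), called by settings chosen after seeing the values, with array quality weights (which does not call 26 of the paper's 53 there). It was 1.12 in the P30 cerebral cortex (adjusted p = 0.369), called by settings chosen after seeing the values, with array quality weights (which does not call 2 of the paper's 15 there). It was 1.07 in the P30 hippocampus (adjusted p = 0.485), called by settings chosen after seeing the values, with array quality weights (which does not call 3 of the paper's 22 there). At another probe set it was 1.38 in the P15 hippocampus (adjusted p = 0.109), called without Ts1Cje replicate 1 and by settings chosen after seeing the values, without the 3 dim arrays (which does not call 32 of the paper's 59 there) and with array quality weights (which does not call 36 of the paper's 59 there). The paper states that *Rcan1* was over-expressed in the P1 cerebral cortex and P15 hippocampus; it was 0.79 in the P1 cerebral cortex (adjusted p = 0.962), called by settings chosen after seeing the values, without all 5 of these arrays (which does not call 14 of the paper's 20 there). It was 1.06 in the P15 hippocampus (adjusted p = 0.096), called with the replicate block over all ages, after quantile normalization and without disomic replicate 2 and by settings chosen after seeing the values, without the 3 dim arrays (which does not call 32 of the paper's 59 there) and with array quality weights (which does not call 36 of the paper's 59 there). The paper gives *Dyrk1a* as not differentially regulated, and no single age was called here, but its average over the ages was, at 0.73 in the cerebellum (adjusted p = 0.0161) and 0.70 in the hippocampus (adjusted p = 0.0291). It gives *Tmem196* and *Sp4* as not dysregulated, and no single age was called here, but the averages of *Tmem196* were, at -1.11 in the cerebral cortex (adjusted p = 0.000505) and -0.84 in the cerebellum (adjusted p = 0.0282), and that of *Sp4* at 1 probe set, at -0.92 in the hippocampus (adjusted p = 0.0354).

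Of the genes the paper gives as common to all regions, *Atp5o*, *Brwd1*, *Cryzl1*, *Dnah11*, *Donson*, *Erdr1*, *Ifnar2*, *Itgb8*, *Mrps6*, *Pigp* and *Psmg1* were called in all 3 regions here, as were *Get1*, *Hmgn1* and *Vps26c*. The others were called in fewer regions, *Chaf1b* in the P1 cerebellum, *Dop1b* (*Dopey2*) in the P1 cerebellum and P1 hippocampus, *Ifnar1* in the P84 cerebral cortex, *Itsn1* in the P84 hippocampus, *Morc3* in the P1 cerebellum, *Tmem50b* in the P1 cerebellum, P1 hippocampus, P30 cerebellum, P30 hippocampus and P84 hippocampus and *Ttc3* in the P15 hippocampus and P84 cerebellum. An entry of *Chaf1b* in the cerebral cortex was called without Ts1Cje replicate 1 (P1 cerebral cortex). In the hippocampus no entry of *Chaf1b* in Table S2 was called under any setting. In the cerebral cortex no entry of *Dop1b* in Table S2 was called under any setting. An entry of *Ifnar1* in the cerebellum was called by settings chosen after seeing the values, without all 5 of these arrays (P84 cerebellum) and with array quality weights (P84 cerebellum). An entry of *Ifnar1* in the hippocampus was called by settings chosen after seeing the values, without the 3 dim arrays (P15 hippocampus). An entry of *Itsn1* in the cerebral cortex was called with 1 fit per region (P84 cerebral cortex) and by settings chosen after seeing the values, with array quality weights (P30 cerebral cortex and P84 cerebral cortex). An entry of *Itsn1* in the cerebellum was called by settings chosen after seeing the values, with array quality weights (P15 cerebellum, P30 cerebellum and P84 cerebellum) and without all 5 of these arrays (P84 cerebellum). An entry of *Morc3* in the cerebral cortex was called by settings chosen after seeing the values, without the 3 dim arrays (P15 cerebral cortex), without all 5 of these arrays (P15 cerebral cortex) and with array quality weights (P15 cerebral cortex). An entry of *Morc3* in the hippocampus was called with the replicate block within age (P84 hippocampus), with the replicate block over all ages (P84 hippocampus) and without disomic replicate 1 (P84 hippocampus) and by settings chosen after seeing the values, without the 3 dim arrays (P30 hippocampus and P84 hippocampus), without all 5 of these arrays (P30 hippocampus and P84 hippocampus) and with array quality weights (P30 hippocampus and P84 hippocampus). An entry of *Tmem50b* in the cerebral cortex was called with the replicate block within age (P1 cerebral cortex), with the replicate block over all ages (P1 cerebral cortex), after quantile normalization (P1 cerebral cortex), adjusted over all comparisons together (P1 cerebral cortex), without Ts1Cje replicate 1 (P1 cerebral cortex) and without disomic replicate 2 (P1 cerebral cortex) and by settings chosen after seeing the values, without all 5 of these arrays (P1 cerebral cortex) and with array quality weights (P30 cerebral cortex). An entry of *Ttc3* in the cerebral cortex was called with the replicate block within age (P30 cerebral cortex) and with the replicate block over all ages (P30 cerebral cortex) and by settings chosen after seeing the values, without all 5 of these arrays (P30 cerebral cortex) and with array quality weights (P30 cerebral cortex).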

Other observations

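The test of called genes by chromosome and the settings without the doubted arrays were chosen only after the results were seen. Further interferon-induced genes rose in the P84 cerebellum of Ts1Cje mice. The log2 difference passed limma's test, also without each array in turn, for *Rtp4*, a chaperone of receptors (1.45, adjusted p = 0.000127). The disomic level lay below the arrays' median for *Rtp4* and *Lgals3bp*, which leaves the size of these differences open. *Lgals3bp*, a secreted glycoprotein, differed by 1.43 (adjusted p = 0.00036), a call lost without Ts1Cje replicate 2 (0.92, adjusted p = 0.056). *Irgm1*, a GTPase of the defence against bacteria, differed by 1.13 (adjusted p = 0.0027), a call lost without Ts1Cje replicate 2 (0.94, adjusted p = 0.0853) and without Ts1Cje replicate 3 (1.02, adjusted p = 0.055). *Ifi27* differed by 1.70 (adjusted p = 0.00998), a call lost without Ts1Cje replicate 2 (1.25, adjusted p = 0.333) and without disomic replicate 2 (1.59, adjusted p = 0.117). *H2-D1*, another class I antigen, averaged 0.88 over the ages of the cerebellum (adjusted p = 0.00247), a call lost without disomic replicate 3 (0.59, adjusted p = 0.063), and another of its 9 probe sets averaged 0.45 (adjusted p = 0.805).

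Genes of myelin were higher as a group in the hippocampus of Ts1Cje mice at P30 and P1, and genes of sterol synthesis were higher at P84 in all 3 regions and lower at P30 in the cerebral cortex and cerebellum, by camera; of these calls only that of sterol synthesis in the P84 hippocampus held with an estimated correlation (adjusted p = 0.0323), and the others had an adjusted p of 0.0684 to 0.61 with it. The 16 genes of myelinating oligodendrocytes were higher in the P30 hippocampus (median 0.41, camera, adjusted p = 9.97e-07, and adjusted p = 0.126 with an estimated correlation). *Sox10* and *Mog* were among them (*Sox10* by 0.63 and *Mog* by 0.46, neither past the criteria). The cerebellar markers were higher on the Ts1Cje arrays there too, at 4.575, 4.725 and 5.532 (log2) for replicates 1, 2 and 3. On the arrays of disomic replicates 1, 2 and 3 they stood at 4.455, 4.329 and 4.520. The myelin genes were also higher in the P1 hippocampus (median 0.18, adjusted p = 0.0104, and adjusted p = 0.61 with an estimated correlation). In the P1 hippocampus the adjusted p was 0.826 without Ts1Cje replicate 3, in the opposite direction, and 0.142 without disomic replicate 1. That Ts1Cje array had the highest cerebellar markers of its comparison, at 5.868 against 4.445 to 4.628 on the others. The 20 genes of cholesterol synthesis were higher in the P84 cerebral cortex (median 0.28, adjusted p = 0.000255; adjusted p = 0.109 with an estimated correlation), in the P84 cerebellum (median 0.14, adjusted p = 6.19e-05; adjusted p = 0.0684 with an estimated correlation; 0.0543 without Ts1Cje replicate 3) and in the P84 hippocampus (median 0.21, adjusted p = 4.77e-06; adjusted p = 0.0323 with an estimated correlation), and lower in the P30 cerebral cortex (median -0.08, adjusted p = 0.0232; adjusted p = 0.431 with an estimated correlation; 0.426 without Ts1Cje replicate 3, 0.0555 without disomic replicate 1 and 0.491 without disomic replicate 3) and in the P30 cerebellum (median -0.24, adjusted p = 0.00288; adjusted p = 0.238 with an estimated correlation; 0.292 without Ts1Cje replicate 3). In the P84 cerebellum *Idi1* of this list rose by 0.64 over all genes tested (adjusted p = 0.0249), a call lost without Ts1Cje replicate 3 (0.46, adjusted p = 0.844), without disomic replicate 2 (0.63, adjusted p = 0.173) and without disomic replicate 3 (0.58, adjusted p = 0.311), and 1 rose when adjusted over the list alone. In the P84 hippocampus, where the paper's Table S3 gives steroid biosynthesis from *Fdft1*, *Sqle* and *Sc4mol* (*Msmo1*), *Msmo1* rose by 0.93 (adjusted p = 0.0416), a call lost without Ts1Cje replicate 1 (0.98, adjusted p = 0.0921), without Ts1Cje replicate 2 (0.98, adjusted p = 0.141), without Ts1Cje replicate 3 (0.84, adjusted p = 0.608), without disomic replicate 2 (0.75, adjusted p = 0.964) and without disomic replicate 3 (0.93, adjusted p = 0.174), *Fdft1* and *Sqle* differed by 0.54 (adjusted p = 0.388) and 0.80 (adjusted p = 0.118), and 3 genes of the list rose when adjusted over the list alone. The 16 genes of the respiratory chain were higher in the P84 hippocampus (median 0.20, adjusted p = 0.000459; adjusted p = 0.256 with an estimated correlation). On the arrays of the P84 hippocampus the 3 prime minus 5 prime difference of *Gapdh* was -0.198 to -0.157 in Ts1Cje and -0.111, 0.701 and 0.0178 in disomic replicates 1, 2 and 3 (exact permutation test, two-sided p = 0.1, the smallest possible), and on those of the P84 cerebral cortex the median was 3.25 to 3.27 and 3.23 to 3.24 (exact permutation test, p = 0.1). Without disomic replicate 2 of the P84 hippocampus the adjusted p was 0.000844 for the respiratory chain outside the triplicated segment and 5.6e-06 for the list of cholesterol and steroid biosynthesis. Disomic replicate 3 is a dim array in both comparisons, and without the 3 dim arrays the adjusted p in the P84 hippocampus was 0.0102 for the respiratory chain and 0.000197 for cholesterol synthesis, and in the P84 cerebral cortex 0.00153 for cholesterol synthesis and 0.00103 for the immediate early genes given next. The 12 immediate early genes were lower in the P30 cerebellum (median -0.38, adjusted p = 0.00935; adjusted p = 0.293 with an estimated correlation; 0.0579 without Ts1Cje replicate 1), in the P84 cerebral cortex (median -0.18, adjusted p = 0.0312; adjusted p = 0.431 with an estimated correlation; 0.237 without Ts1Cje replicate 3, 0.218 without disomic replicate 1 and 0.206 without disomic replicate 2), in the average of the cerebral cortex (median -0.17, adjusted p = 0.00176; adjusted p = 0.167 with an estimated correlation) and in the average of the cerebellum (median -0.18, adjusted p = 0.019; adjusted p = 0.399 with an estimated correlation; 0.166 without disomic replicate 1). The 18 astrocyte genes were lower in the P84 cerebellum (median -0.25, adjusted p = 0.0019; adjusted p = 0.353 with an estimated correlation; 0.129 without Ts1Cje replicate 3), the 18 microglial and macrophage genes higher in the average of the hippocampus (median 0.22, adjusted p = 0.00169; adjusted p = 0.67 with an estimated correlation; 0.236 without disomic replicate 3), and the 13 choroid plexus genes higher in the P30 cerebellum (median 0.27, adjusted p = 0.0232; adjusted p = 0.722 with an estimated correlation; 0.639 without Ts1Cje replicate 3 in the opposite direction and 0.46 without disomic replicate 1). On the P30 cerebellum arrays the 3 prime minus 5 prime difference of *Gapdh* was -0.0847 to -0.00308 in Ts1Cje mice. It was -0.108, 0.305 and 0.336 in disomic replicates 1, 2 and 3 (exact permutation test, p = 0.4). That of actin was 0.989 to 1.286 and 0.954, 1.804 and 1.699, in the same order (exact permutation test, p = 0.4). The 24 genes of mature neurons were higher in the P1 hippocampus (median 0.13, adjusted p = 0.0232; adjusted p = 0.431 with an estimated correlation; 0.0828 without Ts1Cje replicate 2 and 0.843 without disomic replicate 3) and in the average of the hippocampus (median 0.16, adjusted p = 0.00634; adjusted p = 0.321 with an estimated correlation; 0.0611 without Ts1Cje replicate 1 and 0.3 without disomic replicate 3).

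Genes of meninges were lower as a group in the P1 cerebellum, and those of vessels in the P1 cerebral cortex and cerebellum, of Ts1Cje mice by camera; with an estimated correlation none of these calls held (adjusted p = 0.265 to 0.723). The meningeal list was lower in the P1 cerebellum (median -0.64, adjusted p = 0.00484; adjusted p = 0.723 with an estimated correlation; 0.538 without Ts1Cje replicate 2, 0.154 without disomic replicate 1 and 0.265 without disomic replicate 2) and in the average of the cerebral cortex (median -0.23, adjusted p = 0.00197; adjusted p = 0.67 with an estimated correlation; 0.306 without Ts1Cje replicate 1, 0.228 without disomic replicate 1 and 0.105 without disomic replicate 2). The 14 endothelial genes were lower in the P1 cerebral cortex (median -0.26, adjusted p = 0.000187; adjusted p = 0.265 with an estimated correlation; 0.888 without Ts1Cje replicate 3 and 0.489 without disomic replicate 1), in the P1 cerebellum (median -0.33, adjusted p = 0.0269; adjusted p = 0.673 with an estimated correlation; 0.168 without Ts1Cje replicate 3, 0.421 without disomic replicate 1 and 0.335 without disomic replicate 2) and in the average of the cerebral cortex (median -0.11, adjusted p = 0.0259; adjusted p = 0.67 with an estimated correlation; 0.116 without Ts1Cje replicate 1, 0.728 without Ts1Cje replicate 3, 0.55 without disomic replicate 1 and 0.299 without disomic replicate 2), and higher in the P1 hippocampus (median 0.20, adjusted p = 0.0437; adjusted p = 0.722 with an estimated correlation; 0.727 without Ts1Cje replicate 3, 0.0707 without disomic replicate 2 and 0.57 without disomic replicate 3). The 46 genes of the cell cycle were lower in the P1 cerebral cortex (median -0.09, adjusted p = 0.00415; adjusted p = 0.724 with an estimated correlation; 0.764 without Ts1Cje replicate 1 and 0.504 without disomic replicate 3) and in the average of the hippocampus (median -0.06, adjusted p = 0.0128; adjusted p = 0.739 with an estimated correlation; 0.14 without Ts1Cje replicate 3, 0.0732 without disomic replicate 2 and 0.517 without disomic replicate 3), and higher in the P15 cerebellum (median 0.18, adjusted p = 0.00099; adjusted p = 0.673 with an estimated correlation; 0.0501 without disomic replicate 1). In that P15 comparison 1 of the 3 disomic arrays has the hippocampal profile, at 0.006 on the axis from hippocampus to cerebellum, the cerebellar markers had a median of 2.08 and the sonic hedgehog genes of 0.38, and without the 2 displaced arrays the cell cycle list had an adjusted p of 0.00207. The 8 striatal markers were lower in the P1 cerebral cortex (median -0.21, adjusted p = 0.0133; adjusted p = 0.118 with an estimated correlation; 0.0742 without Ts1Cje replicate 2, 0.0525 without Ts1Cje replicate 3 and 0.246 without disomic replicate 2). No comparison or region average passed for the lists of blood (4 genes; lowest adjusted p = 0.331, P1 cerebellum), brainstem (14 genes; lowest adjusted p = 0.109, P84 hippocampus), oligodendrocyte precursors (9 genes; lowest adjusted p = 0.0555, P15 cerebellum) and thalamus and hypothalamus (17 genes; lowest adjusted p = 0.365, P15 cerebellum). The interferon-stimulated list was higher in the average of the cerebral cortex (median 0.08, adjusted p = 0.000157; adjusted p = 0.126 with an estimated correlation), in the average of the cerebellum (median 0.12, adjusted p = 2.14e-11; adjusted p = 0.00195 with an estimated correlation) and in the average of the hippocampus (median 0.09, adjusted p = 0.000528; adjusted p = 0.173 with an estimated correlation), and in the average of the cerebellum 1 member rose over all genes tested and 2 when adjusted over the list alone. The 24 genes of the study's RT-qPCR were higher in the average of the cerebellum (adjusted p = 8.07e-69; adjusted p = 5.42e-14 with an estimated correlation; 17 higher and 1 lower, and 17 and 1 when adjusted over the list alone), as were 9 other genes it names (adjusted p = 1.25e-06; adjusted p = 1.52e-05 with an estimated correlation; 2 higher, and 2 over the list alone); it chose both on these arrays, so they are not independent evidence.

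In the P15 cerebellum comparison, the 14 cerebellar markers (median 2.08, adjusted p = 1.87e-12; 0.159), the 16 myelin genes (median 0.34, adjusted p = 0.000368; 0.353) and the 17 genes of the sonic hedgehog response (median 0.38, adjusted p = 0.00651; 0.381) were higher in Ts1Cje mice, the last p of each being that with an estimated correlation here and below. There, the 13 hippocampal markers (median -1.46, adjusted p = 6.84e-10; 0.22), the 18 microglial genes (median -0.57, adjusted p = 2.35e-07; 0.258) and the 10 cortical markers (median -0.85, adjusted p = 0.0104; 0.427) were lower in Ts1Cje mice. In the P15 hippocampus comparison, the 13 hippocampal markers (median 1.31, adjusted p = 7.94e-05; 0.567), the 18 microglial genes (median 0.78, adjusted p = 0.000255; 0.544) and the 10 cortical markers (median 1.11, adjusted p = 0.00184; 0.265) were higher in Ts1Cje mice. There, the 14 cerebellar markers (median -2.09, adjusted p = 2.44e-10; 0.238), the 16 myelin genes (median -0.38, adjusted p = 0.00415; 0.538) and the 17 genes of the sonic hedgehog response (median -0.29, adjusted p = 0.000726; 0.23) were lower in Ts1Cje mice. The averages gave an adjusted p of 0.000425 for the cerebellar markers in the average of the cerebellum (adjusted p = 0.67 with an estimated correlation), 0.00462 for the hippocampal markers in the average of the cerebellum (adjusted p = 0.739 with an estimated correlation), 0.00187 for the cerebellar markers in the average of the hippocampus (adjusted p = 0.739 with an estimated correlation) and 0.00627 for the hippocampal markers in the average of the hippocampus (adjusted p = 0.739 with an estimated correlation), and of 0.0383 for a lower sonic hedgehog response in the hippocampus (adjusted p = 0.644 with an estimated correlation; 0.0887 without Ts1Cje replicate 1, 0.16 without Ts1Cje replicate 2 and 0.711 without disomic replicate 3). All of these calls at P15 and of both kinds of markers in the averages were lost without the P15 disomic replicate 3 arrays that have the profile of the other region, with an adjusted p by camera of 0.0674 to 0.985 without the 2 arrays and of 0.221 to 0.998 without disomic replicate 3. The myelin genes had an adjusted p of 0.319 without Ts1Cje replicate 2 in the P15 hippocampus. The cortical markers had an adjusted p of 0.0642 without Ts1Cje replicate 1 in the P15 cerebellum.

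Averaged over the ages, some genes outside both segments passed limma's test in 1 region. In the cerebral cortex *Dkkl1* averaged -0.48 (adjusted p = 0.0107), a call lost without Ts1Cje replicate 1 (-0.45, adjusted p = 0.0907), without Ts1Cje replicate 3 (-0.47, adjusted p = 0.105) and without disomic replicate 3 (-0.35, adjusted p = 0.179). In the cerebellum the average of *Alpk2* (0.38, adjusted p = 0.00107) also passed without each replicate number in turn. In the hippocampus the average of *Cyb5r1* (0.72, adjusted p = 0.000491) and *Smyd1* (adjusted p = 0.000232) also passed without each replicate number in turn, with *Smyd1* between 1.77 and 2.98 in the groups of this region, below the arrays' median and not shown to be above background, so that no size or direction is given for it. In the hippocampus *A2ml1* averaged 0.77 (adjusted p = 0.00183), a call lost without Ts1Cje replicate 3 (0.66, adjusted p = 0.129) and without disomic replicate 3 (0.63, adjusted p = 0.0653).

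*Erdr1* stood apart in single mice across all 3 regions. At P30 it lay at 2.77 to 7.34 (log2) over the arrays of the 3 disomic mice and at 9.29 to 10.9 over those of the Ts1Cje mice. At P84 disomic mouse 2 lay at 4.57 to 4.95 in its 3 regions while disomic mice 1 and 3 lay at 8.62 to 10.5. At P15 the 3 disomic replicate 3 arrays lay at 10.6 to 11.4, above the 7.72 to 9.17 of the other disomic mice.

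As a hypothesis, alleles of another strain that stayed linked to the translocated chromosomes may add called genes on chromosomes 12 and 16 outside both segments. Chromosome 12 held 18 called genes of 616 (odds ratio 2.7, Fisher's exact test, p = 0.000327, adjusted p = 0.00653 over the chromosomes) and chromosome 16 held 9 of 522 (odds ratio 1.51, adjusted p = 0.594). Among genes with a mean of at least 5, chromosome 12 held 9 of 293 (odds ratio 3.32, Fisher's exact test, adjusted p = 0.0588), and without all 5 doubted arrays 9 of 616 (odds ratio 1.88, p = 0.101, adjusted p = 1). Linked alleles cannot be told apart from other causes here, because chromosome 16 did not pass, the excess on chromosome 12 did not pass without these arrays, and no genotypes of the mice were used here.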
